# Comparative transcriptomics coupled to developmental grading via transgenic zebrafish reporter strains identifies conserved features in neutrophil maturation

**DOI:** 10.1038/s41467-024-45802-1

**Published:** 2024-02-27

**Authors:** Stefanie Kirchberger, Mohamed R. Shoeb, Daria Lazic, Andrea Wenninger-Weinzierl, Kristin Fischer, Lisa E. Shaw, Filomena Nogueira, Fikret Rifatbegovic, Eva Bozsaky, Ruth Ladenstein, Bernd Bodenmiller, Thomas Lion, David Traver, Matthias Farlik, Christian Schöfer, Sabine Taschner-Mandl, Florian Halbritter, Martin Distel

**Keywords:** Myelopoiesis, Neutrophils, Zebrafish, Immunosurveillance

## Abstract

Neutrophils are evolutionarily conserved innate immune cells playing pivotal roles in host defense. Zebrafish models have contributed substantially to our understanding of neutrophil functions but similarities to human neutrophil maturation have not been systematically characterized, which limits their applicability to studying human disease. Here we show, by generating and analysing transgenic zebrafish strains representing distinct neutrophil differentiation stages, a high-resolution transcriptional profile of neutrophil maturation. We link gene expression at each stage to characteristic transcription factors, including C/ebp-β, which is important for late neutrophil maturation. Cross-species comparison of zebrafish, mouse, and human samples confirms high molecular similarity of immature stages and discriminates zebrafish-specific from pan-species gene signatures. Applying the pan-species neutrophil maturation signature to RNA-sequencing data from human neuroblastoma patients reveals association between metastatic tumor cell infiltration in the bone marrow and an overall increase in mature neutrophils. Our detailed neutrophil maturation atlas thus provides a valuable resource for studying neutrophil function at different stages across species in health and disease.

## Abstract (web summary)

Maturation of innate immune cells is a graded stereotypic process which is often conserved across species. Here authors label distinct neutrophil leukocyte developmental stages via generating combinations of transgenic zebrafish reporter strains, followed by transcriptome analysis of different neutrophil maturation stages and comparison to the gene expression profile of developing neutrophils from humans and mice.

## Introduction

Neutrophils are the most abundant immune cell population in humans and the first responders to injury and infection^1,2^. In mammals, neutrophils mature in the bone marrow (BM), during the final steps of a cascade where hematopoietic stem cells differentiate through a granulocyte-monocyte progenitor towards neutrophils^3,4^. Characteristic granules form throughout development from the promyelocyte to segmented neutrophil stage^5–7^. Transcription factors of the C/EBP family are key for the expression of granule enzymes^8,9^. Surface marker expression, nuclear morphology, and granule content have long been used to define neutrophil maturation stages, but recent studies using single-cell RNA sequencing (scRNA-seq) and proteome analysis (CyTOF) have questioned this classification scheme instead suggesting a sequence of continuous transcriptional stages^10–15^.

Functional diversity of neutrophils at different maturation grades is still understudied^16,17^. A potential role for different maturation states becomes apparent in cancer, where immature neutrophils often accumulate in blood and tumors, and can have altered effector functions such as reduced phagocytosis, ROS production, NETosis, granularity, chemokine receptor expression and increased suppressive functions^6,16,18^. Neutrophils are now known to be involved in almost every stage of cancer such as tumor initiation by ROS production, growth, angiogenesis, and the conditioning of the pre-metastatic niche^6,17^. Different tumor-associated neutrophil (TAN) populations polarized by TGF-β or IFN-β towards pro- or anti-tumor roles have been observed. Interestingly, their opposing roles in cancer progression have been linked to different maturation stages and densities^18–20^.

Zebrafish are a versatile model to study neutrophil functions in infection and tumorigenesis thanks to the availability of many fluorescent transgenic lines and the prospect of intravital imaging^21–23^. Hematopoiesis in zebrafish occurs in the kidney marrow, where all major immune cell types known from humans are present and are generally considered evolutionarily conserved^24,25^. However, to date the transcriptional states of zebrafish neutrophils during maturation and associated functions in vivo have not been mapped to their human equivalents, thus limiting cross-species comparisons. Comparative transcriptomic studies have been hampered by under-representation of neutrophils in many human datasets due to technical difficulties and by a lack of suitable zebrafish lines allowing effective sorting of neutrophils comprising multiple maturation stages^26^.

Here, we establish *Tg(lysC:CFPNTR)*^*vi002*^/ *Tg(BACmmp9:Citrine-CAAX)*^*vi003*^ double transgenic zebrafish, which allow us to distinguish immature from mature neutrophils in vivo, visualize their interactions with bacteria and tumor cells, and isolate maturing neutrophil populations for morphological and transcriptional analysis. We use scRNA-seq to catalog transcriptional changes during maturation and to identify critical transcription factors, including C/ebp-β. Finally, cross-species comparison enables the definition of a conserved gene signature, which we apply to analyze bulk human tumor transcriptome data and to correlate neutrophil maturation stage with BM metastasis.

## Results

### The Mmp9 transgene identifies mature neutrophils in zebrafish

In order to distinguish immature from mature neutrophils in vivo, we generated transgenic zebrafish expressing membrane-directed Citrine under the control of regulatory elements for *mmp9* (*Tg(BACmmp9:Citrine-CAAX)*^*vi003*^), a tertiary granule protein in mammalian mature neutrophils and expressed in zebrafish mature heterophils^27,28^. *Tg(BACmmp9:Citrine-CAAX)*^*vi003*^ zebrafish embryos/larvae report *mmp9* transcription from 2 days post fertilization (dpf) in the epithelia of the tail fin and the distal gut (Supplementary Fig. 1a). Additionally, a dotted pattern became apparent along the head, yolk, and in the caudal hematopoietic tissue (CHT) suggesting expression in a leukocyte population. We confirmed that Citrine fluorescence specifically reports *mmp9* expression by detecting *mmp9* RNA in FACS-purified Citrine^+^ but not in Citrine^-^ cells (Supplementary Fig. 1b).

To examine the identity of Mmp9^+^ leukocytes, mmp9:Citrine fish were crossed with fish double-transgenic for myeloid markers *Tg(lysC:CFP-NTR)*^*vi002*^ (labeling neutrophils), and *Tg(mpeg:mCherry)*^*gl23*^ (macrophages)^29^. Live imaging of triple-transgenic larvae at 3 and 5 dpf confirmed the existence of both Mmp9^-^ and Mmp9^+^ subpopulations of *lysC:CFP*^*+*^ neutrophils with a more pronounced co-localization in the head than in the caudal hematopoietic tissue region (Fig. 1a). Mmp9^+^LysC^+^ cells had low mpeg:mCherry expression, while bona-fide macrophages were highly (2.5-fold higher signal intensity) positive for mpeg:mCherry and few of the latter showed detectable *mmp9* expression (Fig. 1b and Supplementary Fig. 1c). LysC^+^Mpeg^+^Mmp9^+^ triple-positive neutrophils were enriched in the head region at 3 dpf (mean = 36%; range = 24.3−52.3%) as well as in the head and tail at 5 dpf (mean = 37%; range = 29−46.8%; and 32%, range = 20.5−40%, respectively), whereas the CHT population decreased from 3 to 5 dpf (from mean = 20%, range = 11.1−30.3%, to 13%, range = 10−17.6%) (Supplementary Fig. 1c). Pre-dominant localization of triple-positive neutrophils in the head points towards an already more progressed maturation stage of RBI-derived head neutrophils compared to HSC-derived CHT neutrophils. Interestingly, a recent publication also described transcriptional differences between these two neutrophil populations^30^.

**Fig. 1:**
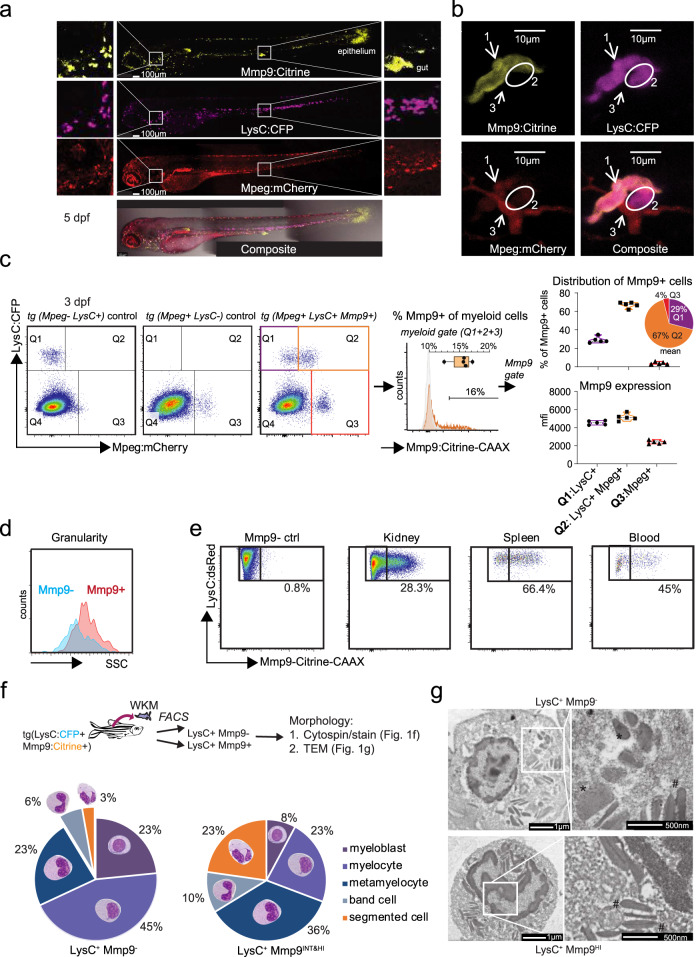
mmp9:Citrine identifies mature neutrophils. **a** Confocal images of triple transgenic larvae *Tg(lysC:CFP-NTR)*^*vi002*^*/ Tg(BACmmp9:Citrine-CAAX)*^*vi003*^*/ Tg(mpeg:mCherry)*^*gl23*^ reveal myeloid cells with different expression levels of the three analyzed markers. Stitched whole-mount images of a 5 dpf (days post fertilization) larva. *n* = 3. **b** High magnification showing presence of three different cell types: #1 neutrophil: *lysC:CFP*^*+*^/ *mpeg:mCherry*^*+*^*/  mmp9:Citrine*^*+*^; #2 neutrophil*: lysC:CFP*^*+*^*/ mpeg:mCherry*^*-*^*/ mmp9:Citrine*^*-*^*;* #3 macrophage: *lysC:CFP*^*-*^/ *mpeg:mCherry*^*+*^*/ mmp9:Citrine*^*-*^. **c** Flow cytometric analysis (BD LSRFortessa) of myeloid cells from *mpeg:mCherry*^*-*^/ *lysC:CFP*^*+*^ control larvae, *lysC:CFP*^*-*^/ *mpeg:mCherry*^*+*^ controls, or triple transgenic larvae *lysC:CFP*^*+*^*/ mmp9:Citrine*^*+*^*/ mpeg:mCherry*^+^(dot plots left to right) at 3 dpf. Histogram and box plot showing expression of *mmp9:Citrine* in myeloid cells (combined gates of Q1, Q2, Q3; Minimum = 12.4%, Maximum = 17.1%, Median = 15.7%; Box 25th−75th percentile). Violin plots indicating the distribution and expression levels of *mmp9:Citrine* among myeloid populations (*mmp9:Citrine*^+^ gate; *n* = 5 with pools of 15 triple transgenic larvae each). mfi = mean fluorescence intensity (**d**) *mmp9:Citrine*^*+*^ neutrophils (red histogram) have a higher side scatter (SSC) and therefore granularity compared to *mmp9:Citrine*^*-*^ neutrophils (blue histogram). Flow cytometric analysis of cells isolated from *Tg(lysC:CFP-NTR)*^*vi002*^*/ Tg(BACmmp9:Citrine-CAAX)*^*vi003*^ at 2 dpf. Cells were gated on the lysC:CFP^*+*^*/ mmp9:Citrine*^*+*^ or *lysC:CFP*^*+*^*/ mmp9:Citrine*^*-*^ populations and analyzed for SSC (*n* = 3). **e** Cells were isolated from kidneys, spleen or blood of adult *Tg(lysC:dsRed)*^*nz50Tg*^*/ Tg(BACmmp9:Citrine-CAAX)*^*vi003*^ and analyzed by flow cytometry for frequency of Mmp9^+^ cells. **f** Neutrophils were isolated from whole kidney marrow (WKM) of adult *Tg(lysC:dsRed)*^*nz50Tg*^*/ Tg(BACmmp9:Citrine-CAAX)*^*vi003*^ zebrafish and sorted into *lysC:dsRed*^*+*^*/ mmp9:Citrine*^*+*^ *or lysC:dsRed*^*+*^*/ mmp9:Citrine*^*-*^ populations, cytospins were prepared and Pappenheim stained. Different neutrophil maturation stages were scored blinded, showing that the *lysC:dsRed*^*+*^*/ mmp9:Citrine*^*+*^ population consists of highly differentiated neutrophil stages. INT = intermediate; HI = high. Graph presents average percentages of *n* = 4 kidneys (721 Mmp9^+^ cells and 819 Mmp9^-^ cells were analyzed in total). **g** Representative ultrastructural images show an unsegmented nucleus and round and elongated granules in *lysC:CFP*^*+*^*/ mmp9:Citrine*^*-*^ cells (*n* = 5 from one TEM transmission electron microscopy experiment) contrasting with a segmented nucleus and predominantly elongated granules in *lysC:CFP*^*+*^*/ mmp9:Citrine*^*HI*^cells (*n* = 2); *, round granules; #, elongated granules.

Complementary analysis by flow cytometry revealed that 15.4% (mean; range: 12.4−17.1%) of myeloid cells were expressing Mmp9; of those 67% (mean; range 61.8−69.5%; Q2) belonged to the LysC^+^Mpeg^+^ neutrophil population (Fig. 1c, Supplementary Fig. 2a). Fewer Citrine-positive cells were part of the LysC^+^Mpeg^-^ neutrophil (mean= 29.06%; range: 25.8−34.8% Q1) and Mpeg^+^LysC^-^ macrophage (mean = 3.9%; range 2.8−5.8%; Q3) populations. Mmp9 expression was restricted to a subpopulation of cells stained with Sudan Black, a lipophilic dye labeling granules present in maturing neutrophils (Supplementary Fig. 1d)^31^. Furthermore, Mmp9^+^ cells showed an increased side scatter (SSC) compared to Mmp9^-^ cells indicating a higher granularity and intracellular complexity, which suggests a mature phenotype (Fig. 1d).

Time-lapse imaging of cellular behavior after wounding showed that both, LysC^+^Mmp9^+^ and LysC^+^Mmp9^-^ neutrophils had a similar round morphology and moved to and from the wound quickly with amoeboid motility as described for neutrophils^32^ (Supplementary Movie 1). In contrast, Mpeg^+^ cells showed the protrusions typical of macrophages and stayed close to the wound edge.

In adult zebrafish LysC^+^Mmp9^+^neutrophils were detectable in the whole kidney marrow (WKM), the primary hematopoietic organ of teleost fish, as well as in the spleen and blood (Fig. 1e). We investigated morphology and maturation grade of FACS-sorted LysC^+^Mmp9^+^ and LysC^+^Mmp9^-^ populations from WKM on stained cytospins and by electron microscopy (Fig. 1f, g, Supplementary Fig. 1e−i). Only 3% (mean, range = 0−9%) of Mmp9^-^ cells contained segmented nuclei compared to 23% (mean, range = 3−47%) of the Mmp9^+^ fraction, indicating an advanced maturation grade of the latter (Fig. 1f). LysC^+^Mmp9^HI^ neutrophils were also of smaller cell size than Mmp9^-^ cells another parameter for a more differentiated stage (Supplementary Fig. 1g). The ultrastructure of LysC^+^Mmp9^HI^ cells revealed more developed cigar-shaped granules, while granules in Mmp9^-^ cells were generally rounder (Fig. 1g, Supplementary Fig. 1i). Collectively, our data show that Mmp9 is a suitable marker for mature neutrophils in zebrafish consistent with previous data for human cells^33^.

### Mmp9^+^ neutrophils are highly phagocytic and rapidly recruited to wounds

Neutrophils are rapidly recruited to sites of injury through chemotactic cues^34^. When zebrafish larvae were wounded at the ventral fin, Mmp9^HI^ neutrophil tracks came closer to the wound (mean = 8.3 µm HI, 45.8 µm NO, 43 µm INT; *n* = 6) and showed a lower linearity of movement (mean = 0.23 HI, 0.42 NO, 0.39 INT; *n* = 6) than Mmp9^INT^ or ^NO^ cells resulting from a meandering movement in the wound area, while their speed was similar (mean = 0.055 µm/s HI, 0.045 µm/s NO, 0.053 µm/s INT) (Fig. 2a−d). The phagocytic capacity of neutrophils increases with their maturation grade^35^. We performed in vivo phagocytosis assays by injecting live mCherry-labeled *E. coli* into 2 dpf *Tg(lysC:CFPNTR)*^*vi002*^*/ Tg(BACmmp9:Citrine-CAAX)*^*vi003*^ larvae (Fig. 2e−g; Supplementary Fig. 2b). Both neutrophil subpopulations, LysC^+^Mmp9^-^ and LysC^+^Mmp9^+^, were able to ingest bacteria (Fig. 2e) and to produce reactive oxygen species (Supplementary Fig. 2c). Quantification of *E. coli* uptake as seen by overlap of mCherry (*E. coli*) and CFP (neutrophil) fluorescence by flow cytometry showed a significantly higher percentage of Mmp9^+^ neutrophils with bacterial cargo compared to Mmp9^-^ neutrophils (mean = 23.8% and 10.7%, respectively; *n* = 5; paired *t* test, *P* = 0.007) (Fig. 2f; Supplementary Fig. 2b). Furthermore, Mmp9^+^ neutrophils were more efficiently recruited to sites of bacterial infection (67.3% Mmp9^+^ vs. 32.7% Mmp9^-^ of all LysC^+^ neutrophils at infection site; *n* = 33; paired *t* test; *P* = 0.002) (Fig. 2g) and the overall frequency of Mmp9^+^ cells was increased during infection (mean = 56.4% Mmp9^+^ in infected and 39.2% Mmp9^+^ in PBS treated, *n* = 5; paired *t* test; *P* = 0.009) (Supplementary Fig. 2d, e).

**Fig. 2:**
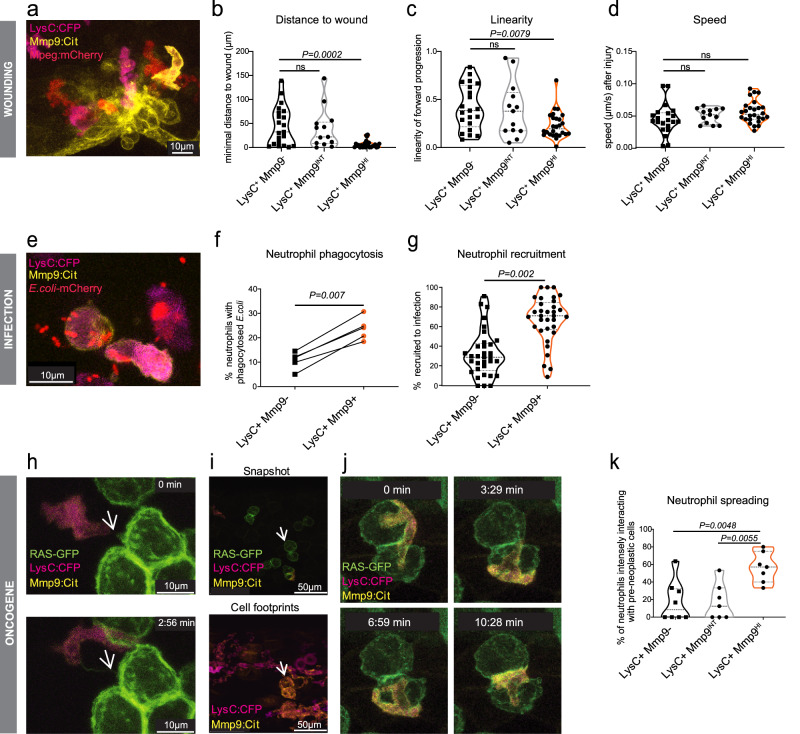
Mmp9^+^ neutrophils show functions of mature neutrophils. **a**−**d** Recruitment of neutrophils to an injury of the fin at 2 dpf (days post fertilization) *lysC:CFP*^*+*^ *mmp9:Citrine*^*HI*^, *lysC:CFP*^*+*^ *mmp9:Citrine*^*INT*^ and *lysC:CFP*^*+*^ *mmp9:Citrine*^*-*^ neutrophil tracks (*n* = 21; 13; 26 cells, df = 57, respectively; *n* = 6 larvae; One-way ANOVA with Dunnett’s test) were analyzed over a 2 h period: **b** for distance to a wound ROI (*P* = 0.0002, *F* = 9.955), (**c**) linearity of forward progression (mean straight line speed/ track mean speed) (*P* = 0.0086, *F* = 5.172) and (**d**) speed (*P* = 0.1315, *F* = 2.103). ns = not significant. INT = intermediate expression; HI = high expression. **e**−**g** In vivo phagocytosis assays were performed by injecting mCherry-labeled *E. coli* into the caudal vein or otic vesicle of *Tg(lysC:CFP-NTR)*^*vi002*^*/ Tg(BACmmp9:Citrine-CAAX)*^*vi003*^ zebrafish larvae at 2 dpf. **e** *E. coli* were observed inside both, *lysC:CFP*^*+*^ *mmp9:Citrine*^*+*^ *and lysC:CFP*^*+*^ *mmp9:Citrine*^*-*^ neutrophils 6 hpi (hours post infection). **f** Phagocytosis experiments analyzed by flow cytometry (*n* = 5, each approx. 20 larvae; two-tailed paired *t* test, *P* = 0.007; df = 4); **g** Neutrophil recruitment to *E.coli*-mCherry injected into the otic vesicle of 3 dpf larvae was analyzed by confocal microscopy (*n* = 33, two-tailed paired *t* test, *P* = 0.002, df = 32). **h**−**k** Neutrophil- pre-neoplastic cell interactions were observed by confocal microscopy in *Et(kita:GAL4)*^*hzm1*^*/ Tg(UAS:EGFP-HRAS_G12V)*^*io006*^*/ Tg(lysC:CFP-NTR)*^*vi002*^*/ Tg(BACmmp9:Citrine-CAAX)*^*vi003*^ zebrafish larvae starting at 78 hpf. **h** Still Images of z-stack maximum projections from a time-lapse movie showing Mmp9^+^ neutrophils forming dynamic contacts with GFP^+^ kita tumor cells. White arrows point at a GFP^+^ cell tether. Z-stacks were acquired every 88 s. **i** Snapshots and cell footprints were taken from the same time-lapse movie (*t* = 5 h). Superimposition of *lysC:CFP* and *mmp9:Citrine* from all time frames generating neutrophil footprints (bottom). White arrow points out how the movements of an Mmp9^+^ neutrophil copied the outline of the RAS-GFP^+^ cluster seen in the snapshot (top). **j** Close-up clippings showing an Mmp9^+^ neutrophil spreading over the pre-neoplastic cell cluster marked by a white arrow in (**i**). **k** Quantification of neutrophil-pre-neoplastic interactions were performed from maximum projections of different time-lapse movies. The frequency of interacting neutrophils of each subpopulation (no, intermediate or high *mmp9:Citrine* levels) getting into close, intense interactions with GFP^+^ kita/RAS skin pre-neoplastic cells. (*n* = 8, one-way ANOVA, *P* = 0.0022*, F* = 8.561, df = 19).

Next, we examined neutrophils in a model of pre-neoplastic melanoma (*Et(kita:GAL4)*^*hzm1*^*x Tg(HRAS_G12V:UAS:CFP)*^*vi004*^)^36^. As during infection, we found an increase in Mmp9^+^ cells (mean 46.0% Mmp9^+^ in the presence of HRAS^G12V^ versus 37.4% Mmp9^+^ in controls; *n* = 5; paired *t* test*; P* = 0.005) (Supplementary Fig. 2f). Live imaging in transparent zebrafish larvae showed that some Mmp9^+^ cells stayed in contact with transformed cells by thin tethers (Fig. 2h) and others interacted over a long period (Supplementary Movie 2), consistent with previous data for LysC^+^ neutrophils^37^. We found that some neutrophils got into close contact, spread out, and crawled over HRAS^G12V+^ cells, seemingly scanning their surface (Fig. 2j). Cell footprints of those neutrophil movements trace the outline of HRAS^G12V+^ clusters (Fig. 2i). Notably, this spreading behavior around HRAS^G12V+^ cells was significantly enriched in Mmp9^HI^ cells (mean 56.5%; *n* = 8; one-way ANOVA, *P* = 0.0022) compared to Mmp9^INT^ (17.3%) or Mmp9^-^ (17.9%) cells (Fig. 2k, Supplementary Movie 3).

In summary, we observed that *mmp9* transgene expression correlates with a high maturation grade in neutrophils with increased effector functions, such as recruitment and phagocytosis during bacterial infections and augmented interactions with pre-neoplastic cells.

### Single-cell transcriptomics defines zebrafish neutrophil maturation stages

To scrutinize neutrophil maturation in zebrafish at the molecular level and to enable cross-species comparison to mammals, we performed droplet-based scRNA-seq on WKM and on LysC^+^ neutrophil populations expressing different Mmp9 levels (NO, INT, HI) sorted from the WKM of two adult *Tg(lysC:CFPNTR)*^*vi004*^*/ Tg(BACmmp9:Citrine-CAAX)*^*vi003*^ zebrafish (Fig. 3a, Supplementary Fig. 3a). 

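The scRNA-seq experiment comprised 2 libraries made with 10x Genomics chemistry, each of which pooled cells of the same 2 fish, aged 6 months. The sorted library pooled 6 LysC+ populations, namely Mmp9 NO, INT and HI of each fish, with 1700 to 10000 cells per population and 41000 cells in all. The other library pooled the WKM populations of both fish, 20000 cells each, which were gated on live cells without a reporter gate. Before sorting, each portion of marrow was labeled for 5 min with a lipid-anchored barcode at 2 µM (MULTI-seq) that marks fish and gate. The barcode counts were not used here. The deposited values are UMI counts per gene and cell barcode, which the authors made with CellRanger v3.1.0 against the GRCz11 transcriptome extended by the reporter genes Citrine and CFPNTR, without normalization and before their own filters on cells. The sorted library held 17846 barcodes with 58772890 UMIs (median 2249 per barcode), and the WKM library held 10688 barcodes with 45939863 UMIs (median 2770). The sort of single cells was taken from the paper's source data for Fig. 3b-d, of which only the first part of the 18150 cells, in barcode order, was used here, all of the sorted library. They comprised 1260 NO cells with 5456229 UMIs (median 3397), 430 INT cells with 849251 UMIs (median 1703) and 309 HI cells with 565006 UMIs (median 1622). Each condition has 1 library and the files do not map cells to fish, so no difference between populations has a replicate check, no test was run, and the 95% intervals (exact Poisson for sums of counts, exact Clopper-Pearson for shares) cover counting error only. Gene values are counts summed over the cells of a population, as CPM (counts scaled to 1e6). Over the 8306 genes with at least 20 counts in the labeled cells, the median log2 ratio of HI over NO was 0.27, while lyz alone took 8.08% of the UMIs of NO cells, 2.06% of INT cells and 1.01% of HI cells. With scaling by the median of ratios that median was -0.07, so each log2 ratio of CPM is to be read relative to 0.27.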

The generated dataset comprised a total of 18,150 cells passing quality control (Fig. 3b, Supplementary Fig. 3b−g, Supplementary Data 9).

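Of the barcodes of both libraries, 23142 passed the quality control applied here, 14950 of the sorted library with a median of 2227.5 UMIs and 8192 of the WKM library with a median of 3362.5 UMIs. The paper's final dataset holds cells that were also demultiplexed by their MULTI-seq barcodes, a step that is not part of the deposited counts and was not repeated. In the range of barcodes that the labeled cells span, the sorted library held 3189 barcodes, of which 3004 passed the limits on features and mitochondrial counts and 62.7% carry a sort label in the paper. All labeled cells passed these limits, with at least 502 features and at most 6.54% mitochondrial counts. Doublets were called here from the counts with Scrublet, which marked 5.60% of the labeled cells and 23.8% of the 1005 passing barcodes without a label. The minimum number of features moved the number of cells most, with 15058 cells left at 800 features.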

**Fig. 3:**
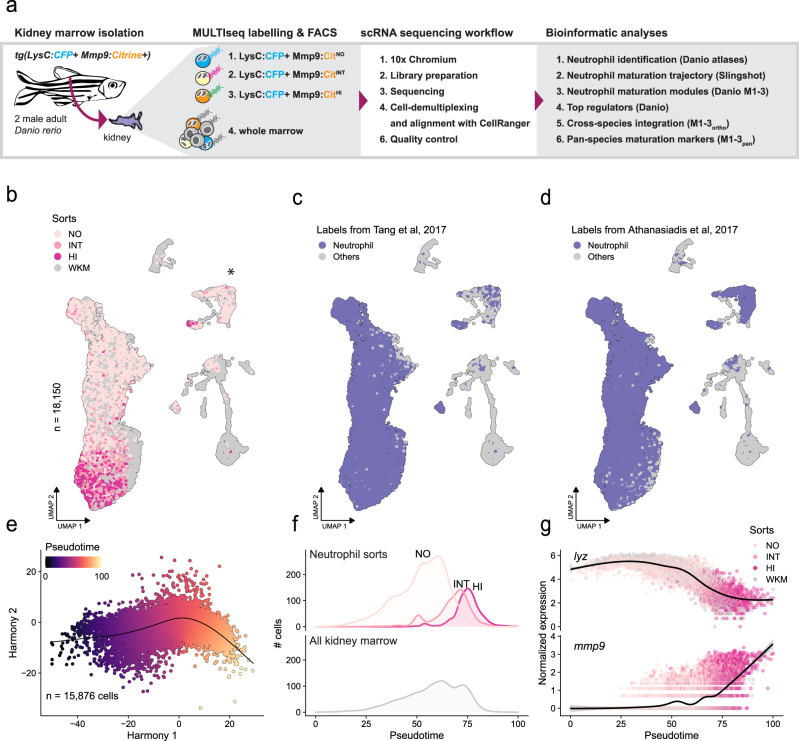
scRNA-seq of zebrafish neutrophils reveals a continuous maturation process. **a** Schema showing the workflow for cell isolation, multiplexing and scRNA-seq, as well as the bioinformatics analyses applied. NO = no expression; INT = intermediate expression; HI = high expression. WKM = whole kidney marrow**. b** Uniform Manifold Approximation and Projection (UMAP) of single-cell RNA-seq data (*n* = 18,150 cells) showing cells from FACS-sorted neutrophil populations (lysC^+^/ mmp9 = NO, INT, HI) and unsorted whole-kidney marrow cells. The cluster labeled with an asterisk (*) represents a group of cells dominated by cell cycle effects (cp. Supplementary Fig. 3k–m). **c**, **d** Reference-based labeling of cell types by projecting cells to two zebrafish hematopoietic reference atlases in the same UMAP as in panel **b**^24,38^. As expected, a strong overlap with genetically labeled *Tg(mpx:GFP)* neutrophils is observed (highlighted in color). **e** Harmony^82^ plot of the inferred neutrophil maturation trajectory in zebrafish (*n* = 15,876 cells). A continuous trajectory indicating a maturation continuum is observed. **f** Line plots of the distribution of sorted (NO, INT, HI) and unsorted neutrophil populations along the inferred trajectory. **g** Smoothed expression of *lyz* and *mmp9* in neutrophils along the inferred trajectory.

Sorted neutrophil populations and neutrophils from WKM overlapped in our dataset, indicating that our sorting strategy captured all neutrophils present in WKM (Fig. 3b). 

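The cells that passed quality control were clustered with the Leiden algorithm on 30 principal components of 2000 highly variable genes, without the reporter genes and without integration of the libraries. Clusters were named from markers fixed beforehand, and those called neutrophil-like rest on at least 3 detected genes among lyz, mpx, npsn, lect2l, lect2.1, mmp13a.1, mmp9, ncf1, cfl1l and srgn. Neutrophil-like clusters held 20246 cells, 87.49% of all cells (87.05 to 87.91%), a share that the sort for LysC+ cells sets for the sorted library. They held 14948 cells of the sorted library (99.99%) and 5298 cells of the WKM library (64.67%, 63.63 to 65.71%). The remaining WKM cells were erythroid-like (10.35%), HSPC-like (7.02%), monocyte or macrophage-like (6.91%), NK-like (3.25%), B cell-like (2.43%) or unnamed (5.37%). Both libraries shared 3 neutrophil-like clusters, numbers 2, 4 and 8, in which the sorted library contributed 79.1%, 70.65% and 62.4% of the cells. Each of the other neutrophil-like clusters drew at least 99.49% of its cells from 1 library. With 1 library per condition, a cluster that comes mostly from 1 library may reflect that library and not a cell type. Heat shock genes (hsp70.1, hsp70l, hsp70.2) were among the leading genes of cluster 0, and hsp70.3 and il1b among those of cluster 7. Cluster 11 of the WKM library had the mast cell marker cpa5 and no neutrophil marker among its 10 leading genes. The lack of a neutrophil marker there does not set it apart, since only clusters 0 and 7 of the neutrophil-like clusters had one. Cluster 11 had 93490 CPM of lyz and 7 neutrophil markers detected. Its mean relative level of neutrophil markers was 0.518, against 0.0551 for the next class. Without cluster 11, an alternative chosen after the data had been seen, the neutrophil-like share was 79.4% of all cells and 42.00% of WKM cells (40.93 to 43.08%).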

To investigate the maturation dynamics, we focused on cells consistently annotated as neutrophils (*n* = 15,876 cells) based on a bioinformatic mapping to two independent reference datasets^24,38^ (Fig. 3c, d) and used the Slingshot algorithm to infer the structure of the underlying trajectory (Fig. 3e, f)^39^. 

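According to the annotation in the paper's source data, 1153 of the labeled NO cells (91.5%, 89.8 to 93.0%), 421 of the INT cells (97.9%, 96.1 to 99.0%) and 289 of the HI cells (93.5%, 90.2 to 96.0%) were neutrophils in both atlases. In the clustering of the counts, 1886 of the 1887 labeled cells left after doublet removal fell into neutrophil-like clusters. In place of Slingshot, a principal curve was fitted to the first 2 principal components of the neutrophil-like cells, from 11592 features with 11 hemoglobin features and the reporter genes left out. These components held 1.84% and 1.27% of the variance. Position along the curve was scaled from 0 to 100 and oriented so that the cell cycle score fell along it, a choice that uses neither mmp9, lyz nor the sort. Across cells, which are not independent replicates, the pseudotime had a Spearman correlation of -0.505 with total UMIs, so early cells were the deeper ones. The Spearman correlation of this pseudotime with its alternatives was 0.856 for a position on the first component alone and 0.837 for diffusion pseudotime. It was 0.362 for a curve fitted to the sorted library alone. The copy of the paper's pseudotime used here lists only the first part of its 15876 neutrophils, its earliest cells. For the 1969 of them that were ordered here, the correlation with the paper's pseudotime was 0.117, and their median pseudotime was 32.1, against 44.6 for all neutrophil-like cells. RNA that leaked from other cells into droplets differs between the libraries and was not removed from these positions.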

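The median pseudotime was 35.55 for 1184 NO cells (32.98 to 37.26, order-statistic interval over cells), 56.18 for 403 INT cells (55.58 to 57.29) and 60.32 for 299 HI cells (59.44 to 61.60). Of all pairs of cells, the INT cell lay later than the NO cell in 81.7% and the HI cell later than the INT cell in 66.9%. The order of the medians was the same in 5 of the 6 alternatives. Of these, 1000 highly variable genes and leaving out mmp9 and lyz gave nearly the same pseudotime (Spearman correlations of 0.951 and 0.988). The order differed with a curve fitted to the sorted library alone, where the median was 60.07 for INT and 57.21 for HI cells. There the third quartile of NO cells (72.16) lay beyond those of INT (63.68) and HI cells (60.52). All labeled cells come from the sorted library, and only this curve leaves out the WKM library. In the curve as reported, WKM neutrophil-like cells had a median of 43.28. Summed over labeled cells, lyz (ENSDARG00000057789) had 80760 CPM in NO, 20630 in INT and 10060 in HI cells, a log2 ratio of HI over NO of -3.00 (-3.04 to -2.97). Expression of mmp9 (ENSDARG00000042816) was 278.8 CPM in NO (264.9 to 293.1), 1109 in INT (1040 to 1182) and 2409 in HI cells (2283 to 2540), a log2 ratio of 3.11. With every cell thinned to 1000 UMIs, an mmp9 UMI was found in 19.6% of NO, 41.1% of INT and 64.7% of HI cells (32.9%, 52.3% and 72.5% before thinning). No background was taken for these shares, since the sorted library held only 1 HSPC-like and 1 erythroid-like cell beside neutrophil-like cells. Cells were scored for the cell cycle by the rule of the Seurat function with zebrafish names of its S and G2/M genes, after thinning to 1000 UMIs, which left out 7 NO, 4 INT and 3 HI cells. The share called S or G2/M was 57.94% of NO (55.15 to 60.69%), 37.79% of INT (33.17 to 42.59%) and 33.99% of HI cells (28.69 to 39.59%), so that the intervals of INT and HI overlap. Without thinning the shares were 46.75%, 34.65% and 29.13%. At 2000 UMIs, which only 145 INT and 97 HI cells reach, they were 42.04%, 20.00% and 10.31%. Free RNA can enter such calls, so transcripts of the cycle itself were summed as well. In NO, INT and HI cells, mki67 had 78.26, 12.95 and 5.31 CPM, cdk1 had 104.1, 29.4 and 12.4, and pcna had 459.3, 186.0 and 109.7. No top2a UMI was found in HI cells, which allows up to 6.53 CPM (upper limit of the exact interval), against 46.55 CPM in NO cells.

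**Figure D1:**
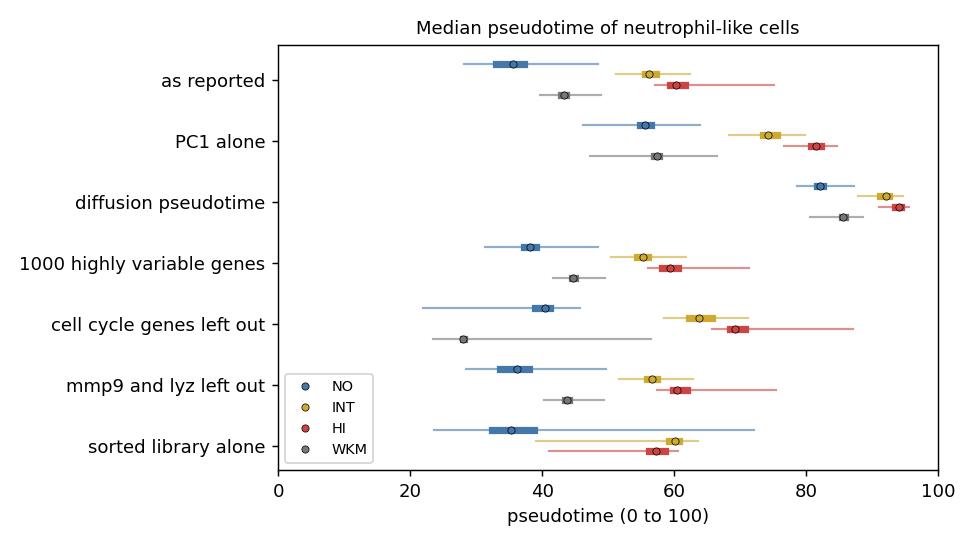
Median pseudotime (horizontal axis, 0 to 100) of NO, INT, HI and WKM neutrophil-like cells for the curve as reported and for 6 alternatives (vertical axis). Points are medians, thick bars their 95% order-statistic intervals over cells and thin bars the range from the first to the last quartile. NO cells lie at 35.55 and HI cells at 60.32 in the curve as reported, and INT cells lie later than HI cells only for the sorted library alone.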

Consistent results were also obtained with other trajectory inference algorithms (Supplementary Fig. 4) and the validity and directionality of this trajectory was supported by (i) the sequential order of the sorted subpopulations along the trajectory (in order: Mmp9^NO^, Mmp9^INT^, Mmp9^HI^; Fig. 3f), (ii) decreasing levels of lysozyme C (*lyz)* and increasing levels of *mmp9* (Fig. 3g), and (iii) a decrease in the number of cycling cells (inferred bioinformatically using the CellCycleScoring function from the Seurat package; Supplementary Fig. 3h). A cluster separated from the main neutrophil population was mainly formed by cells in the G2/M phase (labeled by *, Fig. 3b, Supplementary Fig. 3e, k, l, m).

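Among the neutrophil-like clusters, the 3 with more than 100 CPM of mki67, a limit chosen after the values had been seen, were those that both libraries shared. Together they held 1275 cells after thinning, of which 81.49% were called G2/M and 18.43% S. Cluster 2 (684 cells) had 77.49% of cells in G2/M and 379.2 CPM of mki67, cluster 8 (391 cells) had 79.28% and 421.8 CPM, and cluster 4 (200 cells) had 99.5% and 591.5 CPM. In cluster 4 the ccnb1 level was 544.7 CPM and the pcna level 23.7 CPM, against 164.4 and 955.8 CPM in cluster 2. Of the remaining neutrophil-like clusters, number 7 had 57.64 CPM of mki67 and the rest between 1.43 and 10.01 CPM, although the share of cells called G1 in these was 74.57% at most. Among these, cluster 3 had 47.44% of cells called S, 581.4 CPM of pcna, 199.9 CPM of mcm5 and mcm2, mcm3, mcm5 and mcm6 among its leading genes, and cluster 12 had 464.6 CPM of pcna and 160.5 CPM of mcm5, against 52.75 and 17.0 CPM of mcm5 in clusters 2 and 8. Phase calls and these genes are not independent, since some of the genes belong to the lists behind the calls.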

We used the tradeSeq^40^ algorithm to define the genes associated with neutrophil maturation (*P*_*adj*_ < 0.05, top 1500 in descending order based on Wald-statistic; Supplementary Data 1). 

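For phases along the pseudotime, the expression of the 1500 maturation-associated genes of Supplementary Data 1 was averaged in 100 bins of equal width, and the bins were clustered by dynamic time warping (DTW) distance with Ward linkage into 4 phases. Cells were spread unevenly over the bins, with up to 1117 cells per bin, 22 bins with under 10 cells and 11 empty bins that were filled by interpolation. The first phase took 41 bins with 8992 cells and the second another 41 bins with 11243 cells. The last 2 phases took 8 bins with 3 cells and 10 bins with 8 cells, too few to describe expression late in maturation. The cells were therefore also divided in order of pseudotime into 4 groups of about equal size, with 5111, 5156, 5015 and 4964 cells, an alternative fixed beforehand. These groups are ranges of a score and not cell types, and 3360 cells lay in the bins next to their limits. Labeled NO cells fell more often into the first group than into any other (478 cells, then 323, 247 and 136), INT cells into the last pair (27, 26, 143 and 207) and HI cells into the last group (10, 3, 36 and 250). The WKM library made up 12.95%, 46.92%, 38.50% and 5.76% of the cells of groups 1 to 4. The share of cells called S or G2/M after thinning was 78.94% (77.79 to 80.05%), 55.88%, 39.33% and 29.52% (28.25 to 30.81%), a fall whose direction was set by orienting the pseudotime along the cell cycle score.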

Based on expression patterns of these genes, we partitioned the cells into four maturation phases along the trajectory (P1 = early, P2 = early/intermediate, P3 = intermediate/late, P4 = late). Similarly, we partitioned the genes into three modules (M1 = early, M2 = intermediate, M3 = late) (Fig. 4a). 

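The same genes were clustered anew from their binned expression, by DTW distance and Ward linkage into 3 modules that were matched to M1, M2 and M3 by the time of their peak. Of the 1500 genes, 940 (62.67%, 60.16 to 65.12%) fell into the module that Supplementary Data 1 gives them, where 1000 shuffles of the modules gave a median of 34.0% and at most 37.3%. Of the 506 genes of M3, 471 fell into the late module. Of the 584 genes of M1, 314 fell into the early and 247 into the intermediate module, and of the 410 genes of M2, 227 fell into the early and 155 into the intermediate one. The early module thus took the largest part of both, so M1 and M2 were not told apart. The agreement above the shuffles shows mainly that M3 was separated from M1 and M2, on cells that the study also used to define the modules. With a position on the first principal component alone, which moved the agreement most, it was 68.67%.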

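Mean scaled expression over the genes of a module, with a 95% bootstrap interval over genes, was followed across the pseudotime. In the phases from the clustered bins, M1 stood at 0.482 (0.459 to 0.505) in the first phase and -0.517 in the second, M2 at 0.308 and -0.362 (-0.387 to -0.335), and M3 at -0.473 and 0.229. In the last 2 phases, which hold 3 and 8 cells, M3 stood at 0.521 and 0.457. In the 4 groups of equal cell numbers, M1 stood at 0.617, 0.005, -0.548 and -0.317, M2 at 0.393, 0.000, -0.374 and -0.225, and M3 at -0.489, -0.446, -0.056 (-0.111 to 0.003) and 0.471 (0.444 to 0.499). M2 was thus highest in the first group, as was M1, and the value of M3 in the third group was not distinguishable from 0. The last group spans 44 bins, among them the sparse and the interpolated ones. With pseudotime on the first component alone, M2 stood at 0.710 in the first and 0.475 in the second phase, where M1 stood at 0.689, and M3 at 0.348 in the third and 0.973 in the last phase, while the first phase holds 34 and the last 37 cells. Between the sorted populations, the median log2 ratio of HI over NO was -0.53 for 583 genes of M1 (-0.62 to -0.45), -0.09 for 410 genes of M2 (-0.17 to -0.04) and 1.12 for 505 genes of M3 (1.05 to 1.19). Of 10000 random lists of matched size and mean expression, none had a median as low as that of M1 (random lists from 0.13 to 0.42) or M2 (0.14 to 0.47) and none as high as that of M3 (0.12 to 0.39). The ratio was above 0 for 14.24% of the genes of M1, 40.24% of M2 and 97.82% of M3. For INT over NO the medians were -0.43, -0.05 and 0.86. The study chose the modules on these cells, so the lists are not independent of the values.

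**Figure D2:**
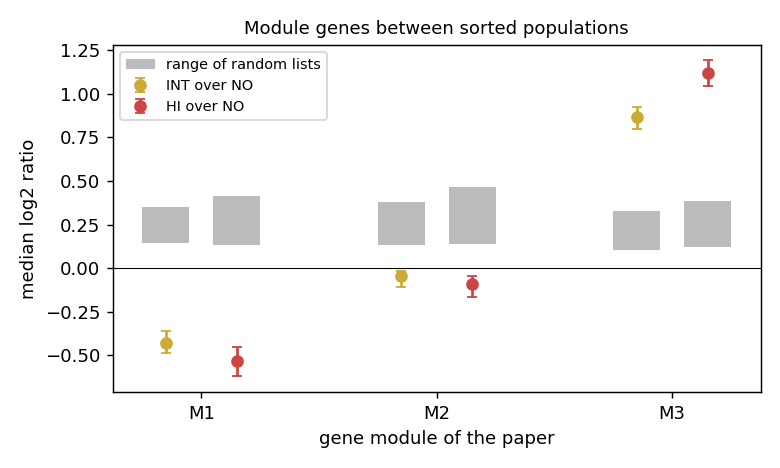
Median log2 ratio of CPM (vertical axis) of the genes of modules M1, M2 and M3 (horizontal axis) for INT over NO and HI over NO cells. Points carry 95% intervals of the median over genes, and grey bars span 10000 random lists matched in size and mean expression. M1 and M2 lie under their grey bars, and M3 lies over its grey bars, at 0.86 and 1.12.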

While M1 and M2 were almost exclusively expressed in phase P1 and P2, respectively, M3 genes were expressed in both P3 and P4 (Fig. 4b). Functional enrichment analysis using hypeR^41^ indicated that earlier modules M1 and M2 related to cell cycle and proliferation while module M3 comprised genes associated with functions of mature neutrophils like migration, immune activation, and inflammation (Fig. 4c, Supplementary Data 3).

**Fig. 4:**
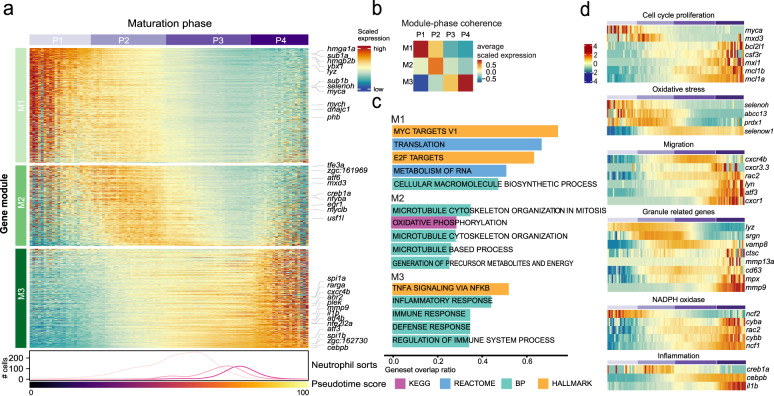
Trajectory analysis uncovers the underlying cell phases and governing gene modules. **a** Heatmap showing differentially expressed genes (tradeSeq;^40^*P*_*adj*_ < 0.001, top 1500 based on Wald-statistic) along the maturation trajectory. Cells have been allocated to four distinct phases (P1-P4) and into three distinct gene modules (M1-M3) by hierarchical clustering. The columns of the heatmaps correspond to 100 ordered discrete bins covering the maturation trajectory. The bottom line-annotation shows the distribution of sorted subpopulations along the maturation trajectory (see Fig. 3f) and the bar shows the pseudotime score (see Fig. 3e). **b** Heatmap summarizing average gene expression per module and phase (from **a**). **c** Top-5 enriched gene sets per module from the indicated source pathway databases (hypeR^41^ over-representation analysis). **d** Heatmaps of differentially expressed genes (excerpts from **a**) associated with selected neutrophil-related functional pathways.

We next examined genes associated with certain neutrophil functions in detail (Fig. 4d)^6,8,12,14^. 

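The expression of myca, mcl1a, mcl1b and mxi1 was summed over the cells of groups 1 to 4 of the pseudotime, which is itself built from expression, separately for the sorted and the WKM library. In sorted cells, myca (ENSDARG00000045695) had 34.7, 43.5, 10.4 and 14.5 CPM in groups 1 to 4, with the intervals of groups 1 (32.2 to 37.2) and 2 (39.9 to 47.4) clear of each other. In WKM cells it had 23.5, 15.4, 6.76 and 6.16 CPM, the last from 4 counts. The fall between groups 1 and 2 did not hold in WKM cells without cluster 11, a choice made after seeing the values. Group 1 then had 23.6 CPM (19.2 to 28.6) and group 2 had 22.0 CPM (16.9 to 28.2). Between sorted populations the log2 ratio of HI over NO for myca was -0.49 (-1.47 to 0.35), a difference that was not detectable at this depth. In sorted cells, mcl1a (ENSDARG00000009779) rose from 1025 and 1133 CPM in groups 1 and 2 to 2167 and 2464 CPM in groups 3 and 4, mcl1b (ENSDARG00000008363) from 188.4 and 218.3 to 465.0 and 411.7, and mxi1 (ENSDARG00000040884) from 33.2 and 32.4 to 137.8 and 207.0. WKM cells had lower mcl1a levels, with 577.8 CPM in group 1 and 1349 in group 4, and an mxi1 level that rose from 25.3 to 195.6 CPM. The log2 ratio of HI over NO was 1.21 for mcl1a (1.13 to 1.29), 1.38 for mcl1b (1.19 to 1.57) and 2.42 for mxi1 (2.11 to 2.72). The anti-apoptotic gene bcl2l1 of Fig. 4d, with a log2 ratio of 1.08, was at 80.8, 48.6, 49.7 and 142.6 CPM in sorted cells of groups 1 to 4.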

First, we found proliferation factor *myca* expressed during early maturation (P1), while advancing maturation (P3, P4) was associated with anti-apoptotic genes such as *mcl1a*, *mcl1b* and *mxi1*, a negative regulator of *myc*^42^. Second, we detected genes related to oxidative stress response (*selenoh*^43^*, abcc13, prdx1*) early in P1, which could aid to protect progenitor cells from oxidative damage. 

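In sorted cells of groups 1 to 4, selenoh (ENSDARG00000093022) had 51.1, 41.6, 14.0 and 8.97 CPM, and prdx1 (ENSDARG00000058734) had 653.7, 543.7, 102.7 and 186.2 CPM. Levels of abcc13 (ENSDARG00000062519) were 114.6 CPM in group 1 (110.1 to 119.2), 139.7 in group 2 (133.1 to 146.6), 53.7 in group 3 and 8.97 in group 4, and thus highest in group 2. The WKM library had 272.9, 393.1, 85.3 and 12.3 CPM of abcc13 in groups 1 to 4, 65.4 and 12.3 CPM of selenoh in the first and last group, and 456.3 and 90.9 CPM of prdx1. Cluster 11, whose first leading gene is abcc13, brings much of the WKM value in group 2, since without it, an alternative chosen after seeing the values, WKM cells had 268.2 CPM of abcc13 in group 1 (253.0 to 284.1) and 193.3 CPM in group 2 (177.4 to 210.2). Between sorted populations, abcc13 fell from 108.9 CPM in NO to 15.9 CPM in HI cells, a log2 ratio of -2.77 (-3.91 to -1.84), and prdx1 from 563.4 to 154.0 CPM, a ratio of -1.87 (-2.20 to -1.56). For selenoh the ratio was -3.50 (-6.55 to -1.63) from 2 counts in HI cells. Another selenoprotein gene of Fig. 4d, selenow1, had 4378 CPM in group 1, 3666 in group 2, 3693 in group 3 and 4282 in group 4, and a log2 ratio of HI over NO of -0.08 (-0.14 to -0.02), between -0.42 and -0.17 in the alternatives.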

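The level of cxcr4b (ENSDARG00000041959) in sorted cells was 2568, 2649, 4883 (4826 to 4941) and 3150 CPM (3114 to 3185) in groups 1 to 4 of the pseudotime, so that it fell from group 3 to group 4 to a level that was still above the first pair of groups. In WKM cells it was 2251, 2409, 3905 and 2597 CPM. Between sorted populations cxcr4b had 2746 CPM in NO, 3770 in INT (3641 to 3903) and 3207 in HI cells (3061 to 3358), with a log2 ratio of HI over NO of 0.22 that turned to -0.11 under scaling by the median of ratios. Transcripts of cxcr1 (ENSDARG00000052088) had 16.3, 9.96, 111.5 and 270.7 CPM in groups 1 to 4 of the sorted library and 15.4, 190.8 and 300.9 CPM in NO, INT and HI cells, a log2 ratio of 4.29 (3.90 to 4.68), one of the 5 largest among the 4544 genes with at least 100 counts. For lyn (ENSDARG00000067916) the level rose from 41.8 to 168.0 CPM between groups 1 and 4, with a log2 ratio of HI over NO of 1.89 (1.54 to 2.23). Levels of atf3 (ENSDARG00000007823) were 529.8, 646.3, 1273 and 1732 CPM in sorted cells and 160.4, 199.2, 456.7 and 677.8 CPM in WKM cells, and its log2 ratio was 1.56 (1.46 to 1.66). In WKM cells of group 4, cxcr1 had 186.4 CPM and lyn 130.9 CPM. Of the other migration genes in Fig. 4d, cxcr3.3 had a log2 ratio of 2.91 (32 counts in HI cells) and rac2 one of 0.35 (0.25 to 0.46), close to the median of all genes.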

Third, we found a down-regulation of the marrow retention factor *cxcr4b* in P4, and conversely an upregulation of *cxcr1*, *lyn*, and the migration-related transcription factor *atf3* in P4, in line with a putative switch towards a migratory phenotype^44^.

Finally, we also found genes encoding granule-related proteins expressed in specific phases (Fig. 4d), these granules have conventionally been used for neutrophil staging in mammals^5^. At the beginning of the trajectory *lyz* from P1 on (compare Fig. 3g), primary granule-related genes *cd63*, *srgn*, and *mpx* from P2 on, secondary granule-related NADPH oxidase subunits *cybb* and *cyba* from P3 on, and the gelatinase *mmp9* and *mmp13a.1* (a putative orthologue of human *MMP1*) in P4. 

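Along the pseudotime of sorted cells, lyz stood at 83480, 98620, 23020 and 9894 CPM in groups 1 to 4, and in WKM cells at 100400, 87940, 12400 and 5281 CPM, high in the first pair of groups of both libraries. Levels of srgn (ENSDARG00000077069) followed it, with 14480, 14360, 9987 and 8762 CPM in sorted cells and a log2 ratio of HI over NO of -0.58 (-0.62 to -0.54). In sorted cells no rise into the second group was seen beyond counting error for cd63 (ENSDARG00000025147), at 2802, 2834, 2855 and 2661 CPM, or for mpx (ENSDARG00000019521), at 3394, 2408, 1806 and 2948 CPM, which in WKM cells had 2441, 1850, 1495 and 3115 CPM, but 2463 and 2705 CPM in groups 1 and 2 without cluster 11. The log2 ratio was -0.15 for mpx (-0.23 to -0.08) and 0.09 for cd63 (0.01 to 0.16), the latter turning to -0.25 under scaling by the median of ratios. For cybb (ENSDARG00000056615) the level rose between groups 2 and 3, with 224.6, 212.6, 406.0 and 471.3 CPM in sorted cells. For cyba (ENSDARG00000018283) it rose between groups 3 and 4, with 483.5, 348.1, 349.0 and 632.0 CPM. Their log2 ratios of HI over NO were 0.83 (0.62 to 1.03) and 0.40 (0.23 to 0.57). Sorted cells had 308.9, 96.3, 143.1 and 2129 CPM of mmp9 and WKM cells 115.3, 36.6, 110.3 and 1738 CPM, with 117.6 CPM in group 2 without cluster 11, a choice made after seeing the values. For mmp13a.1 (ENSDARG00000114451) the levels were 524.2, 317.7, 1544 and 3532 CPM in sorted cells, with a log2 ratio of 2.63 (2.55 to 2.71), while the separate feature mmp13a had 9, 4 and 6 counts in NO, INT and HI cells. Of the other granule and oxidase genes in Fig. 4d, ncf1 had a log2 ratio of 0.90, ctsc 0.56 and vamp8 0.14. The ratio of vamp8 turned negative in 3 of 4 alternatives. The paper reads the order in which such genes appear along the trajectory against the staging of mammalian neutrophils by their granules, and proposes a similar sequence of granule production.

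**Figure D3:**
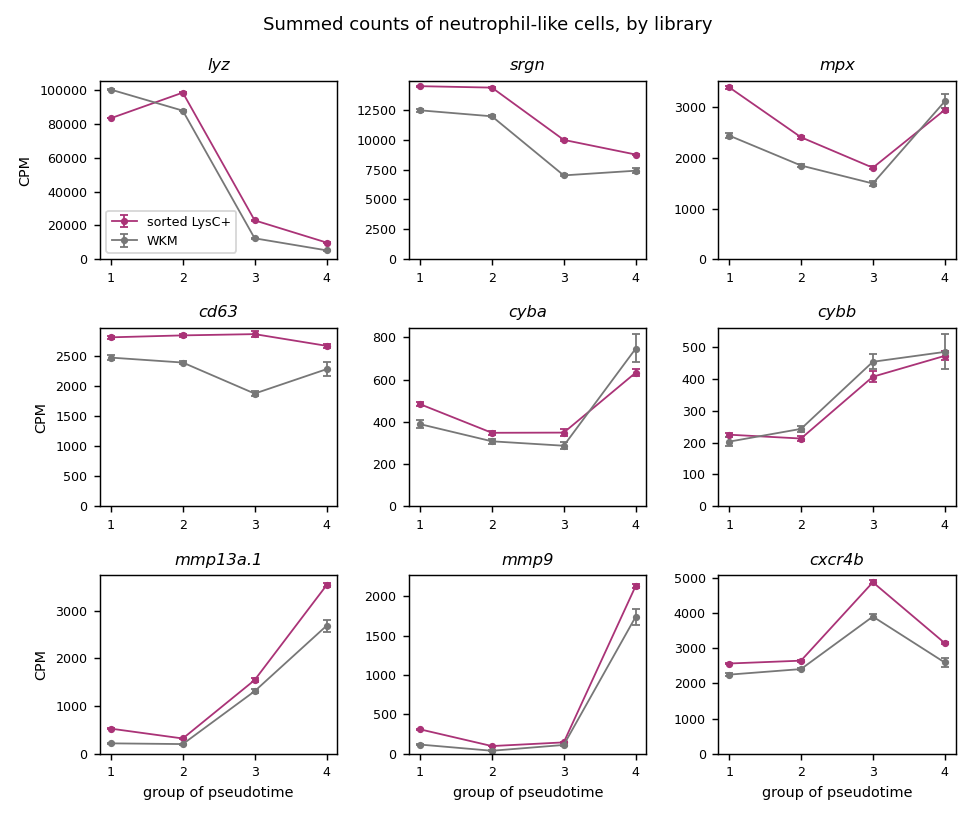
Summed counts as CPM (vertical axes) of lyz, srgn, mpx, cd63, cyba, cybb, mmp13a.1, mmp9 and cxcr4b in groups 1 to 4 of the pseudotime (horizontal axes), for neutrophil-like cells of the sorted LysC+ and the WKM library. Bars are exact 95% Poisson intervals for counting error. Both mmp9 curves reach their highest level in group 4, at 2129 and 1738 CPM, while lyz falls to 9894 and 5281 CPM.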

The expression of these genes is consistent with a staging of human neutrophils from myeloblasts (P1) through pro-myelocytes (P2) and myelocytes/metamyelocytes (P3) to banded/segmented neutrophils (P4). The last phase (P4) was also associated with the upregulation of the pro-inflammatory cytokine *il1b* (Fig. 4d), confirming data from mouse neutrophils^12,14^.

Taken together, our data demonstrate that neutrophils in the kidney marrow of zebrafish mature in a continuous process advancing from a proliferative stage to a post-mitotic, anti-apoptotic, and migratory phase. Detection of genes associated with certain granule types suggests a similar sequence of granule production as in mammals.

### C/ebp-β governs expression of late granule genes during maturation

Next, we sought to identify the key regulators of the neutrophil maturation process in zebrafish. Many known neutrophil TFs displayed dynamic expression patterns along the trajectory (Fig. 5a)^8^. 

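Several transcription factors of Fig. 5a were compared between the sorted populations and along the pseudotime. Log2 ratios of HI over NO well above the median of all genes were found for klf3 (3.19, 2.46 to 3.92), rarga (2.70), batf3 (2.45) and junba (1.91). Sorted cells had 5.58, 1.17, 2.63 and 66.9 CPM of klf3 in groups 1 to 4. Smaller ratios were found for bcl6ab (1.79), nfil3-5 (1.74), nfe2l2a (0.94), klf6a (0.81) and spi1b (0.78). For spi1b the level in sorted cells was highest in group 3, with 2758 CPM against 1204 CPM in group 1 and 2209 CPM in group 4. The ratios of xbp1 (0.32) and cebpa (0.23) turned negative under scaling by the median of ratios, to -0.02 and -0.11. Lower in HI than in NO cells were mxd3 (-2.11, -4.41 to -0.53, from 3 counts in HI cells) and creb1a (-1.43, -2.66 to -0.42). The intervals of tfe3a (-1.10 to 0.04) and atf6 (-0.60 to 0.52) included 0. Read against the median of all genes (0.27), the interval of tfe3a lay under it, while that of atf6 included it. In sorted cells, mxd3 had 40.4 CPM in group 1 and 4.74 CPM in group 4.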

We reasoned that the expression of key regulatory TFs was closely correlated with the expression of their target genes, albeit possibly with a temporal delay. We therefore compared TF expression with the expression of genes in each module using dynamic time warping (DTW) analysis, which highlighted *ybx1*, also known as key splicing factor in hematopoietic development^45^, *hmgb2b* and *dnajc1* as top regulators of early maturation genes in module M1 (Fig. 5b, c; Supplementary Fig. 5; Supplementary Data 4, 5). In contrast, *cebpb* and *atf3* emerged as the top-ranked transcription factors for late maturation (M3). 

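The 72 transcription factors marked in Supplementary Data 1 were ranked by the median scaled DTW similarity of their binned expression to the genes of M1, while the study ranked them by Dunn's test across modules. With a similarity of 0.466, ybx1 (ENSDARG00000004757) ranked 14, while dnajc1 (ENSDARG00000001940) ranked 12 with 0.478 and hmgb2b (ENSDARG00000053990) ranked 15 with 0.464. The first ranks went to atf6 (0.573), sub1a (0.571) and mxd3 (0.539). On unscaled expression, the alternative that moved it most, ybx1 ranked 71. It ranked 71 for M2 and M3 as well, so the unscaled rank does not tell the modules apart. On scaled expression, ybx1 ranked 60 for the genes of M3. By a Dunn statistic between modules, chosen after seeing the values, hmgb2b ranked 6, ybx1 7 and dnajc1 20 for M1. In sorted cells of groups 1 to 4, ybx1 had 1690, 1892, 1530 and 1466 CPM, hmgb2b 509.8, 146.9, 79.0 and 75.9 CPM and dnajc1 93.3, 76.7, 93.2 and 86.0 CPM. WKM cells had 1762 and 1467 CPM of ybx1 and 812.0 and 61.6 CPM of hmgb2b in the first and last group. The log2 ratio of HI over NO was -0.17 for ybx1 (-0.27 to -0.07), -1.96 for hmgb2b (-2.41 to -1.54) and 0.08 for dnajc1 (-0.36 to 0.50), which did not change detectably at this depth.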

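Against the genes of M3, cebpb (ENSDARG00000042725) ranked 44 of 72 with a median similarity of 0.526, and atf3 ranked 30 with 0.553. The first ranks were those of ZNF335 (0.621), plscr3b (0.618) and batf3 (0.607), so that the similarities of ZNF335 and cebpb differed by less than the distance between cebpb and the early factors ybx1 (0.291) and hmgb2b (0.226). Both ranked last against M1, with 71 for cebpb and 72 for atf3. With pseudotime on the first component alone the ranks against M3 were 26 and 6, and on unscaled expression 72 and 60. Unscaled, cebpb ranked 72 against M1 and M2 as well, and atf3 62 and 60, so the unscaled ranks do not tell the modules apart. By a Dunn statistic between modules, closer to the measure of the study and chosen after seeing the values, cebpb ranked 5 and atf3 2 for M3. The expression of cebpb itself was 2926, 1952, 4223 and 7924 CPM in groups 1 to 4 of the sorted library and 2669, 2570, 6304 and 11380 CPM in the WKM library, where group 2 had 4251 CPM without cluster 11, a choice made after seeing the values. It was 2959 CPM in NO (2913 to 3005), 6108 in INT (5943 to 6276) and 8095 in HI cells (7863 to 8334), a log2 ratio of HI over NO of 1.45 (1.40 to 1.50).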

C/EBP-β governs demand-driven granulopoiesis during infection in zebrafish and in mammals^46,47^ and has also been identified as a late-expressed transcription factor in neutrophils in mice^12,14^. However, a role during steady-state neutrophil maturation has not been described to date.

**Fig. 5:**
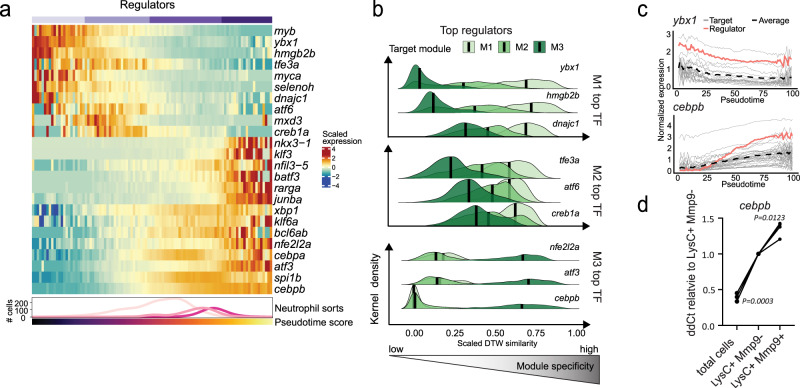
Cebpb expression is associated with neutrophil maturation in zebrafish. **a** Heatmap showing regulation of selected transcription factors (TFs) during neutrophil maturation. The bottom line-annotation shows the distribution of sorted subpopulations along the maturation trajectory (see Fig. 3f) and the bar shows the pseudotime score (see Fig. 3e). **b** Ridge plot showing top candidate regulators and their specificity to target genes in each module. Here, “module specificity” measures the similarity of the expression of a TF to all target genes in the neutrophil maturation modules compared to other TFs. It was calculated as 1 minus the dynamic time warping (DTW) distance and scaled relative to all other TFs. Thus, a high score on the x-axis indicates a target gene with a closely matching and specific expression pattern for the TF. The y-axis shows the distribution density for all genes in each module (M1, M2, M3; different colors). **c** Expression of top TFs *ybx1*, compared to its putative target genes in module M1 (top), and *cebpb*, compared to genes in M3 (bottom). **d** qPCR validation of *cebpb* expression in sorted *lysC:CFP*^*+*^*/ mmp9:Citrine*^*+*^ *and lysC:CFP*^*+*^*/ mmp9:Citrine*^*-*^ neutrophils. (*n* = 3, each sample sorted from a pool of 160 larva; repeated measures ANOVA).

We hypothesized that C/ebp-β is involved in the regulation of neutrophil maturation in zebrafish. After confirming that *cebpb* expression in sorted LysC^+^Mmp9^+^ neutrophils was significantly higher than in LysC^+^Mmp9^-^ neutrophils and unsorted cells (repeated measures ANOVA, *P* < 0.05, Fig. 5d), we targeted *cebpb* translation using a published AUG-binding morpholino (Fig. 6a). No systemic adverse effects were observed, knockdown did not influence steady-state neutrophil numbers, in line with previous data (Fig. 6b)^46^. We examined whether C/ebp-β regulates the augmented phagocytic function of Mmp9^+^ neutrophils but found no effect on uptake of mCherry-labeled *E.coli* (Fig. 6c). *Cebpb* knock down affected expression of the published C/ebp-β target genes^14^, *mmp9* and *fcer1gl,* but not of *spi1b* and *mcl1a* in FACS-sorted LysC^+^Mmp9^+^ neutrophils (Fig. 6d). Strikingly, we found that *cebpb* morpholino treatment reduced the frequency of LysC^+^Mmp9^+^ neutrophils at 2 and 3dpf (Fig. 6e), indicating an instructive role of C/ebp-β in the differentiation towards mature Mmp9-expressing neutrophils. Conversely, *cebpb* RNA overexpression led to higher LysC^+^Mmp9^+^ neutrophil frequencies and mmp9 expression levels, further supporting this role (Fig. 6f). To confirm the function of C/ebp-β in adult neutrophils we generated *cebpb*^*MUT vi006*^ fish by CRISPR-Cas9 introducing a 76 bp deletion plus a 2 bp insertion leading to a frameshift and premature stop codon (Supplementary Fig. 6a, b). In agreement with the results in larvae, we observed a strongly diminished LysC^+^Mmp9^+^ population in the WKM of homozygous *cebpb*^*MUT vi006*^ fish (in *mmp9:Cit*^*HOM*^ mean = 1.4%; in *mmp9:Cit*^*HET*^ mean = 5.1%) compared to *cebpb*^WT^ (in *mmp9:Cit*^*HOM*^ mean = 32%; in *mmp9:Cit*^*HET*^ mean = 25.1%) (Fig. 6h), but no change in the frequency of LysC^+^ neutrophils (Fig. 6i). Together, these data indicate that C/ebp-β – in addition to its role in demand-driven hematopoiesis – regulates aspects of steady-state neutrophil maturation such as generation of mature Mmp9^+^ neutrophils and expression of granule proteins but not their phagocytic function.

**Fig. 6:**
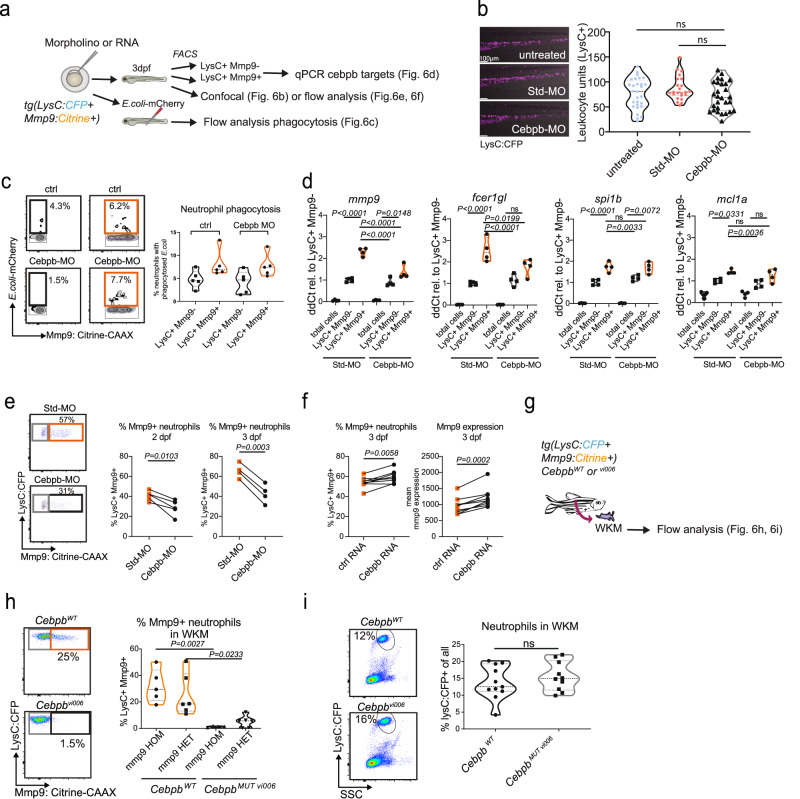
Cebpb regulates aspects of late neutrophil maturation in zebrafish. **a**–**e** Analyses of standard (Std)-morpholino (MO) or *cebpb*-morpholino treated *Tg(lysC:CFP-NTR)*^*vi002*^*/ Tg(BACmmp9:Citrine-CAAX)*^*vi003*^ larvae at 3 dpf (days post-fertilization). **a** Schematic drawing of subsequent experiments. **b** ImageJ analysis of LysC^+^ leukocyte numbers in the tail region of untreated, control (ctrl) standard morpholino or *cebpb* morpholino-injected larvae (*n* = 28; 23; 28 larvae, respectively, one-way ANOVA with Tukey´s test, *P* = 0.1343, *F* = 2.041, representative image shown to the left). Leica SP8 confocal images with a HC PL APO CS 10x/0.40 DRY; Zoom 0.85x. **c** In vivo phagocytosis assay with *E.coli*-mCherry injected into the caudal vein after *cebpb* morpholino treatment. Representative flow cytometry plots (left). **d** qPCR of selected target genes of C/ebp-β (selected from Xie et al.^14^.) in FACS-sorted cells (*n* = 4; sorted from 65-102 larvae each; one-way ANOVA with Tukey´s test; all *P* < 0.0001, df = 18) after morpholino treatment at 3 dpf. ns = not significant. **e** Representative flow cytometry plots show reduction in LysC^+^Mmp9^+^ neutrophils after *cebpb* morpholino treatment (left). Plots summarizing four independent experiments each with pools of approx. 20 larvae per group analyzed by flow cytometry at 2 and 3 dpf after morpholino treatment (right). Two-tailed paired *t* test. **f** Frequencies of LysC^+^Mmp9^+^ neutrophils and mean *mmp9:Citrine* expression are increased after *cebpb* full-length RNA overexpression. Analyzed by flow cytometry 3 dpf after mRNA injection (*n* = 7; pools of 20 larvae each), two-tailed paired *t* test. **g**−**i** Analyses of neutrophils from adult Cebpb mutant fish. WKM = whole kidney marrow. **g** Schematic drawing. WKM of adult *Cebpb* wildtype (*cebpb*^*WT*^) or *Cebpb* mutant (*cebpb*^*MUT vi006*^) *Tg(lysC:CFP-NTR)*^*vi002*^*/ Tg(BACmmp9:Citrine-CAAX)*^*vi003*^ fish was evaluated by flow cytometry. **h** Representative dot plots (left). Violin plot summarizing percentages of LysC^+^Mmp9^+^ neutrophils of all LysC^+^ neutrophils in *mmp9:Cit*^*HOM*^ (*n* = 5) *mmp9:Cit*^*HET*^ (*n* = 6) *cebpb*^*WT*^ and *mmp9:Cit*^*HOM*^ (*n* = 4) *mmp9:Cit*^*HET*^ (*n* = 6) *cebpb*^*MUT vi006*^ kidneys. (One-way ANOVA with Tukey´s test *P* = 0.0006, *F* = 9.656, df *=* 17). **i** Representative dot plots (left). Violin plot summarizing percentages of LysC^+^ neutrophils of all live cells in *cebpb*^*WT*^ (*n* = 11) and *cebpb*^*MUT vi006*^ (*n* = 10) kidneys (two-tailed unpaired *t* test; *P* = 0.3797).

### Cross-species comparison allows staging of zebrafish neutrophil maturation phases and identifying conserved gene signatures

Next, we wanted to gauge the conservation of neutrophil maturation trajectories between zebrafish and mammalian species, an important piece of information for investigating and modeling granulopoiesis across species. To address this point, we collected transcriptome datasets capturing progenitor, early, and late neutrophil maturation stages in human and mice. We included both in vivo and in vitro data in this selection^11,13,48–51^. We then followed two complementary approaches to assess similarities at the cellular and molecular level.

First, we integrated all datasets with the four phases of neutrophil maturation that we defined in zebrafish (aggregating transcriptome profiles of single cells per phase) and used unsupervised hierarchical clustering to group similar stages in an unbiased manner (Fig. 7a, Supplementary Data 10; zebrafish phases P1-P4 highlighted with dotted lines). We found that phase P1 clustered together with early stages of human in vitro differentiation (Neu3h-12h^51^) and unipotent neutrophil precursors and early neutrophils in mice (ly6c_neg_gmp^13^, preNeu^11^, proNeu-1/2^50^, proneu1^13^) and human (NCP1-4^48^, eNeP^49^). Phase P2 corresponds to the transition stage that includes preNeu-1^50^ and proneu2^13^ in mouse and promyelocytes (PM)^48^, myelocytes (MY)^48^ and N1-neutrophils excluding the early progenitor portion (“N1 w/o eNeP”)^49^ in human. Finally, both P3 and P4 phases clustered with cells reaching the end of in vitro differentiation (Neu96h)^51^ and the differentiated and *mmp9* positive mouse neutrophils described by Muench et al. 2020 (immNeu)^50^, as well as banded cells (BC)^48^. Other cells captured from peripheral blood (blood_neu^11^, mature_neu^11^, Neuts^49^) as well as segmented neutrophils (SN)^48^ and PMN^48^ also clustered with the zebrafish neutrophils at stages P3-P4 although at higher distance, which is consistent with ongoing maturation after exiting the bone marrow, a process missing in the zebrafish WKM neutrophil data. Altogether, this analysis indicated that the four zebrafish phases mirrored major stages of neutrophil maturation in mouse and human.

**Fig. 7:**
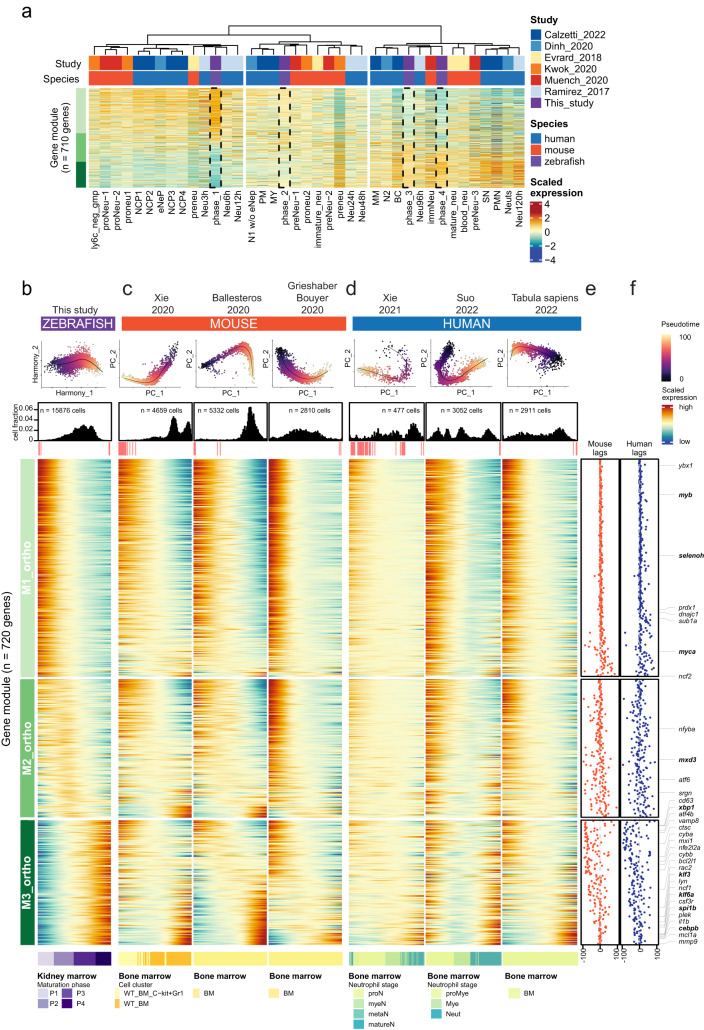
Alignment of expression trajectories across zebrafish, mouse and human reveals concordant and divergent stages of maturation. **a** Heatmap of hierarchically clustered neutrophil maturation stages across studies^11,13,48–51^ based on zebrafish neutrophil maturation signatures (M1_ortho_, M2_ortho_, M3_ortho_). The four aggregated zebrafish phases are highlighted by a dotted box. Column annotations on the top show dataset annotation and row annotations on the left show module membership of each gene. Panels display zebrafish kidney marrow (**b**), mouse (**c**) and human (**d**) bone marrow (BM) scRNA-seq data ordered by their own maturation trajectory^10,12,14,52–54^. Ordered from top to bottom, column annotations display dataset annotations, inferred trajectories per dataset with pseudotime, cell density (histograms) and quality-flagged bins (<= 3 cells; potentially less reliable), heatmaps for modules M1_ortho_-M3_ortho_, and author-provided annotations. Left side annotation bars show module membership of each gene orthologue. **e**, **f** Average cross-correlation lag between mouse and human datasets (from panels **c**, **d**) and the corresponding zebrafish gene.

Second, we asked whether the neutrophil maturation followed similar dynamics in all species at the transcriptomic level by comparing the maturation trajectory from our zebrafish model (Fig. 7b) to those from mouse^10,12,14^ (Fig. 7c) and human^52–54^ (Fig. 7d) based on published bone marrow scRNA-seq data (Supplementary Data 10). For each trajectory, we aligned the expression patterns of genes along the maturation trajectory to the corresponding homolog along the zebrafish trajectory using cross-correlation (Fig. 7e, f). We found that gene expression in early development (M1_ortho_) was highly congruent with their mouse and human orthologues in all datasets. At later stages (M2_ortho_ and M3_ortho_ modules), expression profiles diverged, but a subset of genes in each module was found conserved across all datasets (Fig. 7e, f). For instance, this analysis confirmed the strong agreement of identified candidate regulators of M1 (*ybx1*) and M3 (*cebpb*) across the three species (Supplementary Fig. 7a). *mmp9* expression lagged slightly behind in zebrafish compared to some human (Tabula Sapiens and Xie 2021) and mouse (Grieshaber−Bouyer 2020) datasets that contain peripheral neutrophils that were not analyzed in our WKM isolates. Conversely, other genes showed species-specific differences; for instance, *tgfbi* was expressed earlier in human but later in mouse trajectories compared to zebrafish. Other genes showed a lag (e.g., *txnipa*) or advance (e.g., *amd1*) compared to zebrafish. To assess the similarity of maturation trajectories at species-level, we calculated the mean cross-correlation coefficient per dataset for each module (Fig. 7e, f, Supplementary Fig. 7b) and used hierarchical clustering to group datasets with similar maturation dynamics (Supplementary Fig. 7c−e). We found that the range of cross-correlation lags for M1_ortho_ and M2_ortho_ was smaller than for M3_ortho_, for which differences between all datasets increased. Taken together, these results indicate a strong conservation (across all species) of early neutrophil maturation, while differences arise at late maturation stages.

As an external validation, we sought to compare our orthologous gene modules (M1_ortho_-M3_ortho_) to frequently used gene signatures for human immature neutrophils (HAY_BONE_MARROW_IMMATURE_NEUTROPHIL; M39200)^55^. Surprisingly, the majority of putative “immature neutrophil” genes were attributable to late modules (M2_ortho_, M3_ortho_) of zebrafish neutrophil maturation (Supplementary Fig. 8a), but also to late time points of human in vitro neutrophil differentiation (Supplementary Fig. 8b), highlighting the necessity for alternative gene signatures of different maturation grades. Our cross-species comparison allowed us to define a pan-species gene signature of neutrophil maturation (absolute cross-correlation lag <= 50; M1_pan_ = 304, M2_pan_ = 176, M3_pan_ = 122; Supplementary Data 1, 6; see *Cross-species integration and comparison* for details).

Finally, we went on to show the utility of the pan-species neutrophil maturation signature by using it to infer the maturation stage of neutrophils in heterogeneous tissues from bulk RNA sequencing data. To this end, we analyzed metastatic neuroblastoma samples^56^. Neuroblastoma is a childhood cancer derived from the sympathetic nervous system that frequently disseminates into the BM. Comparison of BM with (*n* = 17 datasets) and without tumor cell infiltration (*n* = 21 controls) thus presents an in vivo test case to examine our gene modules. Single-sample Gene Set Enrichment Analysis (ssGSEA)^57^ indicated a differential enrichment of early modules (M1_pan_ and M2_pan_) in control samples opposed to an enrichment of the mature module M3_pan_ in tumor-infiltrated samples (Fig. 8a, Supplementary Fig. 9a). For validation we scored the percentage of segmented neutrophils on BM cytospins from patients with localized (*n* = 9) and infiltrated (*n* = 12) neuroblastoma by imaging mass cytometry (IMC; Iridium-intercalator = nuclear; CD15 = granulocytic; Fig. 8b, c, Supplementary Fig. 9b). This confirmed a significant increase of segmented neutrophils in the metastatic group compared to control (Unpaired *t* test; *P* = 0.025).

**Fig. 8:**
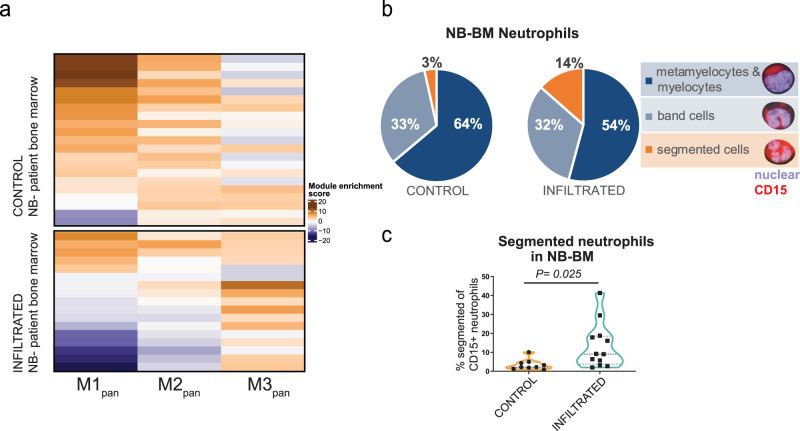
A pan-species neutrophil maturation signature shows the enrichment of mature neutrophils in BM of metastatic neuroblastoma patients. **a** Application of the pan-species neutrophil maturation signatures (M1_pan_, M2_pan_, M3_pan_) derived from maturing zebrafish neutrophils (see *Methods* for details on signature definition) on bulk RNA sequencing data from 38 bone marrow (NB-BM) samples of patients with metastatic (*n* = 17, infiltrated) and localized (*n* = 21, control) neuroblastoma. The heatmap displays the ssGSEA^57^ score of the maturation signatures on RNA-seq samples from 38 neuroblastoma patients with (*n* = 17) and without (*n* = 21) tumor cell bone marrow infiltration. **b**, **c** Assessment of neutrophil maturation based on nuclear morphology in BM cytospin samples from patients with metastatic (*n* = 12, infiltrated) and localized (*n* = 9, control) neuroblastoma. Samples were stained with DNA-intercalator Iridium and anti-CD15-Bi209, analyzed with IMC and counted blinded. **c** Analysis of the frequency of segmented neutrophils in control NB-BM (mean = 3.48%; range = 0.8−10.1%) versus infiltrated (mean = 13.48%; range 2−41.3%, two-tailed unpaired *t* test, *P* = 0.025).

In summary, we established a comprehensive cross-species transcriptome comparison of neutrophil maturation, suggesting a high degree of conservation between zebrafish and mammalian models. The pan-species gene signature derived from this comparison will present a valuable and robust alternative to existing gene signatures of neutrophil maturation and is applicable for examination of human samples.

## Discussion

In this study, we generated *lysC:CFP/mmp9:Citrine* transgenic zebrafish, which enabled us to identify and study neutrophils of different maturation grades non-invasively in a living organism. The importance of neutrophils is underlined by their long evolutionary conservation: Granular cells are present already in invertebrates such as lancelets (*Branchiostoma*), and myeloperoxidase is even produced by invertebrates^58^. However, to use animal models for human disease, it is crucial to first delineate similarities and differences between species. Our transgenic zebrafish made it possible to separate neutrophils into populations that differed in maturation-dependent neutrophil functions (e.g., phagocytic capability, recruitment towards bacterial infections, and the ability to interact with oncogene-expressing cells). As antibody markers for maturation states are not available in zebrafish, our Mmp9-reporter was thus instrumental in dissecting these different cell populations. Notably, among myeloid cells, Mmp9 expression was almost completely restricted to neutrophils (LysC^+^ Mpeg^+^ and LysC^+^ Mpeg^-^) in our model and only found in a small population of steady-state macrophages (LysC^-^ Mpeg^+^) at low levels. In interaction with malignant cells, macrophages might start expressing Mmp9 as observed^59,60^.

Powered by the new model, our subsequent scRNA-seq analyses revealed a continuous neutrophil maturation trajectory in zebrafish akin to what has been observed in mice^12^. We found that maturing zebrafish neutrophils went through multiple stages equivalent to those in mammals (Fig. 9), including also cells mimicking early, unipotent progenitors described recently in mice^13,50^ and human^48,49^. All three species opted for similar gene expression programs at these early stages, while transcriptomic differences became more pronounced with increasing maturity. For instance, the expression of transcription factors *ybx1* and *cebpb* were particularly well synchronized across species, while the expression of *tgfbi* diverged. As in mice we found late maturation under the control of the transcription factor *cebpb* and associated with inflammatory pathways and increasing levels of *il1b* and *csf3r* suggesting a pro-inflammatory state of neutrophils awaiting release from the marrow^12^. Additionally, we also discovered that *cebpb* expression was required to drive tertiary granule genes such as *mmp9* and *fcer1gl*^61^ and for the generation of Mmp9^+^ neutrophils, suggesting a role beyond emergency granulopoiesis^46,47^ that may be underappreciated in other organisms. 

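In the sorted library il1b (ENSDARG00000098700) had 1154, 425.0, 443.7 and 2847 CPM in groups 1 to 4 of the pseudotime, and in the WKM library 339.7, 171.0, 245.5 and 1835 CPM, so its level rose between groups 3 and 4 in both libraries. The fall between groups 1 and 2 did not hold in the WKM library without cluster 11, a choice made after seeing the values, where these groups had 346.8 and 479.6 CPM. It was 934.2 CPM in NO (908.7 to 960.2), 2041 in INT (1946 to 2139) and 2750 in HI cells (2615 to 2891), a log2 ratio of HI over NO of 1.56. After thinning, 43.3% of NO, 52.1% of INT and 69.0% of HI cells had an il1b UMI (62.1%, 60.7% and 75.4% before thinning). The level of csf3r (ENSDARG00000045959) in sorted cells was 39.7, 37.6, 71.3 and 115.5 CPM, with 39.0 and 164.8 CPM in the first and last group of WKM cells. Its log2 ratio of HI over NO was 1.39 (0.96 to 1.80), from 229 and 62 counts.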

Another family member, c*ebpe* is known to regulate early neutrophil maturation in mice^9^ and its putative zebrafish orthologue *cebp1*^62^ has been reported to regulate granule genes *lyz* and *srgn* in zebrafish^63^. Indeed, *lyz* and *srgn* were also expressed in early neutrophil maturation in our study (Fig. 4) and *cebp1* itself was weakly expressed throughout maturation. 

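The log2 ratio of INT over NO was -1.97 for lyz and -0.39 for srgn. The sum of srgn counts in WKM cells was 12460, 11960, 7016 and 7408 CPM in groups 1 to 4. For cebp1 (ENSDARG00000101096) the levels were 54.7 (51.6 to 57.9), 67.1, 101.1 (93.0 to 109.7) and 83.2 CPM in sorted cells and 49.9, 52.2, 70.9 and 40.1 CPM (26.2 to 58.7) in WKM cells. Between sorted populations cebp1 had 56.1, 57.7 and 69.0 CPM, a log2 ratio of HI over NO of 0.30 (-0.22 to 0.78).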

Given that there were no strong changes in *cebp1* expression during maturation, our algorithms prioritized other well-known hematopoietic regulators such as *myb*^64^, *myca*, and y*bx1*^45^ as driving the early phase of development in our analyses.

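Transcripts of myb (ENSDARG00000053666) had 133.4, 218.6 (210.3 to 227.1), 150.8 and 56.4 CPM in groups 1 to 4 of the sorted library and 129.2, 162.6, 100.9 and 24.7 CPM in the WKM library, where group 2 had 93.4 CPM and group 1 127.4 CPM when cluster 11 was left out, a choice made after seeing the values. The level was 154.3 CPM in NO, 101.3 in INT and 56.6 in HI cells, a log2 ratio of HI over NO of -1.45 (32 counts in HI cells). Ranked by DTW similarity to M1, myb was among the first 5 factors with pseudotime on the first component alone (rank 4) and with the sorted library alone (rank 5), and outside them with the curve as reported. By a Dunn statistic between modules on that curve, chosen after seeing the values, myb ranked 5 for M1.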

**Fig. 9:**
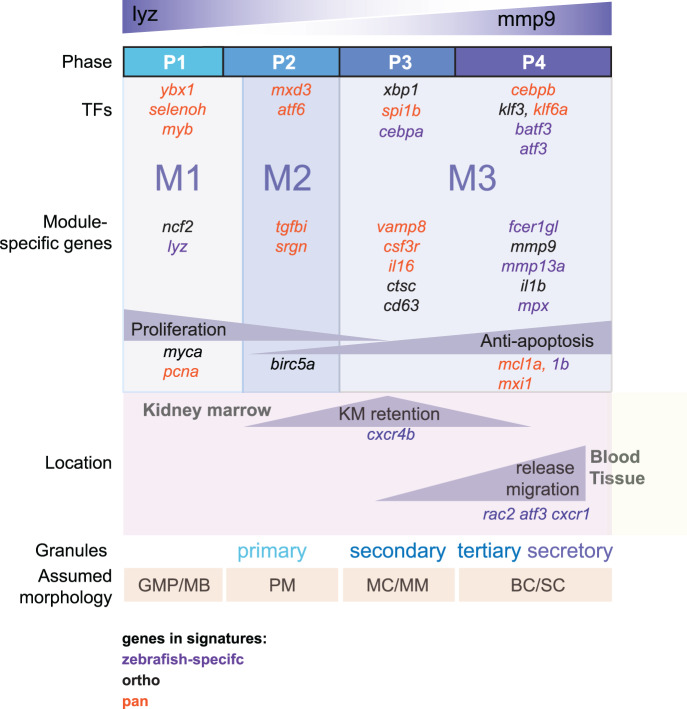
Model for neutrophil development in zebrafish based on scRNA sequencing. Association of gene expression with modules and phases as determined by scRNA-seq. Granule stage and morphology were assumed by comparing gene expression (as in Fig. 4d,  7a, Supplementary Data 2) with previously published data for neutrophils. TF = transcription factor; module = M; P = phase; KM = kidney marrow; GMP = granulocyte-monocyte progenitor; MB = myeloblast; PM = promyelocyte; MC = myelocyte; MM = metamyelocyte; BC = band cell; SC = segmented cell.

Our cross-species comparison identified a subset of genes with highly synchronous expression dynamics in zebrafish, mice, and humans (M1_pan_-M3_pan_). We found this conserved gene signature helpful in interpreting neutrophil states also in human bulk RNA sequencing data, as illustrated here using data from BM metastases of pediatric neuroblastoma patients^56^ (Supplementary Fig. 17). Intriguingly, we detected the mature neutrophil signature (M3_pan_) in patients with disseminated tumor cells. We speculate that this enrichment in mature neutrophils could either result from prolonged retention of mature TANs in the BM or increased recruitment of peripheral neutrophils in response to metastasizing tumor cells. The presence of TANs in BM metastases has been associated with a pro-inflammatory and concurrently immuno-suppressive environment in the BM metastatic niche^56,65^. In the future, our signature could be applied to relate neutrophil maturation grade to disease progression or outcome. However, care must be taken when performing such analysis, as our signatures were designed to identify neutrophil maturation stages and not to distinguish between neutrophils and other cell types. Other cells, in particular closely related myeloid phagocytes, utilize similar genes in their maturation and may influence analyses of bulk tissues. (Please refer to our Supplementary Figs. 10−15 for additional assessments of the specificity and sensitivity of the pan-species neutrophil maturation signatures.) Therefore, we advise validation of putative differences in neutrophil maturation states using orthogonal assays (e.g., using imaging as illustrated in our study).

In conclusion, the strong homology of neutrophil maturation supports the translatability of zebrafish models to study neutrophil biology. The combination of live imaging and transcriptomic approaches in zebrafish will further enable the dissection of the role of immature and mature neutrophils in the tumor microenvironment and the consequences of their interactions with tumor cells.

## Methods

### Experimental model and subject details

#### Zebrafish model and zebrafish transgenic lines

Zebrafish (*Danio rerio*) were maintained at standard conditions^66^ according to the guidelines of the local authorities (Vienna Magistrat MA58) under licenses GZ:565304/2014/6 and GZ:534619/2014/4 in a research fish facility (Tecniplast, Italy). Experiments on larval zebrafish were carried out at developmental stages, which do not require ethical approval. Single-cell RNAseq or flow cytometry was performed on kidney marrow cells from adult zebrafish post mortem.

Larvae were kept in egg medium with 20 mg/l phenylthiourea (PTU) (Merck) from 22 hpf to avoid pigmentation. Tricaine was used as an anesthetic.

The following transgenic lines were used: *Tg(lysC:CFP-NTR)*^*vi002*^*,Tg(lysC:dsRed)*^*nz50Tg*^*, Tg(mpeg1:mCherry)*^*gl23*^*, Et(kita:GAL4)*^*hzm1*^*, Tg(UAS:EGFP-HRAS_G12V)*^*io006*^*, Tg(HRAS_G12V:UAS:CFP)*^*vi004*^*, Tg(BACmmp9:Citrine-CAAX)*^*vi003*^. Transgenic lines were on a AB* *(Tg(lysC:CFP-NTR)*^*vi002*^*,Tg(lysC:dsRed)*^*nz50Tg*^*, Tg(mpeg1:mCherry)*^*gl23*^*, Et(kita:GAL4)*^*hzm1*^*, Tg(UAS:EGFP-HRAS_G12V)*^*io006*^*, Tg(HRAS_G12V:UAS:CFP)*^*vi004*^) or AB*x SAT mixed background (*Tg(BACmmp9:Citrine-CAAX)*^*vi003*^*)*. *Tg(BACmmp9:Citrine-CAAX)*^*vi003*^ fish (abbreviated mmp9:Citrine) were generated by BAC transgenesis according to published protocols^67,68^. In short: Identity of annotated BAC CH211-269M15 (105.8 kb) containing *mmp9* gene and regulatory regions (BACPAC Resources) was confirmed by sequencing, recombineered with iTol2 sites and with membrane-targeted fluorescent Citrine-CAAX DNA inserted at the start codon of *mmp9*. BAC DNA (67 ng/µl) was micro-injected into fertilized zebrafish eggs together with Tol2 transposase mRNA as previously described^69^. pDEST-lysC:CFPNTR (#54) was generated by gateway recombination of p5-lysC (#31), pENTR1A-CFPNTR (#51) and pDEST-Tol2pA2 (kind gift of Chi-Bin Chien). *Tg(HRAS_G12V:UAS:CFP)* plasmid was constructed and kindly provided by the Mione lab. The transgenesis constructs were injected into fertilized zebrafish eggs at 25 ng/µl together with 25 ng/µl Tol2 RNA. Injected zebrafish were grown up to adulthood and screened for germline transmission.

#### Generation of Cebpb CRISPR-Cas9 mutant zebrafish

*Cebpb*^*mut vi006*^ was generated by microinjection of Cas9 RNP complexes into one-cell stage eggs from *Tg(lysC:CFP-NTR)*^*vi002*^*x Tg(BACmmp9:Citrine-CAAX)*^*vi003*^ crosses. RNPs were assembled by first incubating Alt-R tracrRNA ATTO550 (IDT) (3 µM) with each of ALT-R crRNA dr.*cebpb*_AB and crRNA_ dr.*cebpb* AA (1.5 µM each) in Duplex buffer (IDT) for 5 min at 95 °C followed by mixing equal amounts of assembled gRNA and of Cas9 (0.5 µg/ml) at 37 °C for 10 min. F0 larvae were checked for mutation efficiency by PCR using genotyping primers cebpb_fw (CTGGGCAGGCAACCTATCAC) and cebpb_rev (CATTTTACCGCCCGCTTGAG) and T7 mismatch assays. Adult F0 and F1 fish were typed by PCR and sequencing using the aforementioned primers (Supplementary Figs. 6b, 18).

#### Human research participants

In this study bone marrow aspirates from children and adolescents (age at diagnosis 0−18 years) with neuroblastoma or ganglioneuroma were analysed. The cohort used for imaging (*n* = 21) contained samples from 10 female and 11 male patients. Additionally, we collected neuroblastoma bulk RNA-seq data for 38 samples (17 with and 21 without bone marrow infiltration) from accession GSE172184 [Gene Expression Omnibus]”. Sex was not included in the parameters for the data analysis results presented.

Patients were recruited previously: Patients with high-risk metastatic (stage M) neuroblastoma were enrolled in the SIOPEN/HR-NBL-1 trial (NCT01704716) according to the trial’s inclusion and exclusion criteria. Samples were available as left over material from diagnostic procedures and selected for this study based on their availability in the CCRI Biobank. Ethics oversight by the Ethics committee of the Medical University of Vienna, Austria.

### Method details

#### Flow cytometry and FACS

Single-cell suspensions from adult zebrafish (3 months) spleens or kidneys were prepared by mashing or pipetting, respectively, and pipetting through a cell strainer. To isolate cells from larvae, they were immersed in 10 mM DTT (Merck) in E3 to remove mucus, then digested with Liberase Blendzyme TM at 1.1 μ/ml and Dnase I at 40 μg/ml (Merck) in HBSS under constant shaking at 37 °C for 40 min. 7-AAD (Invitrogen) was used as a live stain. Samples were run on an LSRFortessa cytometer (Becton-Dickinson) with BD FACSDiva Software v9.0 and analyzed in FlowJo_v10.8.1 or sorted using a FACSAria Fusion.

#### Wounding, injection of bacteria and phagocytosis assay

Zebrafish larvae at 2 dpf were wounded in the ventral fin area using a scalpel blade or glass needle and were imaged from 30 mpi (minutes post injury) to 150 mpi on a Leica SP8 confocal microscope. Tracking of LysC+ Mmp9^-, INT or HI^ neutrophils was performed using the ImageJ Fiji TrackMate plugin;^70^ The trackmate feature linearity of forward progression = mean straight line speed/ mean speed, where the mean straight line speed is net distance/total track time.

*E. coli* labeled with mCherry (pZS*12-mCherry-KANr: PRlambda-mCherry in pZSstar, SC101* ORI)^71^ were injected at OD = 2 into the caudal vein area or otic vesicle as previously described^72^. To study the phagocytic capacity of neutrophils, cells from *Tg(lysC:CFP-NTR)*^*vi002*^*/ Tg(BACmmp9:Citrine-CAAX)*^*vi003*^ larvae were analyzed after 6 hpi (hours post infection) by flow cytometry as described above or imaged using confocal microscopy. For ROS detection *E.coli*-mCherry OD = 3 were injected together with CellROX Deep red (Thermo Fisher) at 5 µM into the otic vesicle of 3 dpf larvae.

#### Morpholino and mRNA micro-injection

We used a previously published C/ebp-β translation blocking morpholino (5′-GATCTTAACACCCGCCGGATTGCG-3′) and a negative control morpholino (5′-CCTCTTACCTCAGTTACAATTTATA-3′) from Gene Tools LCC^46,73^. Efficacious doses (1 pmole and 0.5 pmole, respectively) were determined empirically. Full-length *cebpb* mRNA (50 pg), prepared by mMessage mMachine T7 Ultra transcription (ThermoFisher) or morpholinos were injected into one to two-cell stage embryos from *Tg(lysC:CFP-NTR)*^*vi002*^*x Tg(BACmmp9:Citrine-CAAX)*^*vi003*^ crosses.

#### Cytospin, Electron microscopy and Sudan Black staining

Kidney marrow cells of adult *Tg(lysC:dsRed)*^*nz50Tg*^*/ Tg(BACmmp9:Citrine-CAAX)*^*vi003*^ fish (aged three months) were FACS sorted into Mmp9^+^LysC^+^ or Mmp9^-^LysC^+^ fractions and spun in a cytocentrifuge (Fisher Scientific) onto slides according to the manufacturer´s instructions and stained using Pappenheim solution (Merck).

For TEM Mmp9^HI^LysC^+^ or Mmp9^-^LysC^+^ cells were FACS sorted from adult kidneys of *Tg(lysC:CFP-NTR)*^*vi002*^*/ Tg(BACmmp9:Citrine-CAAX)*^*vi003*^ fish and embedded in liquid low melting agarose (3% in PBS), fixed with 2.5% glutaraldehyde in 0.1 M cacodylate buffer containing 5 mM CaCl_2_, post-fixation in 1% aqueous OsO_4_ and embedded in Epon812 resin. Semi-thin sections were stained with toluidine blue and images were recorded using a 100x/N.A. 1.4 lens. Ultrathin sections were contrasted with uranyl acetate and lead citrate and imaged using a FEI Tecnai G2 20 TEM. Measurements were performed using Fiji software.

For analysis of granulated neutrophils whole larvae *Tg(lysC:CFP-NTR)*^*vi002*^*/ Tg(BACmmp9:Citrine-CAAX)*^*vi003*^ were PTU treated, and stained at 2 dpf with Sudan Black B (Merck) according to a published protocol^74^ and imaged on a confocal microscope.

#### IMC analysis of neuroblastoma BM cytospin preparations

Archived cytospin preparations of human BM aspirates from patients with localized and metastatic neuroblastoma (leftover samples from standard-of-care diagnostic procedures) have been obtained after institutional review board approval and informed consent by patients or their guardians from the CCRI Biobank (EK1853/2016). Inclusion criteria: male and female patients aged 0 to 18 years with clinically, histologically, and biologically confirmed high-risk neuroblastoma with bone marrow metastasis or ganglioneuroblastom, ganglioneuroma or localized neuroblastoma with no detectable BM metastasis. Ethical approval for the use of bone marrow aspirates for imaging and clinical data (histological diagnosis) was obtained from the local institutional review board of the Medical University of Vienna (EK1216/2018, EK1224/2020). Patients were not compensated for study participation. Patients’ sex was recorded, but not used to disaggregate the data, due to the limited number of patients and lack of statistical power. Gender was not assessed since NB is a tumor of early childhood.

Samples were thawed for 15 min at RT, fixed in 4% PFA (Carl Roth) at 4 °C for 30 min, washed twice in TBS and then blocked with 2% BSA (Carl Roth) and 0.1% Tween-20 (Merck) in TBS at RT for 1 h. Samples were incubated overnight at 4 °C with diluted CD15 antibody (BioLegend; catalog number: 301902; clone: HI98) at 5 µg/ml in 0.1% Tween-20 in TBS. On the following day, samples were stained with the DNA intercalator Iridium (Fluidigm) and then dried with pressured air before IMC measurement with the Hyperion imaging system (Fluidigm) and CyTOF Software v7.

Morphological assessment was subsequently performed in the image analysis software QuPath^75^.

Nuclear morphology of CD15^+^ cells was assessed, and cells were classified as segmented cells, band cells or metamyelocytes and myelocytes (3 ROI/patient; *n* = 248−330 cells/patient). Cells were counted using the QuPath counting tool.

#### Quantitative real-time PCR

RNA from FACS sorted cells was prepared using RNeasy Micro kit (Qiagen) and transcribed with High Capacity cDNA transcription kit. qPCR was performed using Maxima SYBR green mix (Applied Biosystems) and gene-specific primers (Supplementary Table 1 in Supplementary Information) on a 7500 Fast real-time PCR machine (Applied Biosystems).

#### Imaging

For imaging larvae were pre-treated in E3/PTU, anaesthetized with 0.02% tricaine and embedded in 1.2% low-melting agarose (Merck) on glass bottom dishes (D35-14-1.5-NJ, Cellvis, USA) as described previously^76^. Images were acquired with a Leica TCS SP8 WLL microscope (HCX PL APO CS 10x/0.40 DRY objective or HC PL APO CS2 40x/1.10 WATER objective). Maximum projections were performed in the Leica LASX 3.7.0.20979 software. Images were rendered using Leica LAS software, Photoshop CS6 (Adobe) and Fiji ImageJ, e.g., for preparing cell tracks. Leukocyte units were analyzed according to^77^.

#### Single-cell RNA sequencing

Kidney marrow from 2 adult, six-month old, male fish was isolated, labeled using lipid-tagged indices as published (MULTI-seq)^78^. In short: each kidney marrow was split into four portions, labeled with lipid anchor plus individual barcode solution (2 µM) for 5 min on ice and then incubated with lipid co-anchor (2 µM) for 5 min on ice. Each cell portion was individually FACS-sorted to obtain one population (Mmp9 NO, INT, HI or WKM). All cells were gated on live gate, for WKM debris was excluded in a FSC/SSC gate, and Mmp9 NO, INT, HI were gated on LysC:CFP positivity and different levels of Mmp9:Citrine-CAAX expression (Supplementary Fig. 3a). For multiplexing, the two WKM populations were sorted into one well (A2) and processed together (20,000 cells each; total: 40,000). Similarly, the six LysC^+^ populations were sorted into one well (A1) and processed together (total: 41,000 cells). Here, cell numbers ranged from 1700 to 10,000 cells/population.

Single cell suspensions were immediately subjected to scRNA-seq using the Chromium Single Cell Controller and Single Cell 3’ Library & Gel Bead Kit v3.1 (10x Genomics, Pleasanton, CA), according to the manufacturer’s protocols (10x Genomics). Sequencing was performed at the Biomedical Sequencing Facility of the CeMM Research Center for Molecular Medicine of the Austrian Academy of Sciences (Vienna, Austria) using the Illumina NovaSeq platform and the 50 bp paired-end configuration with adapted read-lengths for both forward and reverse reads.

#### Bioinformatics analyses

##### Read processing, quality control, and normalization

We used the CellRanger v3.1.0 software (10x Genomics) for cell demultiplexing and alignment to GRCz11-3.1.0 zebrafish reference transcriptome that had been expanded to include the sequences of reporter genes (*Citrine* and *CFPNTR*, sequences from snapgene.com). The R statistics software v4.0.3 was used to carry out the entire analysis workflow. Processed data was loaded into R for sample demultiplexing (package deMULTIplex^78^ v1.0.2; cell classification step was stopped when negative cell number dropped below 100). Only cells classified as singlets or negatives were retained, while doublets were excluded. Next, we loaded the counts into Seurat v4.0.2^79^ and performed quality control by only including features detected in at least 20 cells (*n* = 12,619 out of 25,109 features retained), and cells with a minimum of 500 features, mitochondrial reads proportion less than 10%, and doublet score, calculated using function *doubletCells* (package scran^80^ v1.18.3;default parameters), below 3 (*n* = 19,373 out of 28,534 cells retained). 

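Of the 28534 barcodes in both libraries, 25229 had at least 500 features, and 25212 of these had under 10% mitochondrial counts. In place of the scran function, Scrublet was run per library with an expected doublet rate of 10% and marked 2070 barcodes (8.21%). The deposited counts held 25109 features, of which 12643 were detected in at least 20 of the remaining cells, where the paper retains 12619. The paper's count of cells after this step, 19373, also reflects the removal of MULTI-seq doublets, which the counts used here still hold. With a minimum of 300 features 25349 cells remained, and with under 5% mitochondrial counts 23077.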

Remaining negative cells (that is, cells without an assigned sample label; *n* = 4723) from each sequencing run were reclassified separately using Linear Discriminate Analysis (function *lda* from the package MASS v7.3-53; default parameters), only relabeling negative cells with a posterior probability >= 0.95 (*n* = 3500 cells), yielding a final dataset of 18,150 cells. Cell cycle phase inference was done based on expression of G2M and S phase markers saved in Seurat package and using *CellCycleScoring* function from Seurat package. Cells with high level of expression of either G2M or S markers, as they are anti-correlated, are likely to be cycling cells. Next, we normalized raw read counts using SCTransform^81^ v0.3.2 and integrated using Harmony v1.0^82^ (default parameters) the batch effect of different sequencing runs and fish. We performed low-dimensional projection using UMAP based on the top 30 Harmony components. Reference-based cell annotation using Seurat^79^ v4.0.2 was carried out by mapping our data to two atlases of hematopoiesis in zebrafish^24,38^ (preprocessing as described above) according to the workflow recommended by the developers (https://satijalab.org/seurat/articles/multimodal_reference_mapping.html; accessed on 18-Nov-2022). Cells identified as neutrophils in both atlases (*n* = 15,876) were selected for downstream analysis. Finally, after subsetting neutrophils, we excluded hemoglobin-related genes (based on the following regular expression vector “^hb[ba]|si:ch211.5k11.8”) and features detected in less than 20 neutrophils to minimize the effect of other cell types on the downstream analysis of neutrophils.

##### Inference of neutrophil maturation trajectories, associated genes, and top regulators

Continuous maturation trajectories were inferred using Slingshot^39^ v1.8.0 (default parameters) based on the top two Harmony components of the dataset^82^. We compared Slingshot output to three other methods: Component 1, TSCAN (default parameters), and Monocle3 (use_partition = FALSE, verbose = FALSE, close_loop = FALSE)^83,84^. The first, cluster-free approach uses Harmony 1 coordinate values (akin to principal components), while the other two approaches use pre-defined clusters as inputs (Supplementary Fig. 4e). We then discretized the trajectory into 100 bins by averaging overlapping cells at each bin. We used the functions *fitGAM* (package tradeSeq^40^ v1.4.0, parameters: knots = 6, cellWeights = rep(1, #genes)) and *associationTest* (package tradeSeq^40^ v1.4.0) to carry out differential expression analysis along the inferred trajectory using pseudotime values from Slingshot. In more detail, first, expression patterns of each gene were modeled as non-linear functions of the pseudotime using generalized additive model (GAM). Second, genes were tested (two-tailed) for the equality of all smoother coefficients within the inferred lineage. We excluded mitochondrial and ribosomal genes, as well as genes with less than 5 cells with 3 or more reads. Genes that passed the cutoff (BH (Benjamini Hochberg)-adjusted *P* < 0.05) were put in descending order based on Wald-statistic and the top 1500 genes were selected as maturation-associated genes for further analysis (Supplementary Data 1). To define gene modules and maturation phases, we used the binned expression of these maturation-associated genes, calculated the DTW distance using function *dist* (package proxy v0.4-25; method = “dtw”), and used hierarchical clustering (parameters: method = “ward.D2”). The resulting dendrograms were cut into three gene modules and four maturation phases, which was the optimal number based on the lowest Kelley-Gardner-Sutcliffe penalty using function *kgs* (package maptree v1.4-7; default parameters) (Supplementary Fig. 16). To interpret and characterize the genes in each maturation module, we used the function *hyper* (package hyper^41^ v2.0.1; default parameters) with five datasets (CP:KEGG, GO:BP, CP:WIKIPATHWAYS,CP:REACTOME, HALLMARK) retrieved from Molecular Signatures Database (MSigDB) using *msigdbr* function (package msigdbr v7.5.1; species = “Danio rerio”), to carry out over-representation analysis (upper one-tailed hypergeometric test: FDR (false discovery rate)-adjusted *p* < 0.1; Supplementary Data 3), selected the top five genesets with lowest FDR, and plotted their ratio of overlap with the gene modules. To identify the transcription factors (“top regulators”) that best explain the variability in the expression patterns of each gene module, we collected a list of zebrafish transcription factors based on both AnimalTFDB3 database (date of retrieval: 21 June 2021)^85^ and manual selection from literature^6,8,12,14^, and calculated the DTW distance between each transcription factor and all target genes^85^. DTW allows to account for the expected lag between transcription factor expression and target gene activation. Next, we transformed the DTW distance *d*_*il*_ for gene *i* and transcription factor*l*into a “scaled DTW similarity” *s*_*il*_, as follows: *s*_*il*_ = *1 – (d*_*il*_ */ max(d*_*i*_*))*. Finally, to rank putative regulators per module, we used the function *dunn_test* (package rstatix v0.6.0; default parameters: p.adjust.method = “holm”) to run a post-hoc Kruskal-Wallis test (two-tailed) of the distribution of similarity values between transcription factors and putative target genes across the three modules (Supplementary Data 5).

##### Cross-species integration and comparison

For maturation staging of the zebrafish phases, we downloaded relevant datasets^13,48–50^ (see Data Availability section) and selected neutrophil-related samples. Samples were then mean-aggregated per maturation stage followed by quantile normalization across all datasets. Specifically, genes were first ranked per column and sorted ascendingly. Next, we replaced each gene with its mean rank and restored the original ranking of genes. This was followed by scaling quantile-normalized genes across the maturation stages of each dataset. We then used hierarchical clustering (parameters: method = “ward.D2”) to group maturation stages across all datasets based on the Pearson distance. Finally, each stage was assigned a continuous score reflecting its maturation order (earliest = 0 and latest = 1) in the corresponding study and the leaves of the resulting hierarchical clustering tree were then reordered under the constraints of the tree using function *reorder* (package: stats, parameters: agglo.FUN = mean).

For gene-level alignment, scRNA-seq^10,12,14,52–54^ (see Data Availability section) data were preprocessed following the same approach described under *Read processing, quality control, and normalization* section, with the following exceptions: We did not carry out further quality control filtration on data from Suo 2022^52^ (minimum of 501 features and 2001 UMI counts per cell) and Tabula Sapiens^53^ (minimum of 200 features and 2500 UMI counts per cell). In the case of neutrotime^12^ model, we used the pre-defined embedding provided by the authors via ImmGen single cell explorer (https://singlecell.broadinstitute.org/single_cell/study/SCP1019/ly6-neutrophils-from-bone-marrow-blood-spleen?scpbr=immunological-genome-project#study-download).

We then selected only healthy bone-marrow neutrophils (using provided cell annotations) (Supplementary Data 8). Subsequently, we carried out trajectory inference using Slingshot based on the top two PCA components and discretization into 100 bins, as explained above. Next, we performed homology mapping across zebrafish, mouse, and human using *getLDS* function (package biomaRt v2.46.3; default parameters). Common genes from human and mouse were renamed to the corresponding homologous zebrafish gene using a modified version of *RenameGenesSeurat* function (package Seurat.utils v1.4.7; 10.5281/zenodo.7228243). Cases of 1-to-many homology were resolved by mapping the genes to the most expressed homolog based on the attribute “detection_rate” from the sctransform model. We kept only the set of genes that are common across all datasets, scaled each of the datasets separately, and ordered the genes based on their expression pattern across all datasets using the *seriate* function (seriation 1.3.1; method = “PCA”) and the corresponding module. Finally, we used cross-correlation to align the gene expression pattern along maturation trajectory in mouse and human datasets onto zebrafish using the *ccf* function (stats v4.0.3; default parameters) and recorded the mean lag at which highest cross-correlation was achieved among mouse and human datasets per gene (Supplementary Data 7).

The pan-species neutrophil maturation signatures (M1_pan_, M2_pan_, M3_pan_) were defined based on two inclusion criteria: First, consistent expression pattern between human and zebrafish ( | maximum cross-correlation lag | <= 50). Second, we excluded unique known markers of other cell types (Additional file 5 from xCell^86^). We then obtained normalized count data from neuroblastoma bulk RNA-seq^56^ and used this signature to carry out single-sample gene set enrichment analysis (ssGSEA) using function *ssgsea* (package corto^57^ v1.1.11;default parameters). To examine the specificity of neutrophil maturation modules, we calculated module scores for M1_pan_ and M3_pan_ across different cell types and cell states. First, we used two zebrafish scRNA-seq datasets^24,38^ and computed module score using *AddModuleScore* function (package Seurat v4.0.2). Second, we used two human scRNA-seq datasets^52,53^ that we aggregated into pseudobulk samples of cell types across tissues (>= least 50 neutrophils cells) and one bulk RNA-seq dataset^51^. The human bulk/pseudobulk datasets were then normalized using *vst* function (package DESeq2 v 1.30.0)^87^ and a module score was computed using *gsva* function (package GSVA v 1.38.2; method = “ssgsea”). Sensitivity analysis was carried out by mixing cells from the three neutrophil maturation stages (promyelocyte, myelocyte, neutrophil) at defined ratios (0%, …, 100%) with stromal cells from different tissues^52^ to create pseudo-bulk samples with known neutrophil contributions. The mixing was done via random sampling of cells to a sum of 1000 cells and the process was repeated 20 times. Module scores were computed using *gsva* function (package GSVA v 1.38.2; method = “ssgsea”), and the median value presented in Supplementary Fig. 15.

### Quantification and statistical analysis

GraphPad Prism Version 8.3.0 was used for statistical analysis. Statistical details of experiments can be found in the results, methods and figure legends.

### Resource availability

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Martin Distel (). Raw data underlying the figures will be shared upon reasonable request.

### Material availability

Transgenic zebrafish lines generated in this study are deposited in the European Zebrafish Resource Center (EZRC) (https://www.ezrc.kit.edu/), *Tg(lyz:CFP-NTR)*^*vi002*^ #37873 and *TgBAC(mmp9:Citrine-CAAX)*^*vi003*^ #37874.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1-11

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Reporting Summary

### Source data

Source Data

## Data Availability

The single-cell RNA sequencing data generated in this study was deposited in the Gene Expression Omnibus (GEO) database under accession code GSE252788. The two samples generated are accessible under GSM8007849 (MF317_A1_GEX_zebrafish_multiseq) and GSM8007850 (MF317_A2_GEX_zebrafish_multiseq). We made use of the following publicly available datasets in our study: Single-cell RNA-seq: E-GEOD-100911, E-MTAB-5530, GSE137539, GSE165276, GSE149938, GSE142754, fetal-immune (https://developmental.cellatlas.io/fetal-immune), Tabula sapiens (https://cellxgene.cziscience.com/collections/e5f58829-1a66-40b5-a624-9046778e74f5), Murine neutropenia (https://www.synapse.org/#!Synapse:syn16816566) ; Bulk RNA-seq: GSE79044, GSE109467, GSE172184 neuroblastoma data provided by the authors (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE172184), GSE153263, GSE151682, GSE175880 ; Others: neutrotime model (https://singlecell.broadinstitute.org/single_cell/study/SCP1019/ly6-neutrophils-from-bone-marrow-blood-spleen?scpbr=immunological-genome-project), AnimalTFDB3.0-zebrafish (http://bioinfo.life.hust.edu.cn/static/AnimalTFDB3/download/Danio_rerio_TF), xCell signatures Additional file 5 (https://static-content.springer.com/esm/art%3A10.1186%2Fs13059-017-1349-1/MediaObjects/13059_2017_1349_MOESM5_ESM.xlsx), additional metadata of GSE109467 was kindly provided by the authors. Source data are provided with this paper.

# Supplementary material for: Comparative transcriptomics coupled to developmental grading via transgenic zebrafish reporter strains identifies conserved features in neutrophil maturation
**Source:** Nat Commun. 2024 Feb 27;15:1792. doi: 10.1038/s41467-024-45802-1
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Comparative transcriptomics coupled to developmental grading via transgenic zebrafish reporter strains identifies conserved features in neutrophil maturation

Stefanie Kirchberger,<sup>1#\*</sup> Mohamed R. Shoeb,<sup>1#</sup> Daria Lazic,<sup>1</sup> Andrea Wenninger-Weinzierl,<sup>1</sup> Kristin Fischer,<sup>1</sup> Lisa E. Shaw,<sup>2</sup> Filomena Nogueira,<sup>1, 3, 4</sup>, Fikret Rifatbegovic,<sup>1</sup> Eva Bozsaky,<sup>1</sup> Ruth Ladenstein,<sup>1</sup> Bernd Bodenmiller,<sup>5, 6</sup> Thomas Lion,<sup>1,3,7</sup> David Traver,<sup>8</sup> Matthias Farlik,<sup>2</sup> Christian Schöfer,<sup>9</sup> Sabine Taschner-Mandl,<sup>1</sup> Florian Halbritter<sup>1§\*</sup> and Martin Distel<sup>1§\*</sup>

<sup>1</sup>St. Anna Children's Cancer Research Institute (CCRI), Vienna, Austria; <sup>2</sup>Medical University of Vienna, Department of Dermatology, Vienna, Austria; <sup>3</sup>Labdia - Labordiagnostik GmbH, Vienna, Austria; <sup>4</sup>Medical University of Vienna, Center for Medical Biochemistry, Max Perutz Labs, Campus Vienna Biocenter, Vienna, Austria; <sup>5</sup>Department of Quantitative Biomedicine, University of Zurich, Zurich, Switzerland; <sup>6</sup>Institute of Molecular Health Sciences, ETH Zurich, Zürich, Switzerland; <sup>7</sup>Medical University of Vienna, Department of Pediatrics, Vienna, Austria; <sup>8</sup>Cell and Developmental Biology, University of California, San Diego, USA; <sup>9</sup>Medical University of Vienna, Division of Cell and Developmental Biology, Center for Anatomy and Cell Biology, Vienna, Austria;

# These authors contributed equally

§ These authors jointly supervised this work.

; T  F 

; T , F 

; T , F 

**a**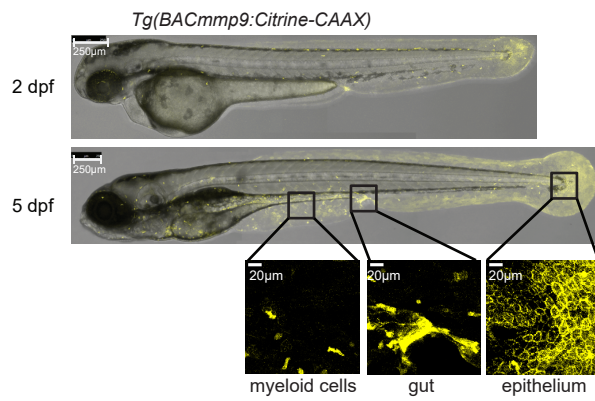**b**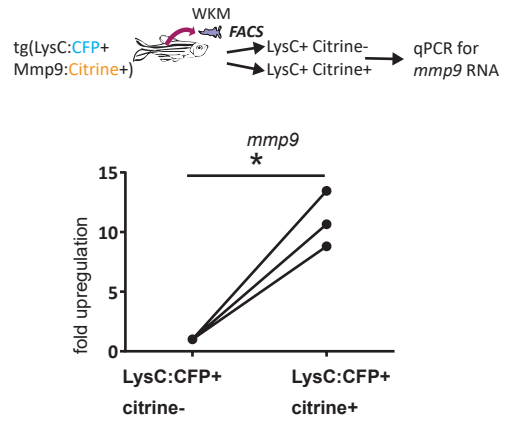**c**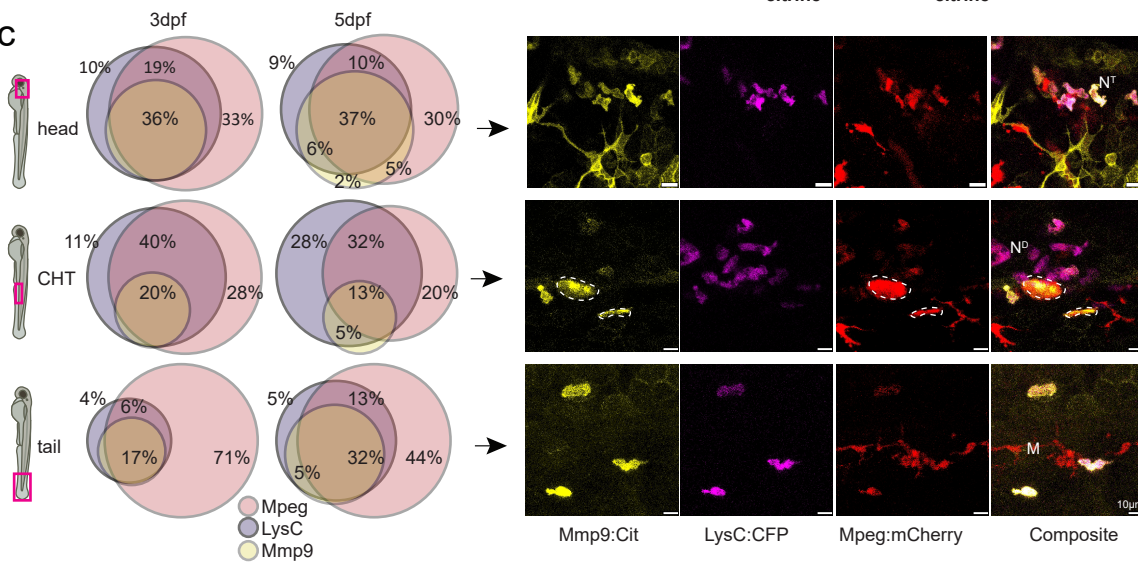**d**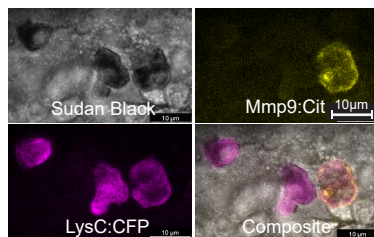**f**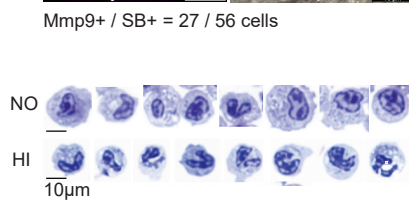**e**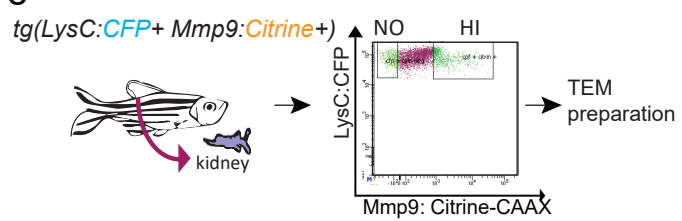**g**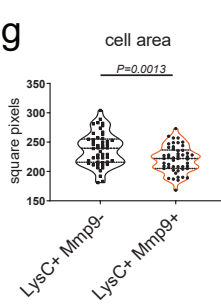**h**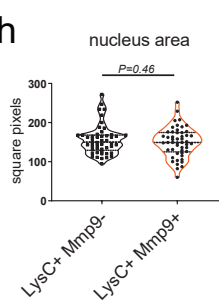**i**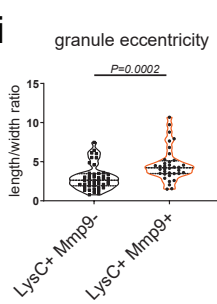

**Supplementary Figure 1: Newly generated BAC transgenic line *Tg(BACmmp9:Citrine-CAAX)<sup>vi003</sup>* reporting epithelial and leukocyte expression.** **a** *Tg(BACmmp9:Citrine-CAAX)<sup>vi003</sup>* zebrafish exhibit transcriptional activity of the *mmp9* locus in epithelial cells of the skin and gut and in dispersed cells. F1 *mmp9:Citrine* larvae were analyzed using fluorescence confocal microscopy on a Leica SP8 with a HCX PL APO CS 10x/0.40 DRY objective for Citrine (in yellow) at 2 and 5 dpf. To cover the whole larvae three individual pictures were taken and stitched. Scale bars 250  $\mu$ m. Insets show expression in myeloid cells, the epithelia of the distal gut and the tail fin. **b** *Mmp9* RNA is enriched in whole kidney marrow cells from *Tg(lysC:CFP-NTR)<sup>vi002</sup>/Tg(BACmmp9:Citrine-CAAX)<sup>vi003</sup>* double transgenic adult fish sorted for Citrine expression. Whole kidney marrow (WKM) was isolated and FACS sorted into CFP+ Citrine- or CFP+ Citrine+ cells, which were analyzed by quantitative real-time PCR with primers for *mmp9*.  $n = 3$ , two-tailed paired t-test  $P = 0.0144$ . **c** Confocal analyses of co-localizations of LysC, Mmp9 and Mpeg in triple transgenic larvae *Tg(lysC:CFP-NTR)<sup>vi002</sup> Tg(BACmmp9:Citrine-CAAX)<sup>vi003</sup> Tg(mpeg:mCherry)<sup>g123</sup>* at 3 or 5 dpf in the head ( $n = 6$  for 3 dpf;  $n = 5$  for 5 dpf), CHT (caudal hematopoietic tissue) ( $n = 7$  for 3 dpf;  $n = 3$  for 5 dpf) or tail ( $n = 7$  for 3 dpf;  $n = 3$  for 5 dpf) region. Venn diagrams showing average percentages ( $n = 3-7$  larvae) and representative images at 5 dpf (right). Dashed lines indicate pigments. M, a typical Mpeg<sup>+</sup> macrophage; N<sup>T</sup>, a LysC<sup>+</sup>Mmp9<sup>+</sup>Mpeg<sup>+</sup> neutrophil; N<sup>D</sup>, a LysC<sup>+</sup>Mmp9<sup>-</sup>Mpeg<sup>+</sup> neutrophil. Acquired at a Leica TCS SP8 WLL microscope (HC PL APO CS2 40x/1.10 WATER objective). Scale bar = 10  $\mu$ m. **d** Sudan Black (SB) staining of *tg(lysC:CFP-NTR)<sup>vi002</sup>/Tg(BACmmp9:Citrine-CAAX)<sup>vi003</sup>* larvae at 2 dpf. Mmp9<sup>+</sup> LysC<sup>+</sup> neutrophils demarcates a subpopulation of SB+ cells. **e** Preparation of FACS-sorted cells for TEM. **f** Toluidine blue-stained semi-thin sections of Mmp9<sup>-</sup> LysC<sup>+</sup> samples (NO = no expression; upper panel) display presence of immature cells indicated by significantly larger cell sizes **g** (two-tailed unpaired t-test  $P=0.0013$ ), and unsegmented nuclear shapes whereas Mmp9<sup>+</sup> LysC<sup>+</sup> cells (HI = high expression; lower panel) show a differentiated morphology with a smaller cell volume and segmented nuclei. **h** Nuclear areas measured on stained semi-thin sections were similar (two-tailed unpaired t-test  $P=0.46$ ). **i** Eccentricity of granules was measured in ImageJ on electron micrographs from Mmp9<sup>-</sup> LysC<sup>+</sup> ( $n = 5$  cells; 44 granules) and Mmp9<sup>+</sup> LysC<sup>+</sup> ( $n = 2$ ; 36 granules; two-tailed unpaired t-test  $P=0.0002$ ).

## a Gating strategy for myeloid populations

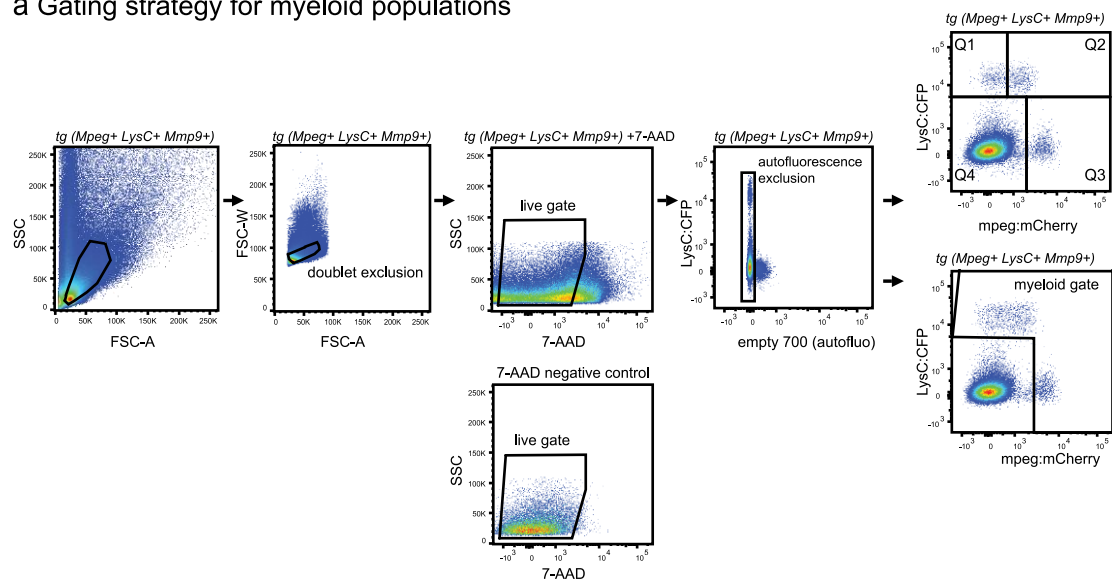

## b Gating for phagocytosis measurement

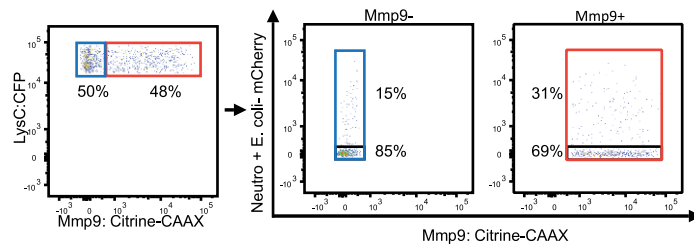

## c ROS production by Mmp9+ neutrophils

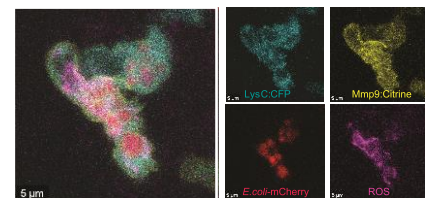

At infection site:  
11/239 (4.6%) Mmp9+ CellROX+  
2/114 (1.7%) Mmp9- CellROX+

## d LysC:CFP+ gate

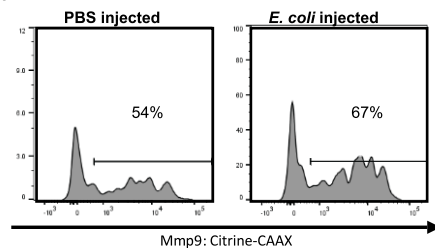

## e

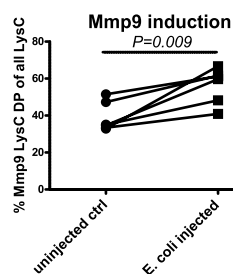

## f

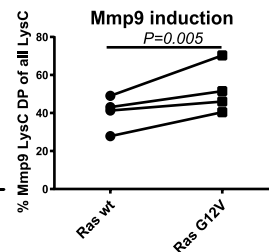

## Supplementary Figure 2: Immune activation regulates frequency of mmp9+ neutrophils

### a Gating strategy for myeloid populations as performed for Fig. 1c. b In vivo phagocytosis measurement.

Gating strategy and representative flow cytometry plots of cells isolated from *E. coli* injected larvae 6 hpi, pre-gated on *LysC:CFP*<sup>+</sup> cells (left) and further gated on Mmp9<sup>-</sup> (middle panel) and Mmp9<sup>+</sup> (right panel) populations, showing a higher percentage of Mmp9<sup>+</sup> cells with bacterial cargo. c Reactive oxygen species (ROS) production by Mmp9<sup>+</sup> LysC<sup>+</sup> neutrophils. Visualization of CellROX Deep red after otic vesicle injection of *E. coli*-mCherry at 90 minutes post injection. Imaged on a Leica SP8 with a HC PL APO CS2 63x/1.40 OIL. d Representative flow cytometry histograms showing induction of *mmp9:Citrine* expression in neutrophils gated on *LysC:CFP*<sup>+</sup> by wounding through PBS injection (left) or administration of bacteria (right). e Graph summarizing results of six independent activation experiments (~20 larvae each) analyzed by flow cytometry indicating an increased

frequency of  $Mmp9^+$  cells within the  $lysC:CFP^+$  neutrophil population upon *E. coli* injection (6 hpi). Paired t-test;  $P = 0.009$ . **f** Upregulation of *mmp9:Citrine* in neutrophils gated on  $lysC:CFP^+$  in the kita pre-neoplastic melanoma model *Et(kita:GAL4)<sup>hzm1</sup> x Tg(HRAS\_G12V:UAS:CFP)<sup>vi004</sup>* at 3 dpf. n=4. Paired t-test;  $P = 0.005$ .

**a** Sorting cells for scRNA sequencing:

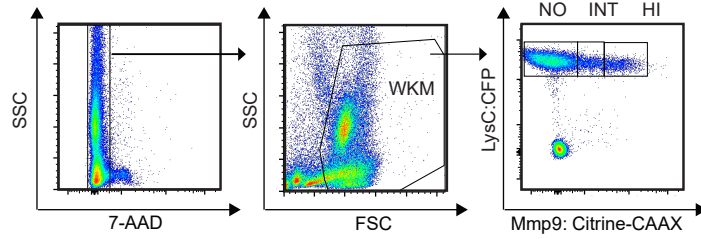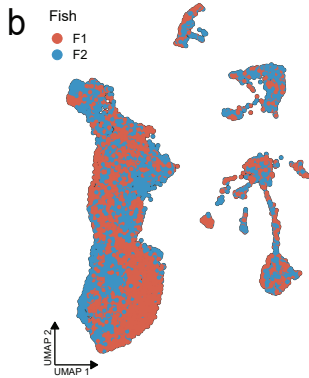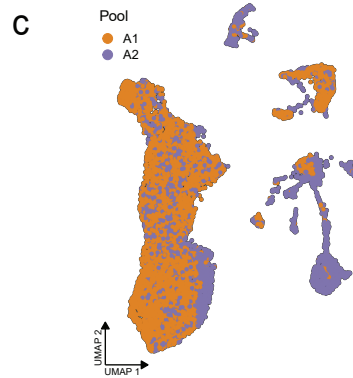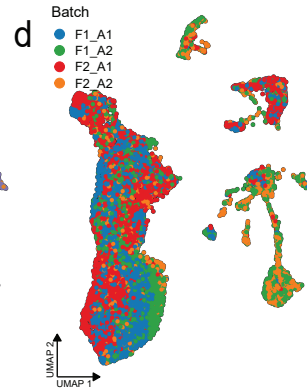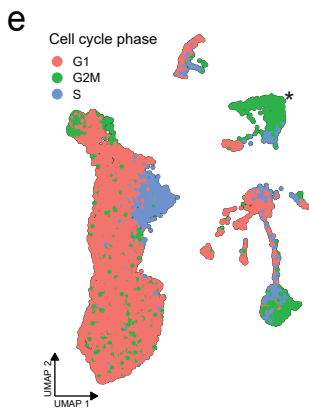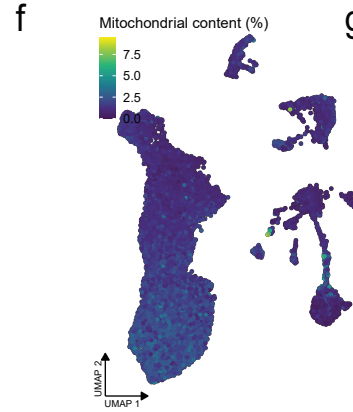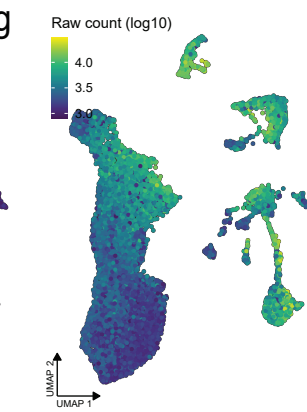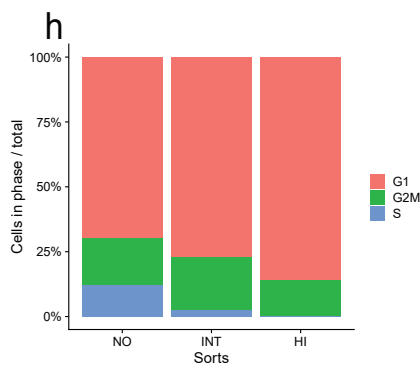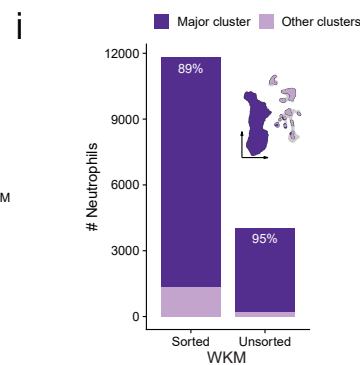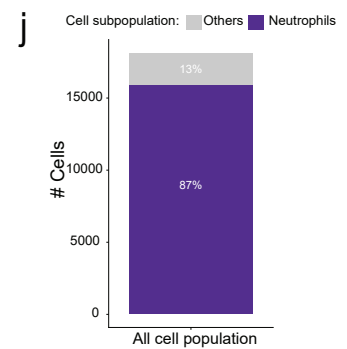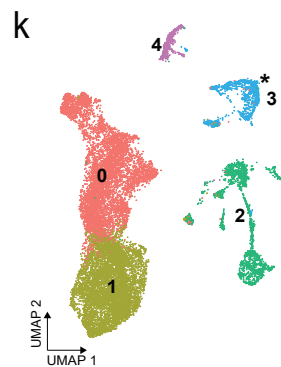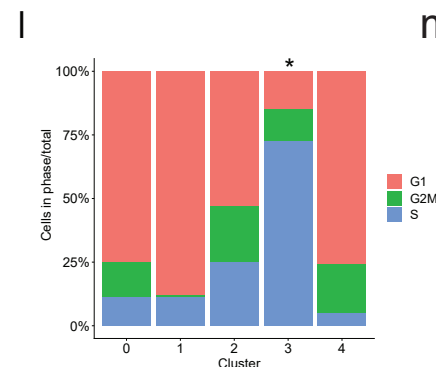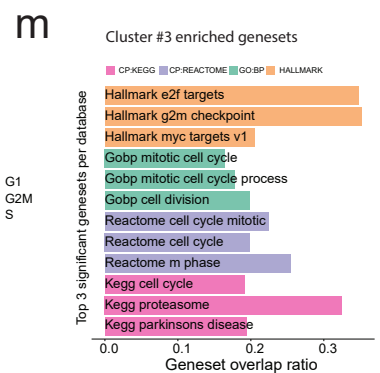

**Supplementary Figure 3: Workflow and quality control of scRNA-seq of zebrafish kidney marrow neutrophils**

**a** FACS gating strategy for neutrophil isolation for 10x Genomics analysis. Whole kidney marrow (WKM) cells were sorted on a FACS Aria II gating on live (7-AAD negative), Forward scatter (FSC)/ side scatter (SSC) gate to exclude debris and dead cells. Neutrophils were gated on *lys:CFP+* and different levels of *Mmp9:Citrine-CAAX* expression. UMAP (Uniform Manifold Approximation and Projection) representation of WKM and sorted neutrophils labelled by biological (**b**, Fish) and technical covariates (**c**, Pool = FACS well; **d**, Batch), inferred cell cycle phase (**e**), proportion of mitochondrial reads (**f**), and  $\log_{10}$  raw UMI counts (**g**). **h** Bar plot showing the proportion of each cell cycle phase per sorted subset. NO = no expression; INT = intermediate expression; HI= high expression. **i** Stacked bar plot showing the number of neutrophils in the sorted and unsorted WKM subsets, along with the relative frequency of cells from neutrophil-major and neutrophil minor clusters displayed on a small UMAP in the same plot. **j** Stacked bar plot showing the total number and relative frequency of neutrophils. **k** UMAP of single-cell RNA-seq data ( $n = 18,150$  cells) showing Seurat clustering results using resolution  $0.05$ . The cycling cell cluster is labelled with an asterisk (\*). **l** Stacked bar plot showing the percentage of cells per cell-cycle phase in each cluster. The cycling cell cluster is labelled with an asterisk (\*). **m** Top 3-enriched gene sets per database (ranked by FDR) from hyper overrepresentation analysis of cluster 3 markers.

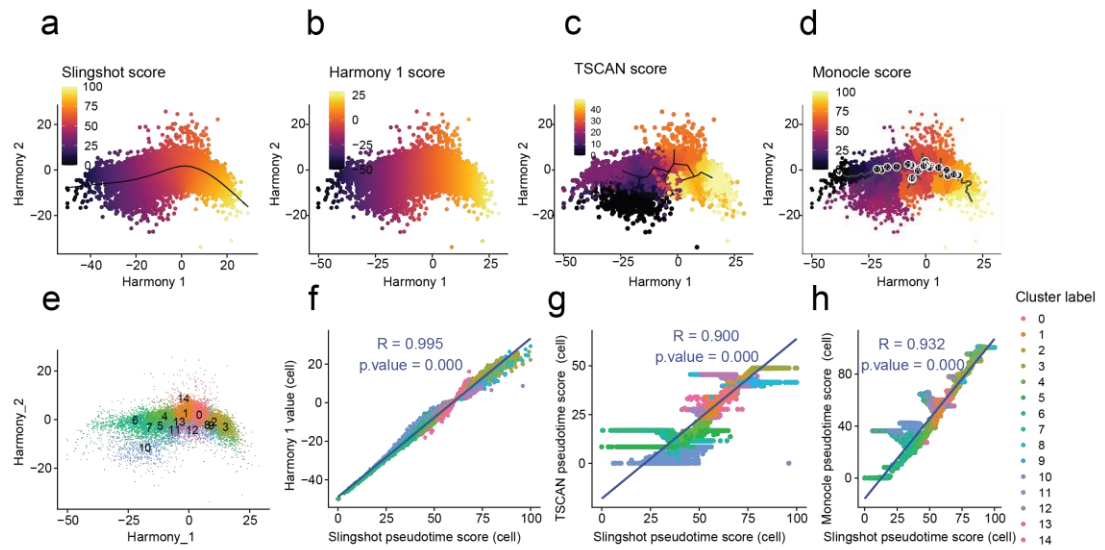

**Supplementary Figure 4: Comparison of different trajectory inference methods to Slingshot.** The top panels show the trajectories and pseudotime scores returned by Slingshot (a), "Harmony 1" (b), TSCAN (c), and Monocle (d). The bottom row shows the clusters (1-14) (e) used for tools that required pre-defined clusters (TSCAN, Monocle) and scatterplots comparing Slingshot pseudotime (x-axis) with the pseudotime scores returned by "Harmony 1" (f), TSCAN (g), and Monocle (h) on the y-axis.

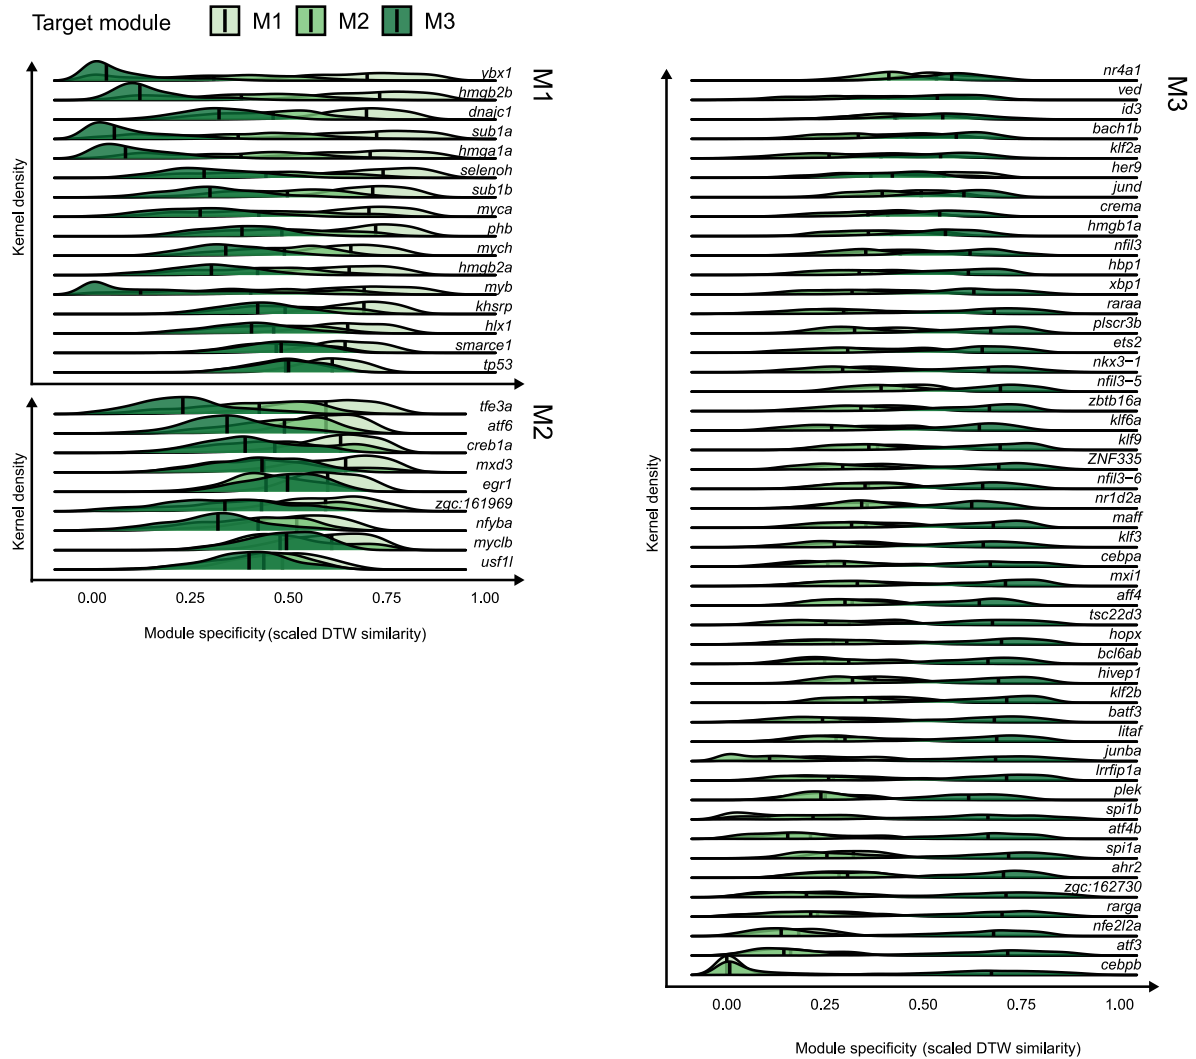

**Supplementary Figure 5: Identification of candidate regulators per gene module by dynamic time warping analysis**

Ridge plots showing the distribution of transcription factor specificity for each gene across the three modules (M1-3). Y-axis show all transcription factors grouped by the corresponding module. The X-axis indicates the specificity score of a transcription factor with respect to the genes of each module. Briefly, specificity measures the similarity of a target gene expression pattern to a candidate regulator, compared to all other transcription factors (see *Methods* for the formula).

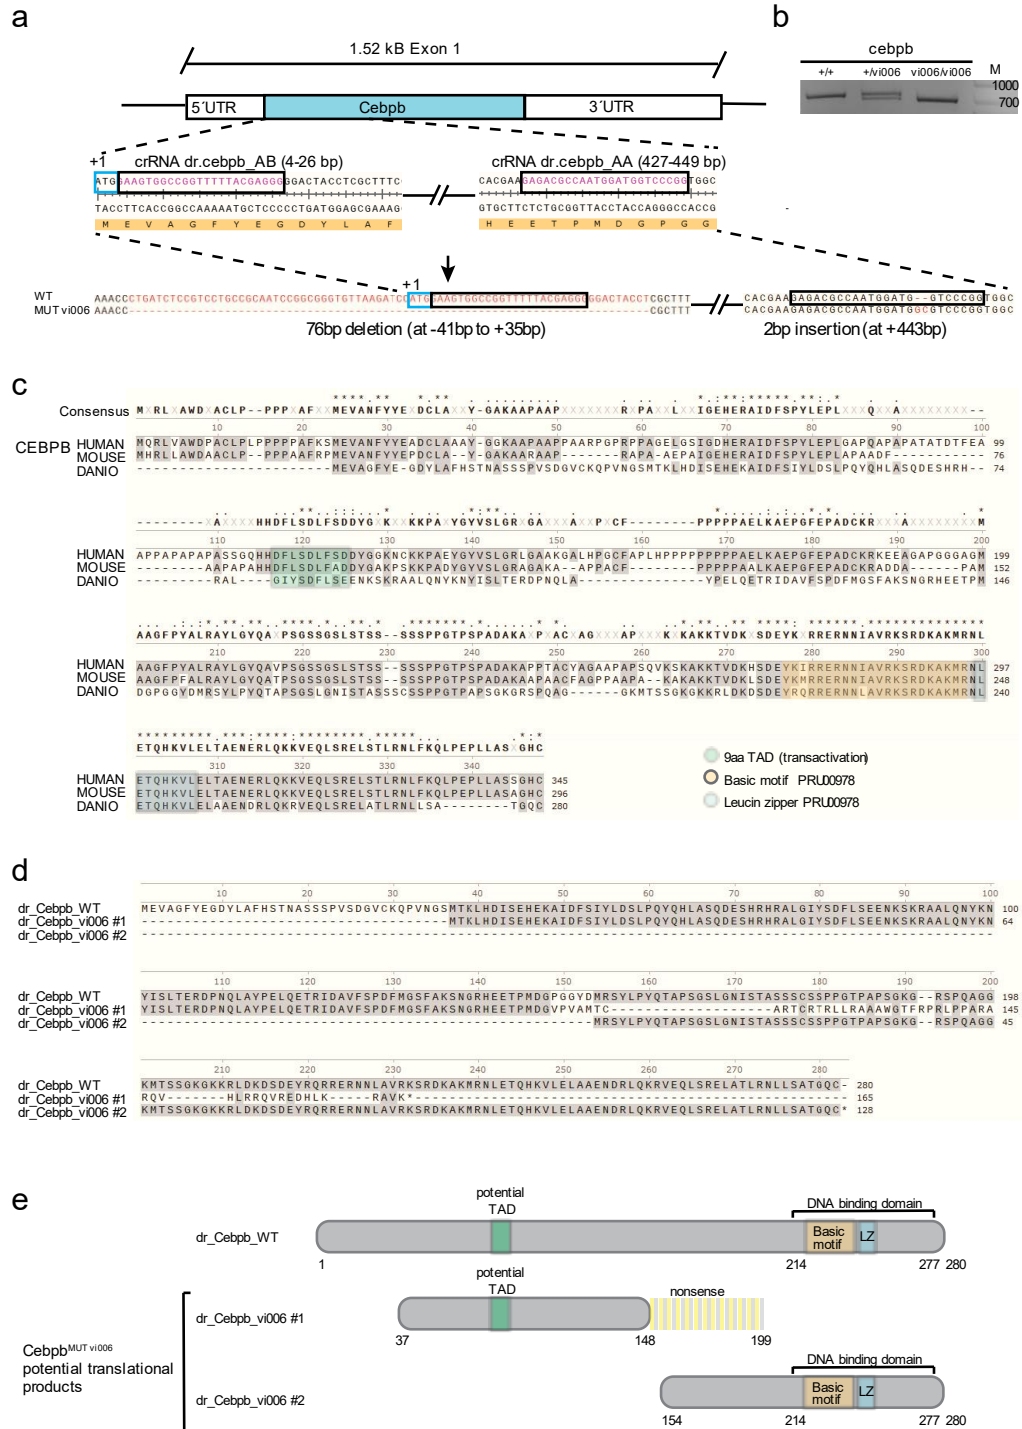

**Supplementary Figure 6: Generation of *Cebpb*<sup>vi006</sup> mutant by CRISPR-Cas9**

**a** Genetic locus scheme of the single-exon gene *cebpb* in zebrafish. Black boxes indicate the two crRNA sequences used in combination for targeting *cebpb*. The *cebpb* mutant line *vi006* was generated by microinjecting Cas9-RNPs into fertilized *Tg(lysc:CFP-NTR)*<sup>vi002</sup>/*Tg(BACmmp9:Citrine-CAAX)*<sup>vi003</sup> eggs. *cebpb*<sup>MUT</sup><sup>vi006</sup> contains a 76 bp deletion (-41 to +35 bp) and a 2 bp insertion (at +443 bp). **b** *cebpb* mutant genotyping by PCR. Agarose gel showing *cebpb*<sup>WT</sup> (787bp), *cebpb*<sup>WT/MUT</sup><sup>vi006</sup> (787/713 bp) heterozygous and *cebpb*<sup>MUT</sup><sup>vi006/MUT</sup><sup>vi006</sup> (713 bp) homozygous bands. **c** Alignment of human CEBPB (P17676), mouse CEBPB (P28033) and zebrafish

Cebpb (ENSDARP00000062701) amino acid sequences by Clustal Omega indicates a conserved domain architecture including a potential transactivation domain (TAD) and a bZIP motif. **d** Alignment of wildtype and mutant Cebpb amino acid sequences. Zebrafish C/ebp- $\beta$  is highly homologous to mouse and human C/EBP- $\beta$  in the TAD and bZip domains. In mammals the single exon gene C/EBP- $\beta$  can produce three N-terminally truncated isoforms translated from a single RNA containing successive in-frame start codons<sup>A1</sup>. The shortest truncated isoform LIP lacks the transactivation domain (TAD) and is considered a dominant repressor by binding and functionally neutralizing dimerization partners of the C/EBP, JUN and ATF families<sup>A2, A3</sup>. The zebrafish *cebpb*<sup>MUT vi006</sup> line could potentially lead to two translational products: #1; an N-terminally shortened form by 36 aa containing the TAD domain but no DNA-binding domain; #2 an N-terminally shortened form by 153 aa containing no TAD, but a DNA-binding domain, similar to mammalian LIP. **e** Domain structure of potential *cebpb*<sup>MUT vi006</sup> products. LZ = leucine zipper.

Fig. 7a. Cross-correlation lags of selected genes relative to zebrafish

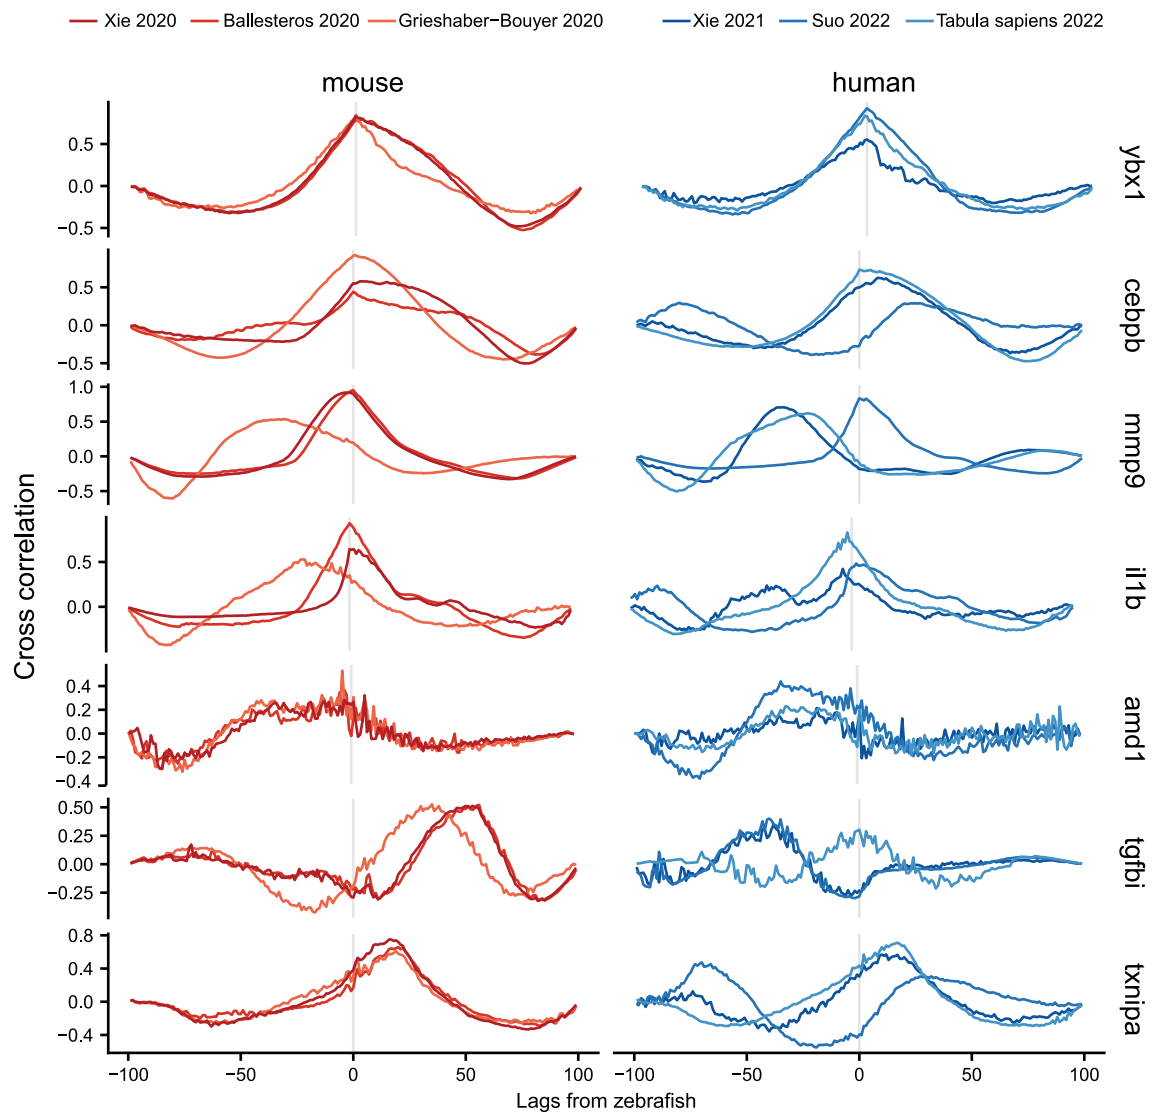

Fig 7b.Cross-correlation lags from zebrafish reference for all common differentially expressed genes (M1).

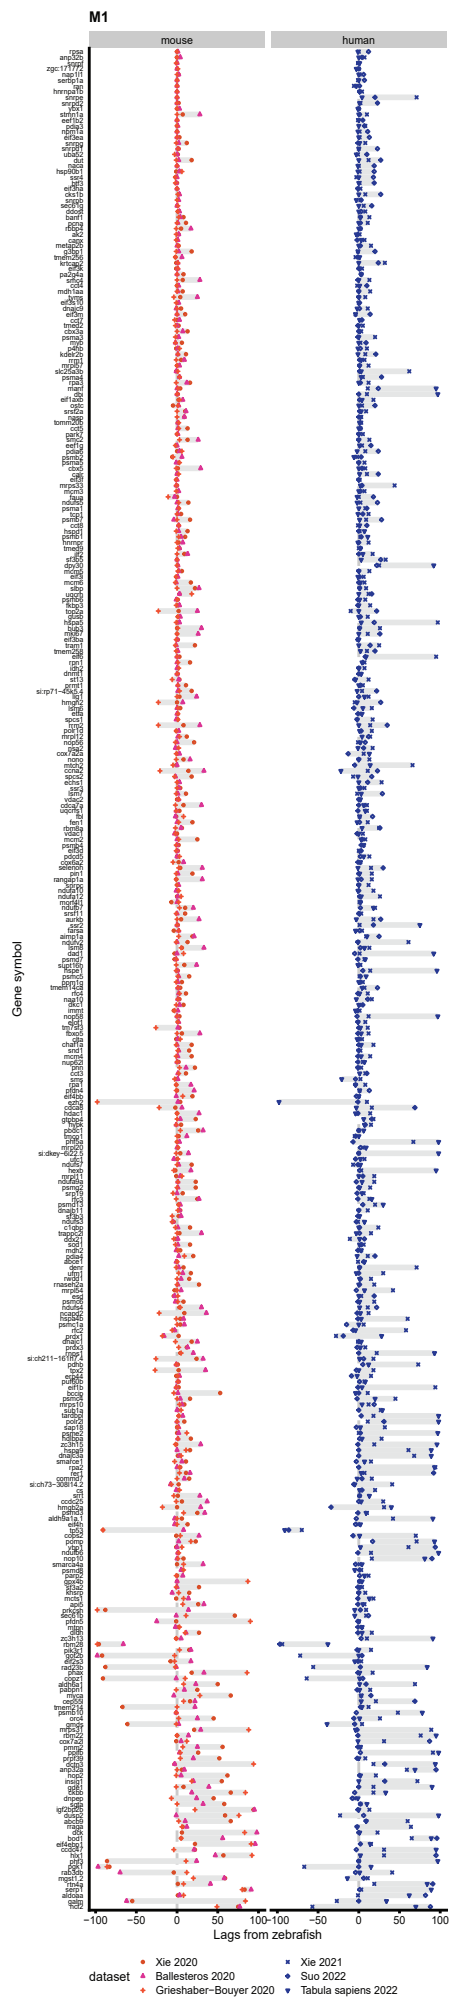

Fig. 7b.Cross-correlation lags from zebrafish reference for all common differentially expressed genes (M2)

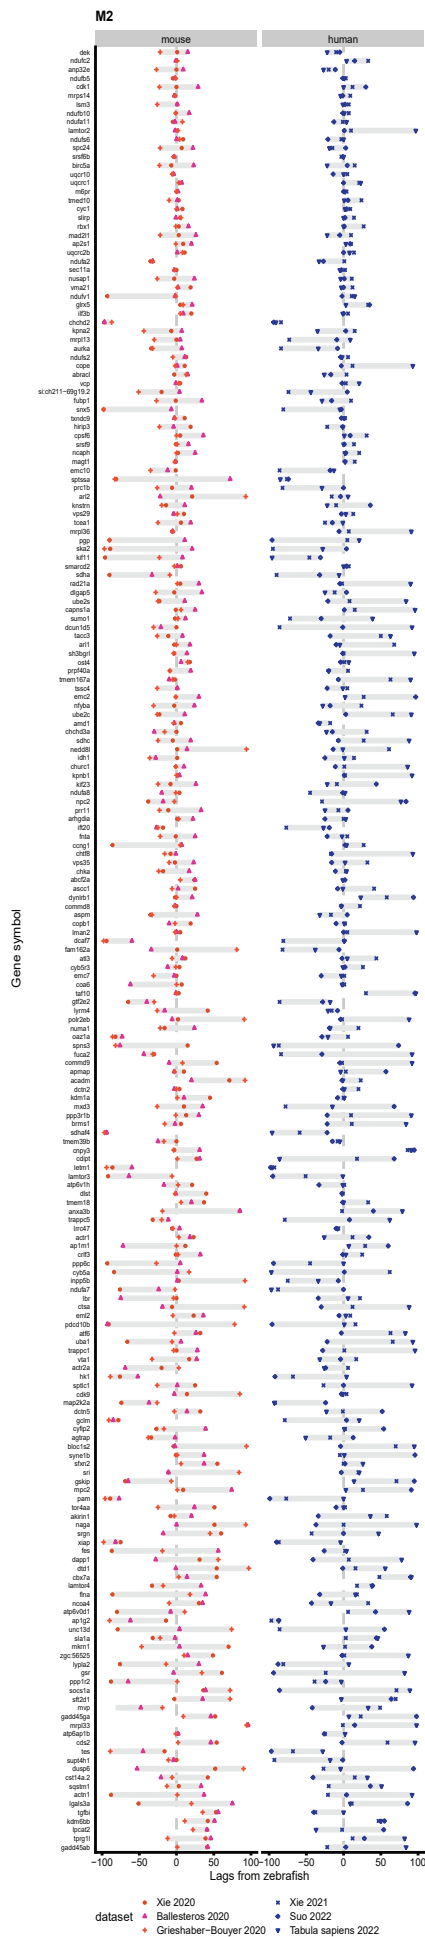

Fig 7b.Cross-correlation lags from zebrafish reference for all common differentially expressed genes (M3)

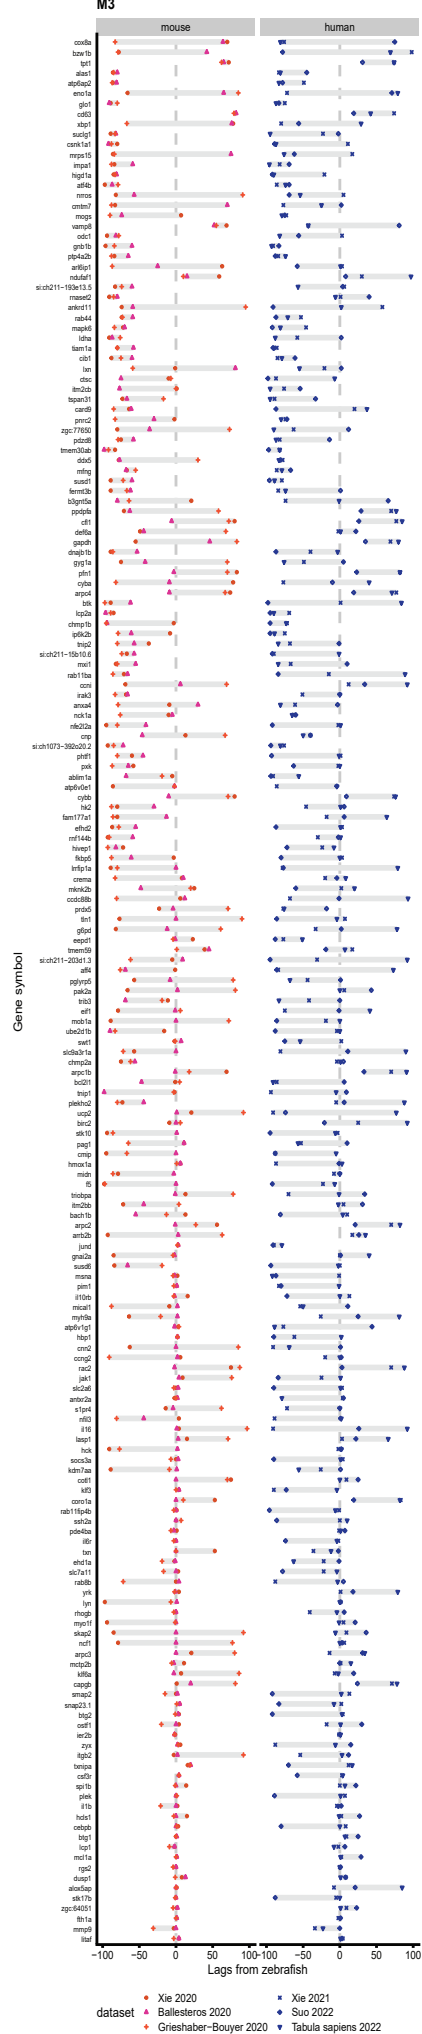

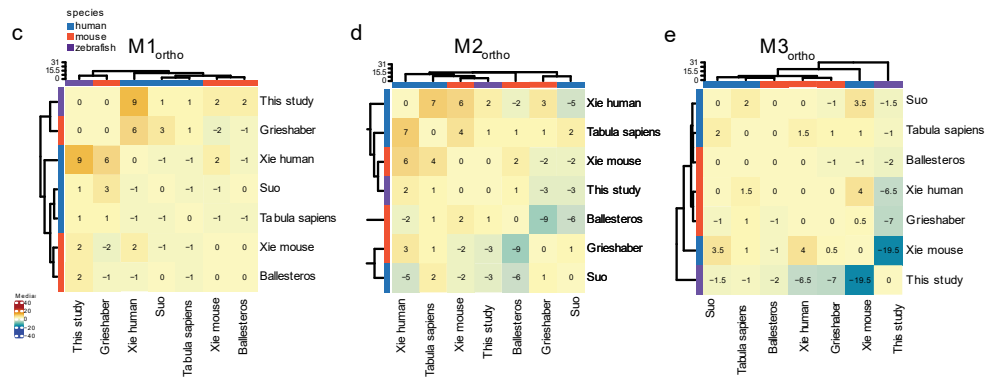

**Supplementary Figure 7: Cross-correlation analysis of gene expression during zebrafish and mammalian neutrophil maturation** **a** Line plots showing seven selected examples of genes with different cross correlation patterns. *ybx1* shows a good concordance across species with highest correlation centered at zero lags from zebrafish. *mmp9* expression shows a noticeable lag to an earlier maturation phase relative to zebrafish with cross correlation peaking at negative lags. *tgfbi* shows contradictory pattern between mouse and human. **b** Cross-correlation lags for all commonly differentially expressed genes in all datasets. A positive value indicates a gene is expressed at a later stage relative to its expression stage in zebrafish, and *vice versa*. **(c-e)** Heatmaps displaying the median co-phenetic distance of orthologue expression between the indicated datasets, ordered by hierarchical clustering with complete linkage.

a. HAY signature genes included in the zebrafish signature

b. Application of HAY\_immature signature on Ramirez et al . in-vitro differentiated neutrophils

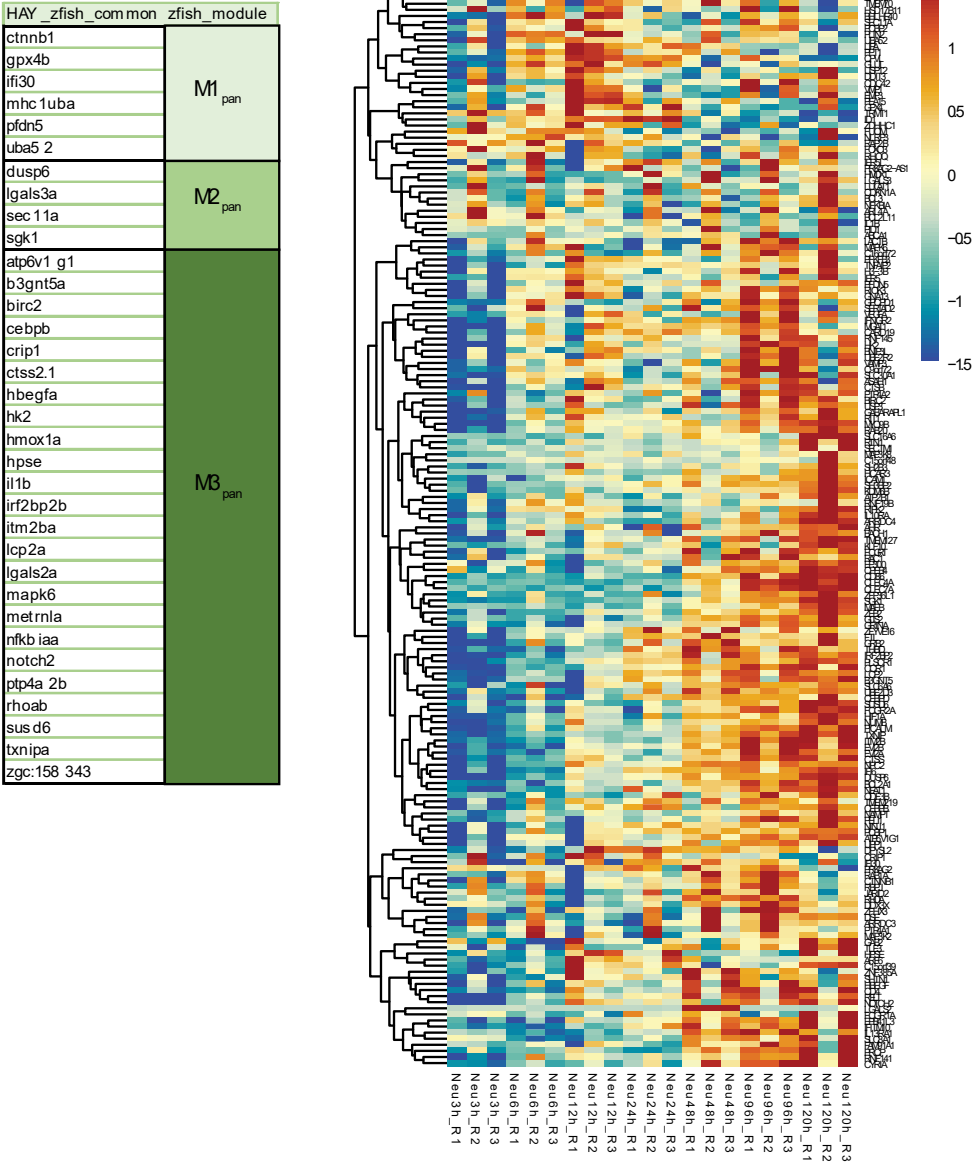

**Supplementary Figure 8: HAY\_immature signature pre-dominantly includes late neutrophil maturation genes.** **a** Evaluation of the overlap between zebrafish gene modules and genes from HAY\_immature signature<sup>55</sup>. **b** Heatmap analysis of HAY\_immature signature on Ramirez *et al.*<sup>51</sup> *in vitro* differentiated neutrophils.

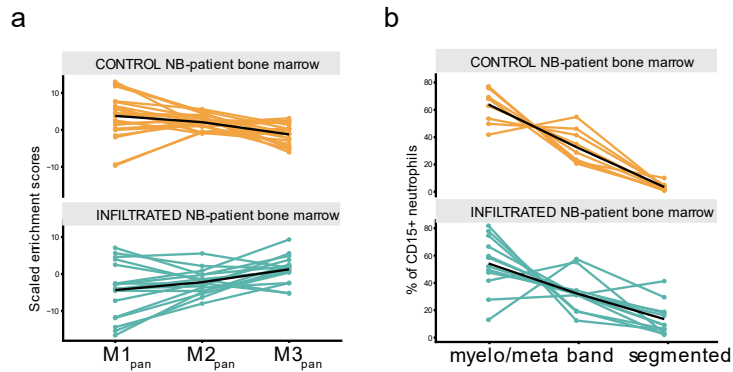

**Supplementary Figure 9: Human Neuroblastoma-BM RNA-seq analysis.** **a** Scaled ssGSEA<sup>57</sup> enrichment scores for M1<sub>pan</sub>, M2<sub>pan</sub>, and M3<sub>pan</sub> genes in bulk RNA-seq data<sup>56</sup> from 38 bone marrows of patients with metastatic (n = 17, infiltrated) and localized (n = 21, control) neuroblastoma (NB). Line plots show scores for each dataset. **b** Frequency of myelocytes and metamyelocytes, band cells and segmented neutrophils among all CD15<sup>+</sup> neutrophils in BM cytospin samples from patients with metastatic (n = 12, infiltrated) and localized (n = 9, control) neuroblastoma. Samples were stained with Iridium and anti-CD15-Bi209, analyzed by IMC and assessed for their morphology in QuPath. Line plots show frequencies of each neutrophil subtype per patient.

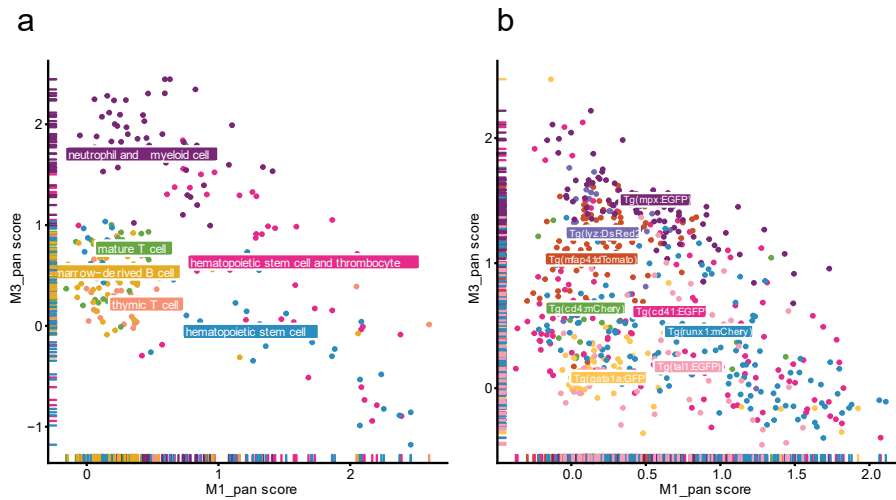

**Supplementary Figure 10: Specificity of neutrophil maturation signatures in zebrafish hematopoietic**

**reference data.** Scatterplots comparing M1<sub>pan</sub> and M3<sub>pan</sub> signature scores in different hematopoietic cell types from Athanasiadis *et al.* 2017 (a) and Tang *et al.* 2017 (b)<sup>38,24</sup>. Module scores were calculated by

*AddModuleScore* function from Seurat package. In both cases, we found that mature “neutrophils and myeloid cells” and cells with neutrophil-linked reporters *lyz* and *mpx* exhibited the strongest M3<sub>pan</sub> scores while having very low M1<sub>pan</sub> scores. On the contrary, subsets of HSPCs and/or *runx1* progenitors had a high M1<sub>pan</sub> score and low M3<sub>pan</sub> score. Both datasets also showed (few) neutrophils with medium scores for both signatures, which might represent cells at intermediate maturation stages. Cells of other hematopoietic lineages had a low score for both M1<sub>pan</sub> and M3<sub>pan</sub> (e.g., *cd4* / T cells).

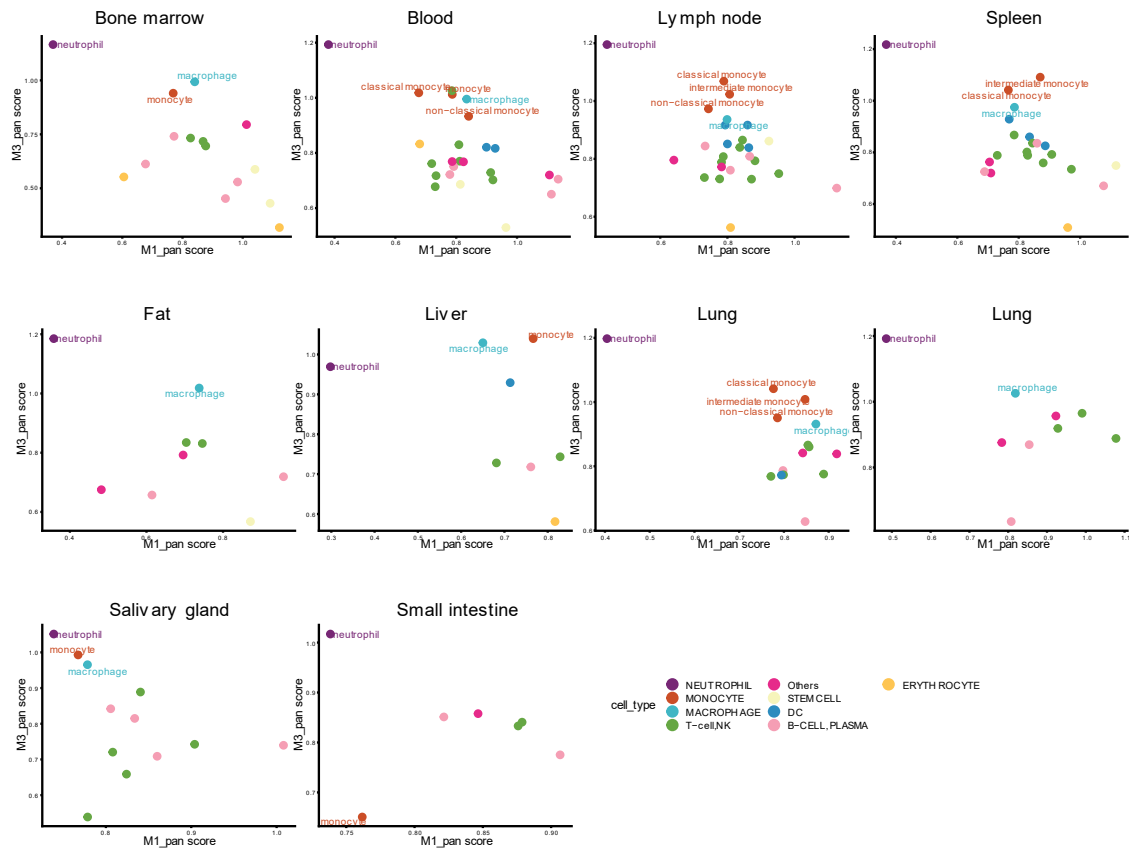

**Supplementary Figure 11: Specificity of neutrophil maturation signatures in Human Cell Atlas data.**

Scatterplots comparing M1<sub>pan</sub> and M3<sub>pan</sub> signature scores across pseudo-bulk data of human <sup>53</sup>hematopoietic cell types from Tabula Sapiens Consortium 2022 across different tissues. Module scores were calculated by *gsva* function from GSVA package. The two module scores clearly separate neutrophils from the other cell types across all tissues.

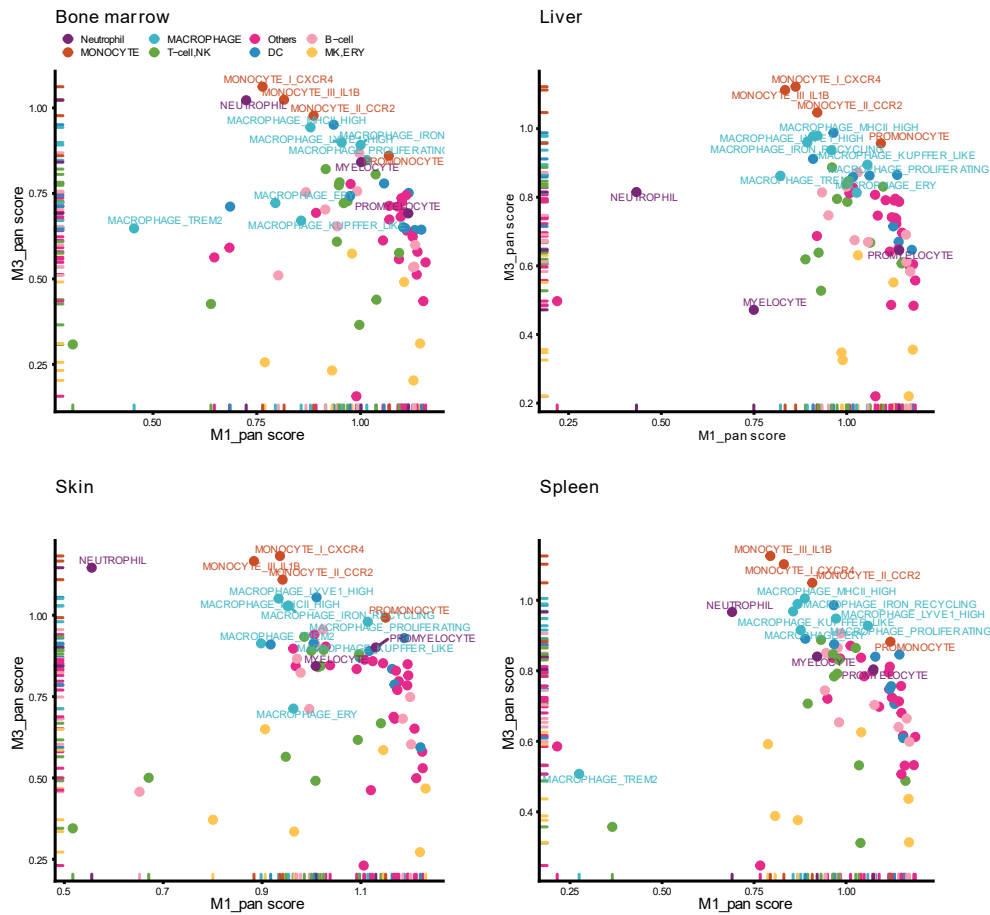

**Supplementary Figure 12: Specificity of neutrophil maturation signatures in human development atlas.**

Scatterplots comparing M1<sub>pan</sub> and M3<sub>pan</sub> signature scores across pseudo-bulks of human hematopoietic maturation stages from Suo 2022 *et al.* across different tissues<sup>52</sup>. Module scores were calculated by *gsva* function from GSVA package. The mature neutrophil stage (NEUTROPHIL) shows high M3<sub>pan</sub> score and low M1<sub>pan</sub> score, the immature stage (PROMYELOCYTE) shows the opposite pattern, and the intermediate stage (MYELOCYTE) is in-between. In combination, the scores from the two modules resolve and separate the three neutrophil stages across tissues achieving the correct order of maturation (albeit individual scores might be higher, e.g., M3<sub>pan</sub> for some monocytes).

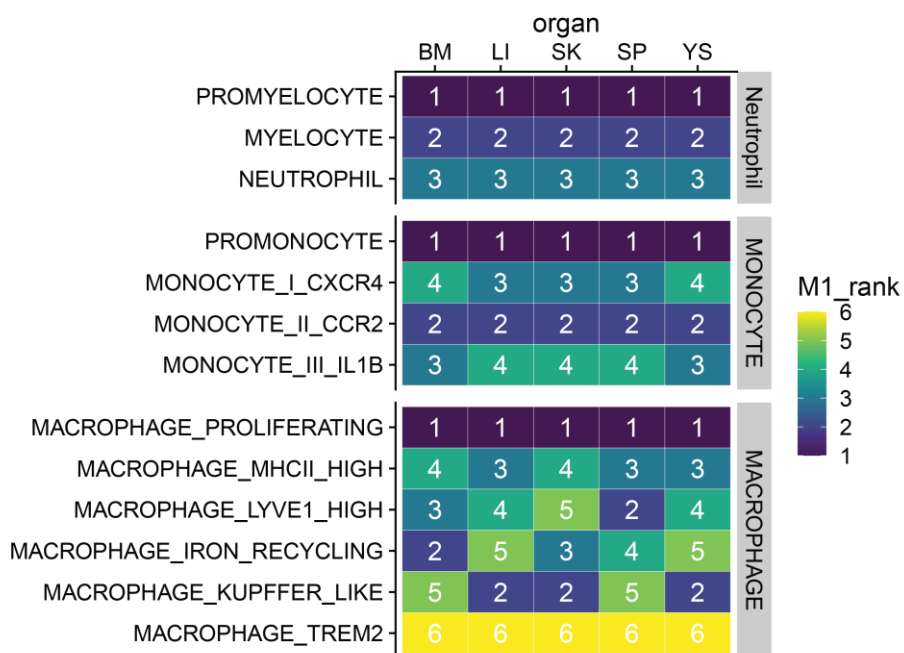

**Supplementary Figure 13: Order of maturation stages of myeloid cells based on M1<sub>pan</sub> score.** Heatmap showing the order maturation stages of each cell type across different tissues. The numbers are the ranks where lower values indicate earlier maturation stage. X-axis shows the tissues and y-axis shows maturation stages ordered following the original publication Suo *et al.* 2022. Neutrophils are the only cell type where the correct order is attained and maintained across tissues.

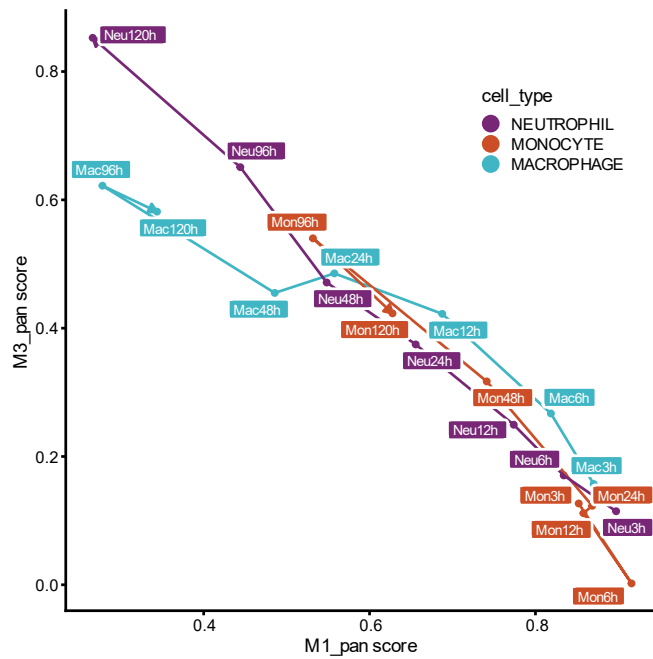

**Supplementary Figure 14: Specificity of neutrophil maturation signatures in human in-vitro data.** Scatterplot comparing M1<sub>pan</sub> and M3<sub>pan</sub> signature scores in differentiating human myeloid cell types from Ramirez *et al.* 2017. Module scores were calculated by *gsva* function from GSVA package. The results of this dataset show that differentiating neutrophils (Neu) at early time points had higher M1<sub>pan</sub> and lower M3<sub>pan</sub> scores compared to monocytes (Mon) and macrophages (Mac), which gradually switches to the opposite pattern at late differentiation timepoints. Additionally, while the neutrophil maturation trajectory is correctly recapitulated based on the two modules scores, they completely fail to order the monocyte maturation time points and incorrectly reverse the order of 120 and 96 hours in macrophages.

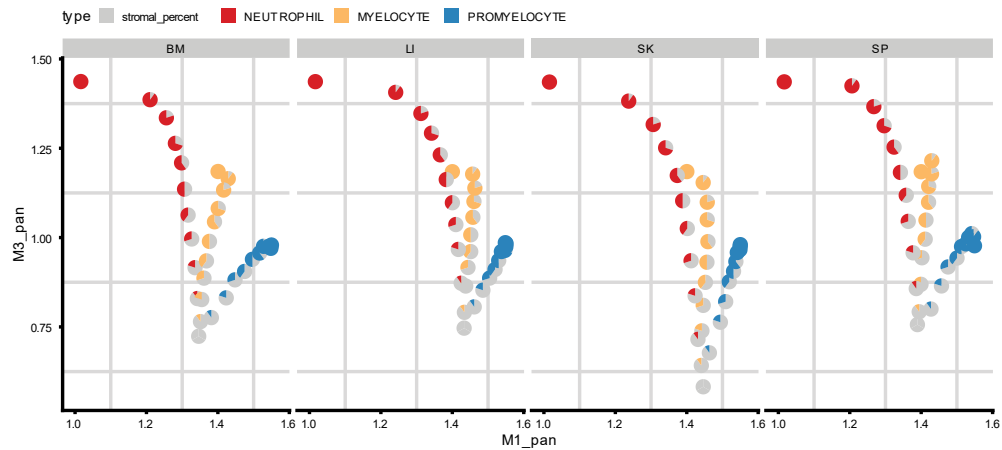

**Supplementary Figure 15: Computational mixing of neutrophil maturation stages and stromal cells.** Scatter plot of M1<sub>pan</sub> and M3<sub>pan</sub> signature scores across a gradient of neutrophil and stromal cells mixes from different tissues from Suo *et al.* 2022. Module scores were calculated by *gsva* function from GSVA package. The mixing process was repeated 20 times, and the median scores are shown in the figure. The analyses shown here evaluate how well maturation status could be assessed in the context of different surrounding tissues. We performed an *in silico* titration experiment in which we mixed in neutrophils at different maturation stages (promyelocyte, myelocyte, neutrophil) and at different ratios (0%, 10%, ..., 100%) with stromal cells from different tissues to create pseudo-bulk samples with known neutrophil contributions. The results show how the modules scores' order and resolve the mixtures into increasingly different groups with increased neutrophil. The distinction between stages can be made at neutrophil percentages as low as 20%.

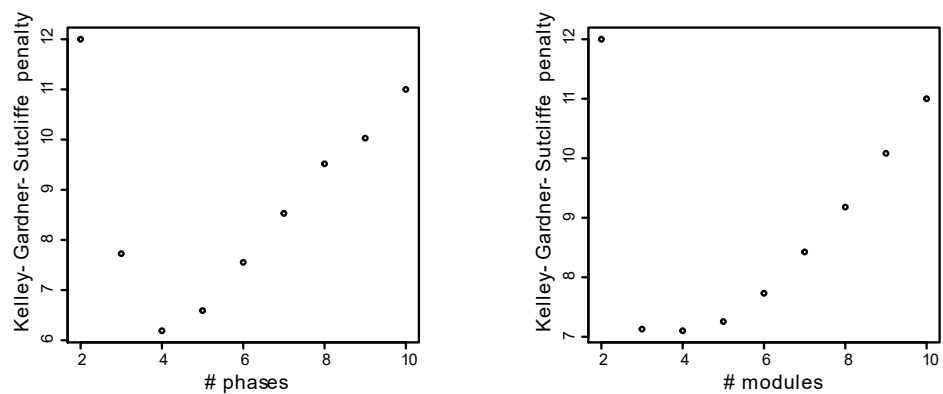

**Supplementary Figure 16: Optimal selection of the number of phases and modules.** Using Kelley-Gardner-Sutcliffe penalty for optimal pruning of the hierarchical cluster tree. The minimum penalty corresponds to the suggested number of clusters.

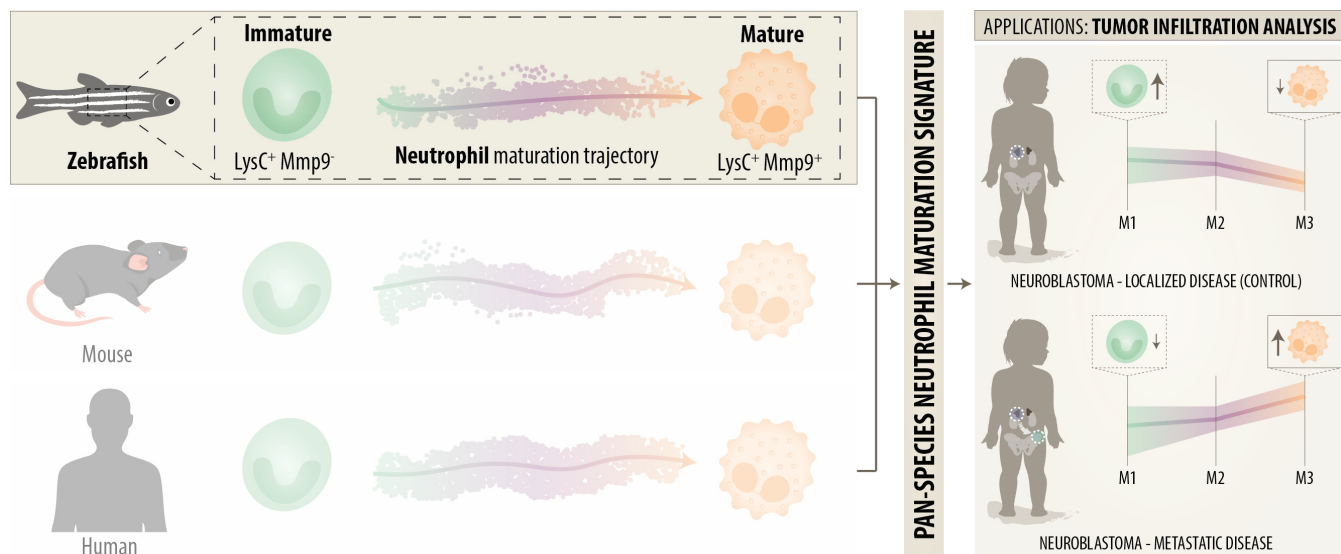

**Supplementary Figure 17:** Graphical abstract

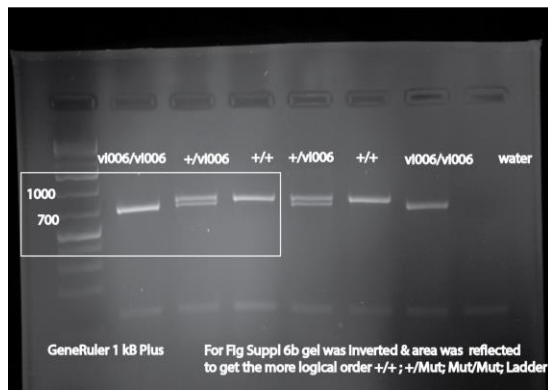

**Supplementary Figure 18:** Uncropped scan of the gel shown in Supplementary Figure 6b. The gel was inverted and the area was reflected to get the more logical order +/-; +/-vi006; vi006/vi006. GeneRuler 1kB Plus was used as ladder.

### Supplementary Table 1:

Primers used for qPCR

|        |                         |                          |
|--------|-------------------------|--------------------------|
| cebpb  | CAAAAGTAACGGGCGACAC     | CATTTTACGCCCCGCTTGAG     |
| ef1a   | CTACCCTCCTCTTGGTCGCT    | GGAACGGTGTGATTGAGGGAA    |
| fcgr1g | TGGAGACCTCTATCAGGATCTGG | AATGTGGGACATGGTTACAGC    |
| il1b   | AAAGTGCGCTTCAGCATGTC    | ACCCGCTGATCTCCTTGAGT     |
| lyz    | GCCTACTGGGAAAGCAGGTT    | AAGCAAGTCTGAACAGGCCA     |
| mcl1a  | AACAAGAGCTGGCATGGGTT    | CTTCTAAGCGCCTCGGTGAG     |
| mmp9   | GCTTCTGTCCCAGTGAGCTT    | GCCGTATCTCTGTTAGGGCA     |
| spi1b  | AGAGAGGGTAACCTGGACTGG   | TAATCCCAAGAGTGATCGTTCTGA |

#### Additional References in Supplementary Information

- A1. Descombes, P. & Schibler, U. A liver-enriched transcriptional activator protein, LAP, and a transcriptional inhibitory protein, LIP, are translated from the same mRNA. *Cell* **67**, 569-579 (1991).
- A2. Hsu, W., Kerppola, T.K., Chen, P.L., Curran, T. & Chen-Kiang, S. Fos and Jun repress transcription activation by NF-IL6 through association at the basic zipper region. *Mol Cell Biol* **14**, 268-276 (1994).
- A3. Vallejo, M., Ron, D., Miller, C.P. & Habener, J.F. C/ATF, a member of the activating transcription factor family of DNA-binding proteins, dimerizes with CAAT/enhancer-binding proteins and directs their binding to cAMP response elements. *Proc Natl Acad Sci U S A* **90**, 4679-4683 (1993).

# Supplementary material for: Comparative transcriptomics coupled to developmental grading via transgenic zebrafish reporter strains identifies conserved features in neutrophil maturation
**Source:** Nat Commun. 2024 Feb 27;15:1792. doi: 10.1038/s41467-024-45802-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Maturation-associated genes differential expression statistics using Slingshot, modules membership, and signatures assignment.

File Name: Supplementary Data 2

Description: Gene expression of maturation-associated genes along zebrafish discretized maturation trajectory.

File Name: Supplementary Data 3

Description: Output of overrepresentation analysis of gene-modules based on msigdb databases.

File Name: Supplementary Data 4

Description: DTW distance and similarity for all transcription factor – target gene pairs.

File Name: Supplementary Data 5

Description: Output of Dunn's test of transcription factors similarities to target genes across modules.

File Name: Supplementary Data 6

Description: Pan-species signature orthologous mapping across species.

File Name: Supplementary Data 7

Description: Output of cross-correlation analysis of mouse and human scRNA-seq trajectories separately and species average.

File Name: Supplementary Data 8

Description: Overview of utilized external datasets.

File Name: Supplementary Data 9

Description: Summary of CellRanger metrics for the sequencing runs.

File Name: Supplementary Data 10

Description: Gene expression of common maturation-associated orthologous across the aggregated neutrophil stages and along the discretized maturation trajectories in zebrafish, mouse and human.

File Name: Supplementary Data 11

Description: Output of differential expression analysis using *FindMarkers* function from Seurat package comparing the cycling cell cluster (see Supplementary Data Fig. 3k) to other clusters.

File Name: Supplementary Movie 1

Description: **Recruitment of Mmp9<sup>+</sup> cells to wound.** Behavior and recruitment of neutrophil subpopulations with different *mmp9:Citrine* levels (*lysC:CFP<sup>+</sup>/mmp9:Citrine<sup>+</sup>* and *lysC:CFP<sup>+</sup>/mmp9:Citrine<sup>-</sup>*) and macrophages (*mpeg:mcherry<sup>+</sup>*) to a needle inflicted wound in triple transgenic *Tg(lysC:CFP-NTR)<sup>vi002</sup>/Tg(BACmmp9:Citrine-CAAX)<sup>vi003</sup>/Tg(mpeg1:mCherry)<sup>g123</sup>* zebrafish larvae at 3 dpf imaged from around 20 min post-injury. Time-lapse maximum projections. Z stacks were acquired every 50 s at 3  $\mu$ m intervals, with a HC PL APO CS2 40x/1.10 WATER objective on a Leica SP8 confocal microscope using LAS X software, Zoom: 1.2 x. Scale bar = 25 $\mu$ m

File Name: Supplementary Movie 2

Description: **Migration behavior of an Mmp9<sup>+</sup> neutrophil showing projections around a cluster of transformed kita/RAS cells.** Representative time-lapse maximum projections acquired in quadruple transgenic *Et(kita:GAL4)<sup>hzm1</sup>/Tg(UAS:EGFP-HRAS\_G12V)<sup>io006</sup>/Tg(lysC:CFP-NTR)<sup>vi002</sup>/Tg(BACmmp9:Citrine-CAAX)<sup>vi003</sup>* zebrafish larvae starting at 102 hpf with a 40x objective. Z stacks were acquired every 51 s at 2  $\mu$ m intervals with a HC PL APO CS2 40x/1.10 WATER objective on a Leica SP8 confocal microscope using LAS X software, Zoom: 2 x. Scale bar = 25  $\mu$ m

File Name: Supplementary Movie 3

Description: **Interactions of Mmp9<sup>+</sup> and Mmp9<sup>-</sup> neutrophils with transformed kita/RAS cells.** Representative time-lapse maximum projections acquired in quadruple transgenic *Et(kita:GAL4)<sup>hzm1</sup>/Tg(UAS:EGFP-HRAS\_G12V)<sup>io006</sup>/Tg(lysC:CFP-NTR)<sup>vi002</sup>/Tg(BACmmp9:Citrine-CAAX)<sup>vi003</sup>* zebrafish larvae starting at 78 hpf. Z stacks were acquired every 3 min 39s at 3  $\mu$ m intervals with a HC PL APO CS2 40x/1.10 WATER objective on a Leica SP8 confocal microscope using LAS X software, Zoom: 1.7 x. Scale bar = 50 $\mu$ m

# Supplementary material for: Comparative transcriptomics coupled to developmental grading via transgenic zebrafish reporter strains identifies conserved features in neutrophil maturation
**Source:** Nat Commun. 2024 Feb 27;15:1792. doi: 10.1038/s41467-024-45802-1
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow cytometry: BD FACSDiva Software v9.0<br>IMC: CyTOF Software v7<br>Confocal microscopy: Leica LASX 3.7.0.20979<br>Homology mapping across species was performed using function getLDS() from biomaRt package v 2.46.3. Datasets were locally downloaded from GEO or other sources and loaded into R v 4.0.3.                                                                                                                                                                                                                                                                                                                                      |
| Data analysis   | FlowJo_v10.8.1<br>GraphPad Prism Version 8.3.0<br>ImageJ Fiji<br>QuPath-0.3.2<br>Photoshop CS6 (Adobe)<br>CellRanger v3.1.0 software (10x Genomics)<br>All bioinformatics analysis was run in R v 4.0.3. We mainly used Seurat v 4.0.2 as an infrastructure for to handle and analyze scRNA-seq data.<br><br>Computer code used for the data analysis in this paper can be accessed on our GitHub page <a href="https://github.com/cancerbits/Kirchberger_Shoeb2024_neut">https://github.com/cancerbits/Kirchberger_Shoeb2024_neut</a> and via Zenodo <a href="https://doi.org/10.5281/zenodo.10475407">https://doi.org/10.5281/zenodo.10475407</a> . |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Single-cell RNA sequencing data was deposited in the Gene Expression Omnibus (GEO) and can be accessed under GSE252788. The two samples generated are accessible under:

GSM8007849 MF317\_A1\_GEX\_zebrafish\_multiseq  
GSM8007850 MF317\_A2\_GEX\_zebrafish\_multiseq

We made use of the following publicly available datasets in our study:

- Single-cell RNA-seq: E-GEOD-100911, E-MTAB-5530, GSE137539, GSE165276, GSE149938, GSE142754, Myeloid cells from the fetal immune atlas, Tabula Sapiens - Immune, syn16816566
- Bulk RNA-seq: GSE79044, GSE109467, GSE172184 (neuroblastoma data provided by the authors) , GSE153263 , GSE151682 , GSE175880
- Others: neutrotime model, AnimalTFDB3.0-zebrafish, xCell signatures Additional file 5, additional metadata of GSE109467 was kindly provided by the authors.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Bone marrow samples from patients (male and female children) with metastatic and localized neuroblastoma and ganglioneuroma have been included . There was no selection done based on sex. Neuroblastoma is slightly more abundant in male than in female children (1:1.2), but no differences in clinical outcome has been reported. Sex was considered as co-variate in the bioinformatics analysis, but was found insignificant. Sex was not considered as a co-variable in the statistical analysis of imaging data, since the number of samples did not allow for a statistically meaningful interpretation. Gender was not assessed, since the patient cohort is comprised of children aged 0-18 and the median age at diagnosis is 2 years.

### Reporting on race, ethnicity, or other socially relevant groupings

Race, ethnicity or other socially relevant groupings were not assessed.

### Population characteristics

In this study bone marrow aspirates from children and adolescents (age at diagnosis 0-18 years) with neuroblastoma or ganglioneuroma were analysed. The cohort used for imaging contained 21 patient samples.

### Recruitment

Patients with high-risk metastatic (stage M) neuroblastoma were enrolled in the SIOPEN/HR-NBL-1 trial (NCT01704716) according to the trial's inclusion and exclusion criteria. Samples were available as left over material from diagnostic procedures and selected for this study based on their availability in the CCRI Biobank.

### Ethics oversight

Ethics committee of the Medical University of Vienna, Austria

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

We did not use a statistical method to predetermine sample size. Sample size was determined as a result of previous experiments.

### Data exclusions

We did not exclude data from analysis

### Replication

The number of replicates for each experiment is given in the figure legends. All attempts of reproduction were successful. Experiments showed variability due to natural differences between zebrafish clutches.

|               |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|---------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Randomization | <p>We did not perform randomization of study participants as it was not relevant for our study. Samples were available from diagnostic procedures. There were no different treatments of patients assessed.</p> <p>Zebrafish experiments:<br/>Fertilized eggs for standard or Morpholino injection were randomly picked from the same clutches.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Blinding      | <p>To avoid bias when assessing neutrophil morphology in Neuroblastoma patient bone marrow samples, diagnostic information (localized control or metastatic tumor) was single-blinded. Morphology assessment was done in two lots each containing samples of both diagnoses (1st lot: controls n = 4 and metastatic n = 9; 2nd lot: controls n = 5 and metastatic n = 3). Morphology of samples was first linked to the patient number and later unblinded for each lot. Similarly, cytospin slides for assessing zebrafish neutrophil morphology were masked (single-blinded).</p> <p>For other experiments (e.g. flow cytometry of standard-morpholino or Cebp<sup>b</sup>-morpholino treated larvae or Cebp<sup>b</sup> mutant analysis) no blinding was used due to technical reasons and limited staff availability.</p> |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | <i>Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).</i>                                                                                                                                                                                                                                                                                 |
| Research sample   | <i>State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.</i>                                                                                                                                  |
| Sampling strategy | <i>Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed.</i> |
| Data collection   | <i>Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.</i>                                                                                            |
| Timing            | <i>Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.</i>                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | <i>If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                                |
| Non-participation | <i>State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.</i>                                                                                                                                                                                                                                                                                               |
| Randomization     | <i>If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.</i>                                                                                                                                                                                                                                                                         |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | <i>Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.</i>                                                                                                                                                                                                                                         |
| Research sample          | <i>Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i>, all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.</i> |
| Sampling strategy        | <i>Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.</i>                                                                                                                                                                                      |
| Data collection          | <i>Describe the data collection procedure, including who recorded the data and how.</i>                                                                                                                                                                                                                                                                                                                                                                       |
| Timing and spatial scale | <i>Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken</i>                                                                                                                                                      |
| Data exclusions          | <i>If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them,</i>                                                                                                                                                                                                                                                                                                                  |

|                 |                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data exclusions | <i>indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                             |
| Reproducibility | <i>Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.</i> |
| Randomization   | <i>Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.</i>                                      |
| Blinding        | <i>Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.</i>                                                           |

Did the study involve field work? ☐ Yes ☒ No

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-human CD15; Supplier name: BioLegend; Catalog number: 301902; Clone name: HI98, Lot number: B265372                                                                                                                                                                                                            |
| Validation      | CD15 antibody was previously used by us (Lazic et al. doi: 10.3390/cancers13174311) and validated by the manufacturer ( <a href="https://www.biolegend.com/en-us/products/purified-anti-human-cd15-ssea-1-antibody-714">https://www.biolegend.com/en-us/products/purified-anti-human-cd15-ssea-1-antibody-714</a> ) |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Danio rerio, AB* or SAT background, larval stages and adult 3 months. The following transgenic lines were used Tg(lysC:CFP-NTR)vi002, Tg(lysC:dsRed)nz50Tg, Tg(mpeg1:mCherry)gl23, Et(kita:GAL4)hzm1, Tg(UAS:EGFP-HRAS_G12V)io006, Tg(HRAS_G12V:UAS:CFP)vi004, Tg(BACmmp9:Citrine-CAAX)vi003. Transgenic lines were on a AB* (Tg(lysC:CFP-NTR)vi002, Tg(lysC:dsRed)nz50Tg, Tg(mpeg1:mCherry)gl23, Et(kita:GAL4)hzm1, Tg(UAS:EGFP-HRAS_G12V)io006, Tg(HRAS_G12V:UAS:CFP)vi004) or AB*x SAT mixed background (Tg(BACmmp9:Citrine-CAAX)vi003). |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Reporting on sex        | scRNAseq analysis was performed on two male zebrafish. Whether sex differences influence the neutrophil transcriptome was not assessed.                                                                                                                                                                                                                                                                                                                                                                                                     |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Ethics oversight        | Zebrafish were kept under standard conditions under licenses GZ:565304/2014/6 and GZ:534619/2014/4 according to the guidelines of the local Austrian authorities (Vienna Magistrat MA58).                                                                                                                                                                                                                                                                                                                                                   |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Adult zebrafish kidneys, spleen or blood cells were isolated by triturating. Larval zebrafish cells were isolated by Liberase Blenzyme digestion as specified in Material and Methods.                                                                                                                                                                                                                                                                                                                                                  |
| Instrument                | LSRFortessa cytometer (Becton-Dickinson) and FACS Aria Fusion for sorting (BD).                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Software                  | BD FACSDiva™ 9.0 Software for data collection; FloJo_v10.8.1 for data analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Cell population abundance | Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.                                                                                                                                                                                                                                                                                                                                                                           |
| Gating strategy           | The gating strategy for FACS sorting of cells for further scRNA processing was as follows: FSC/SSC gate, SSC-W/SSC to exclude aggregates, live gate (7AAD negative); WKM cells were sorted on live gate. To set the gate for Mmp9 NO cells, wildtype (Mmp9:Citrine negative) were used. Mmp9INT and HI gates were set to sort approximately equal numbers of cells. Gating strategy for flow cytometry of lysC:CFP, mpeg:mCherry and mmp9:Citrine cells from transgenic fish larvae is provided in Fig. 1c and Supplementary figure 2a. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

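Droplet-based scRNA-seq of adult zebrafish kidney marrow was analysed in 2 libraries, one of LysC+ neutrophils sorted by their Mmp9 level (NO, INT, HI) and one of WKM, both from the same 2 fish. The authors aligned the reads to the GRCz11 transcriptome, extended by Citrine and CFPNTR, with CellRanger v3.1.0, and the deposited values are raw UMI counts per gene and cell barcode for the barcodes that CellRanger called as cells. The authors' demultiplexing of the MULTI-seq barcodes, removal of doublets, SCTransform normalization, Harmony integration and mapping to atlases came after these counts and were not repeated. Gene names are those of the deposited feature table, and no genome coordinates were used. The largest table of the paper's source data was used in part, with only the first part of the 18150 cells for the sort and of the 15876 cells for the paper's pseudotime, while Supplementary Data 1 was complete with 1500 genes (584 in M1, 410 in M2 and 506 in M3).

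Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with Seurat 5.3.0 for its lists of cell cycle genes. Barcodes were kept with at least 500 features and under 10% mitochondrial counts, and doublets were called with Scrublet in each library (expected rate 10%) and removed. After the filters the sorted library held 48855450 UMIs and the WKM library 40724682 UMIs. Counts were scaled to 10000 per cell and log transformed, and cells were clustered on 15 neighbours at a Leiden resolution of 1.0. Markers of 12 cell classes were fixed beforehand. A cluster took the name of the class whose markers had the highest mean relative level, provided that at least 3 of them were detected in 10% of its cells, that this level was at least 0.2 and that the next class stayed under 0.7 of it. The last pair of limits was chosen after the clusters had been seen, and which clusters were called neutrophil-like does not depend on them. They left 440 WKM cells (5.37% of that library) and no sorted cell unnamed. No cluster was named T cell-like, thrombocyte-like, eosinophil-like, mast or basophil-like, kidney tubule-like or endothelial-like.

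With 1 library per condition no test was run between populations and no p-value is given. Counts were summed per population and given as CPM with exact Poisson intervals, ratios have intervals from the exact binomial split of both counts, and shares have exact Clopper-Pearson intervals, all at 95% and for counting error only. The depth of a population sets the precision, so that 3 counts correspond to 5.31 CPM in HI cells. Gene lists were placed among 10000 random lists of the same size, matched on mean expression in 20 bins. Shares of cells with a UMI and cell cycle calls were computed after thinning every cell to 1000 UMIs. In all, 67 genes were named by a rule set beforehand, comprising the zebrafish genes that the paper names in the text of its single-cell results and discussion or in Fig. 4d and 5a, the reporter genes, and the 5 largest and 5 smallest log2 ratios of HI over NO among genes with at least 100 counts. The tables of the paper had been seen when that rule was set, and the values of some of these genes are not reported here.

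Slingshot was replaced by a principal curve on 2 principal components, smoothed with a natural spline of 5 knots over at most 15 iterations. A first smoother, whose values on these data had been seen, failed on simulated curves and was discarded, and the settings of its replacement were chosen on simulated curves alone. Expression was averaged in 100 bins, and bins and genes were clustered by DTW distance with Ward linkage as the paper describes. Transcription factors were ranked by the median over a module of 1 minus the DTW distance over its largest value per gene, where the authors used Dunn's test of these similarities across modules. A rank by a Dunn statistic, the smaller of the contrasts of a module with each other module, was added after the values had been seen. The bootstrap interval of module means (2000 draws over genes) was added after the values had been seen. Checked on simulated data of 8306 genes, the interval of the HI over NO ratio held the true ratio for 96.0% of 200 changed genes. It did so for 96.65% of the unchanged genes looked at, which were at most 2000, and 93.0% of the changed genes had the true sign. The counts were drawn from the Poisson model behind the intervals, so this check does not cover variation between cells. On 8 simulated curves of 5000 cells the pseudotime had a Spearman correlation of 0.824 to 0.980 with the simulated order, and all of 300 simulated genes fell into the right module. These simulations had evenly spread cells, well separated peaks, no difference between libraries and no sparse or empty bins. They therefore do not show how well the order or the modules were recovered in the data.

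The alternatives covered the limits on features (300 and 800), mitochondrial counts (5%) and doublets, the Leiden resolution (0.5 and 2.0), the scaling and weighting of counts, the set of labeled cells, the number of highly variable genes (1000 in place of 2000), genes left out of the trajectory, its method and library, the number of bins (50), the distance and the grouping into phases. Larvae, mutants, qPCR, flow cytometry and the mammalian datasets of the paper were not analysed here, nor were the MULTI-seq barcode counts.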

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

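The test of shared reads in this part was chosen only after the result was seen, and the alternatives given were set in advance. Citrine, the reporter under the mmp9 regulatory region, is not among the 1500 genes of Supplementary Data 1, and the text and legends of the paper describe its fluorescence and not its transcript. The transcript was found above what a count of 0 allows (3 counts).

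Citrine was at 19.47 CPM in HI cells (11 counts, 9.72 to 34.8) against 4.71 CPM in INT and 0.733 CPM in NO cells (4 counts each), a log2 ratio of HI over NO of 4.73 (2.98 to 6.84) that stayed between 2.62 and 4.95 in the alternatives. A Citrine UMI was seen in 3.56% of HI and 0.318% of NO cells before thinning, while the intervals of both shares overlap after thinning. The sort selected on the fluorescence of this reporter, so a higher level in HI cells is what the gate would bring if transcript and fluorescence go together, which was not tested. In the WKM library, where no reporter gate was applied, it had 33.9 CPM in group 4 of the pseudotime (22 counts) against 0.588 CPM in group 3 (2 counts), and 18.7 CPM in group 4 of the sorted library. Inside the neutrophil-like clusters of the WKM library it had 1.94 CPM, and outside them 0.177 CPM (4 counts). If reads of CFPNTR had been counted as Citrine through shared sequence, Citrine would make up the same percent of the counts of both reporters in NO and HI cells. It made up 68.75% in HI cells (41.34 to 88.98%, 11 counts against 5 of CFPNTR) and 0.729% in NO cells (0.199 to 1.855%, 4 counts against 545), so shared reads of CFPNTR do not account for the counts in HI cells. The 4 counts in NO cells may still come from such reads.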

How the results depend on the processing

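The alternatives named here were set before the data were examined, except leaving out cluster 11, setting the outer 1% of cells to the limits of the rest before binning and ranking transcription factors by a Dunn statistic between modules, which were chosen after seeing the data. No paired analysis was made and no replicate was left out, since each condition has 1 library and the files used here hold no MULTI-seq barcode counts, which would map cells to the 2 fish. The causes of the changes listed here were not tested unless a reason is given.

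The number of cells fell to 15058 at 800 features, a stricter limit by construction, and stayed within 1.5 times the reported number at 300 features, under 5% mitochondrial counts and with doublets kept. The neutrophil-like share was 88.16% with doublets kept and 79.43% without cluster 11, and moved by less than its interval at the other resolutions. Within the WKM library it was 42.00% without cluster 11, against 64.67% with it. Group 2 of the WKM cells then had 193.3 CPM of abcc13 in place of 393.1 CPM, and group 1 268.2 CPM.

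Between sorted populations, the median log2 ratio of HI over NO over all genes was -0.067 with scaling by the median of ratios, 0.214 as a mean over cells and 0.328 after thinning to 1000 UMIs. Scaling by the median of ratios lowers every ratio alike, to -0.869 for M1, -0.427 for M2 and 0.782 for M3, so that M1 and M2 stayed under and M3 over the median of all genes. As a mean over cells M1 was -0.413 and M3 0.844, in neutrophils of both atlases -0.441 and 1.014, and after thinning -0.442 and 0.838. Other minimum counts left the 3 medians within their intervals.

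Of 268 values of the 67 named genes under 4 alternatives, 144 stayed within the interval of the reported value, 114 moved out of it without a change of sign, and 10 values in 7 genes, each with a reported interval that excludes 0, changed sign. Among the values within the interval, 4 in 3 genes, each with a reported interval that includes 0, had the other sign as well, namely dnajc1 (-0.26 against 0.08) and cebp1 (-0.04 against 0.30) under the median of ratios, and atf6 (0.05 in neutrophils of both atlases and 0.25 after thinning, against -0.02). Those of the 7 genes that changed under the median of ratios were cxcr4b (-0.11), cd63 (-0.25), vamp8 (-0.20), xbp1 (-0.02) and cebpa (-0.11). This scaling lowers every log2 ratio by the same amount, which takes the median of all genes from 0.27 to -0.07, so these changes of sign, and those of dnajc1 and cebp1, follow from the shift and do not show that the values of these genes are unstable. As a mean over cells vamp8 was -0.05 and cebpa -0.05, and after thinning vamp8 was -0.06. In neutrophils of both atlases hbba1.1 was 0.62 and hbba1 0.49, since that alternative removes labeled cells of other annotations.

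The order NO, INT, HI of the median pseudotime held in each alternative but the sorted library alone (INT 60.07, HI 57.21). In that curve, the only one without WKM cells, the third quartile of NO cells (72.16) lay beyond those of INT (63.68) and HI cells (60.52). The medians of NO, INT, HI and WKM were 55.59, 74.19, 81.48 and 57.34 on the first component alone, 82.06, 92.04, 94.00 and 85.63 in diffusion pseudotime, 38.22, 55.25, 59.41 and 44.74 with 1000 highly variable genes, and 40.43, 63.82, 69.26 and 28.05 without cell cycle genes, each on a scale of its own. Leaving out mmp9 and lyz gave 43.83 for WKM, beyond its interval, and 36.27, 56.61 and 60.39 for NO, INT and HI, within theirs, and leaving out cluster 11 gave 47.11 for WKM. WKM lay between NO and INT except without cell cycle genes, where it came first.

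The share of cells called S or G2/M fell from NO to HI in every alternative. For NO it was 46.75% without thinning and 54.54% in neutrophils of both atlases, and at 2000 UMIs it was 42.04% for NO, 20.00% for INT and 10.31% for HI. Thinning to 2000 UMIs leaves out 212 HI and 285 INT cells, so its shares describe the deepest cells.

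M1 in P1 was 0.617 in 4 groups of equal cell numbers, 0.658 on the first component alone and 1.077 with the outer 1% at the limits. M2 in P2 was -0.331 with Euclidean distance, 0.000 in 4 groups, 0.475 on the first component, a change of sign, and -0.070 with the outer 1% at the limits. M3 in P3 was -0.056 (-0.111 to 0.003) in 4 groups, not distinguishable from 0, and 0.348 on the first component and 0.689 with the outer 1% at the limits, and M3 in P4 was 0.973 on the first component. P3 and P4 as reported hold 3 and 8 cells. The share of genes in the module of the paper was 68.67% on the first component and 66.40% with the outer 1% at the limits.

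The rank of ybx1 for M1 was 71 on unscaled expression, 11 on the first component, 6 with the sorted library alone, 13 with 50 bins and 10 with the outer 1% at the limits. The rank of cebpb for M3 was 72, 26, 20, 40 and 18 in the same settings. On unscaled expression ybx1 ranked 71 and cebpb 72 for M1, M2 and M3 alike, so these ranks do not tell the modules apart. By the Dunn statistic between modules, which compares the similarities of a factor across modules, ybx1 ranked 7 for M1 and cebpb 5 for M3.

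Depth limits the sorted populations most in HI cells, whose 565006 UMIs make 3 counts worth 5.31 CPM, so that ratios of genes such as selenoh, dut and mxd3 rest on 1 to 3 counts.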

Differences from the paper's values

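The share of cells called S or G2/M was 57.94% in NO, 37.79% in INT and 33.99% in HI cells, where the paper's values are about 30% in NO, about 23% in INT and about 14% in HI cells in Supplementary Fig. 3h, read by eye. The paper's cells are all cells of its dataset and those used here only the first part of the sorted library. Of the alternatives set before the data were examined, thinning to 2000 UMIs gave 42.04%, 20.00% and 10.31%, each within 1.5 times the paper's value, while no thinning, lower-case names only and neutrophils in both atlases did not come as close. Both sets of values fall from NO to HI.

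The cycling clusters, chosen after seeing the values, had 18.43% of cells in S phase, where the paper's value for its separated cluster is about 73% in Supplementary Fig. 3l, read by eye. No alternative was run for this share. The text of the paper names G2/M as the main phase of that cluster, and 81.49% of the cells were called G2/M here. Both shares rest on phase calls. Transcripts of the S gene pcna stood at 955.8 CPM in cluster 2 (684 cells) and 800.8 CPM in cluster 8 (391 cells), against 23.7 CPM in cluster 4 (200 cells), and the leading genes of clusters 2 and 8 include histone genes, while the S gene mcm5 stood at 52.75 and 17.0 CPM in clusters 2 and 8 against 199.9 CPM in cluster 3, so S phase transcripts do not settle the phase of these cells.

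Mean scaled expression differed in the 6 of 12 values of the paper's source data for Fig. 4b that were used here. For M1 the paper's values are 0.871 in P1 and 0.241 in P2, and those found here 0.482 and -0.517. For M2 the paper's values are -0.122 and 0.553, and those found here 0.308 and -0.362. For M3 the paper's values are -0.945 and -0.285, and those found here -0.473 and 0.229. With each of the alternatives set before the data were examined (Euclidean distance, 4 groups of equal cell numbers, the first component alone) the 6 values differed from the paper's as well. In P1 the sign was that of the paper for M1 (0.482 as reported, then 0.468, 0.617 and 0.658 in these alternatives) and M3 (-0.473, then -0.477, -0.489 and -0.718) in each of these settings, and for M2 in none. In P2 it was that of the paper for M1 on the first component alone (0.689), while the 0.005 in 4 groups (-0.029 to 0.043) is not distinguishable from 0, for M2 on the first component alone (0.475, with 0.710 in P1, which there holds 34 cells) and for M3 on the first component alone (-0.473) and in 4 groups (-0.446). P3 and P4 here hold 3 and 8 cells, so that P2 here, with 11243 cells and among them 352 INT and 286 HI cells, is not the same stretch of maturation as the paper's P2, which limits this comparison.

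The paper places the expression of M2 in P2, between those of M1 and M3. Here M2 followed M1, with its highest value in the first of 4 groups (0.393). Genes of M3 late in the pseudotime (0.471 in group 4) and of M1 early (0.617 in group 1) have the direction the paper gives.

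The paper names ybx1, hmgb2b and dnajc1 as the leading regulators of M1. The paper ranks them by Dunn's test of the similarities of a factor across the 3 modules, and the ranks here are by the median similarity within 1 module, a different measure. By the median they ranked 14, 15 and 12 of 72, at best 6 for ybx1 (sorted library alone), 5 for hmgb2b (first component alone) and 11 for dnajc1 (outer 1% of cells at the limits, chosen after seeing the values). It names cebpb and atf3 for M3. By the median they ranked 44 and 30, at best 18 for cebpb and 2 for atf3, both with the outer 1% of cells at the limits, which was chosen after seeing the values. With a Dunn statistic (the smaller of the contrasts of a module with each other module, chosen after seeing the values), ybx1, hmgb2b and dnajc1 ranked 7, 6 and 20 for M1, and cebpb and atf3 ranked 5 and 2 for M3. The similarities of cebpb were 0.526 to M3 against 0.113 to M1 and 0.119 to M2, those of atf3 0.553 against 0.081 and 0.081, and those of ybx1 0.466 to M1 against 0.417 to M2 and 0.291 to M3, so that these factors were most similar to the module the paper gives them. The expression of cebpb and atf3 rose from NO to HI cells, with log2 ratios of 1.45 and 1.56.

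The paper assigns granule genes to a phase of onset. The 4 groups used here are ranges of equal cell numbers along a pseudotime of their own, so that a group is not the phase of the same number in the paper, and the values below show only the course along the groups. The paper places mmp13a.1 in P4, and here it rose from 317.7 CPM in group 2 to 1544 CPM in group 3 and 3532 CPM in group 4 of sorted cells. The paper has cd63, srgn and mpx begin in P2, and here srgn was highest in group 1 (14480 CPM in sorted cells), mpx fell from 3394 CPM in group 1 to 2408 CPM in group 2 of sorted cells but rose from 2463 to 2705 CPM in WKM cells without cluster 11, and cd63 had 2802 and 2834 CPM in these groups. The paper has cyba begin in P3, and here it rose from 349.0 CPM in group 3 to 632.0 CPM in group 4. Of the early genes, selenoh and prdx1 were highest in group 1 of both libraries. The level of abcc13 was highest in group 2 of both, with 139.7 CPM in sorted and 393.1 CPM in WKM cells. Without cluster 11, an alternative chosen after seeing the values, WKM cells had 193.3 CPM of abcc13 in group 2. That was below the 268.2 CPM of group 1. The highest myca level was in group 2 of sorted cells (43.5 CPM) but in group 1 of WKM cells (23.5 CPM). Without cluster 11 these WKM groups were not distinguishable for myca. Group 1 then had 23.6 CPM (19.2 to 28.6) and group 2 had 22.0 CPM (16.9 to 28.2).

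The paper has sorted neutrophils and neutrophils of the WKM overlap. Here, without integration of the libraries, they shared the 3 cycling clusters, and the other neutrophil-like clusters came to at least 99.49% from 1 library. Among the earliest cells of the paper's pseudotime, the order found here had a Spearman correlation of 0.117 with the paper's.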

Other observations

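Of the tests in this part, the comparison of UMI counts for doublets in cluster 7 was chosen only after the result was seen.

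Hemoglobin UMIs in neutrophil-like cells of the WKM library. Of these cells, 100.0% carried at least 1 hemoglobin UMI, with a median of 90.5 UMIs or 3.82% of a cell's UMIs, while hemoglobin took 15.87% of all UMIs of that library. In the sorted library 12.94% of the neutrophil-like cells carried one, and hemoglobin took 0.0104% of their UMIs. Doublets with erythroid cells would leave most cells without hemoglobin, so the share is consistent with free RNA from erythroid cells in the WKM library. No biological explanation was tested. In the sorted library the lower hemoglobin level in HI than in NO cells (log2 ratio -5.03 for hbba1.1 and -4.75 for hbba1) changed sign when cells that are not neutrophils in both atlases were left out, to 0.62 and 0.49.

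Cluster 7 of the sorted library. Of its 344 barcodes in the range that the labeled cells span, 28.20% (23.50 to 33.27%) carry a sort label in the paper, against 63.41% to 87.21% in the other neutrophil-like clusters. Its 2006 cells had a median of 1941.5 UMIs, 53220 CPM of lyz, 902.0 CPM of mmp9, 1988 CPM of il1b and 57.8 CPM of mki67, a mixture of genes that elsewhere mark early, late and cycling cells. Doublets of 2 sorted neutrophils were argued against by the median UMI count, which was 58.39% of the sum of the medians of the 2 shallowest populations (3325). Droplets with free RNA and no cell stay open. The variance of the lyz share between barcodes was 3.274 times that of binomial sampling, above the limit of 1.5 set for such droplets, but no empty droplets were available to show their own ratio, and this was the lowest ratio of the neutrophil-like clusters (7.404 in cluster 6 and up to 240.6 in cluster 4). Damaged cells that hold a large part of free RNA stay open as well and were not tested, and a biological state with hsp70.3 and il1b among its leading genes may also remain. The cells of this cluster had a median pseudotime of 29.1, and the first group of the pseudotime held more mmp9 and il1b (308.9 and 1154 CPM in sorted cells) than the second (96.3 and 425.0 CPM).

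Differences between the libraries at the same group of the pseudotime. In the first group atf3 had 529.8 CPM in sorted and 160.4 CPM in WKM cells, il1b 1154 and 339.7 CPM, and mcl1a 1025 and 577.8 CPM. In the last group atf3 had 1732 and 677.8 CPM, il1b 2847 and 1835 CPM, and mcl1a 2464 and 1349 CPM. For cebpb the order was the opposite in the last group, with 7924 and 11380 CPM. The libraries differ in sorting gate and in well, and their effects cannot be separated with 1 library each.

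CFPNTR, the reporter under the lysC promoter, which the paper lists in M1 and whose expression along the trajectory falls from P1 to P4 in Supplementary Data 2. Between sorted populations it had 99.89 CPM in NO (545 counts), 18.8 CPM in INT (16 counts) and 8.85 CPM in HI cells (5 counts), a log2 ratio of HI over NO of -3.50 (-5.12 to -2.27), between -3.84 and -2.91 in the alternatives. Free RNA as the origin of the transcript in the WKM library was argued against by its level outside the neutrophil-like clusters, which was 4.28% of that inside them (2.91 CPM against 68.10 CPM, 64.35 to 72.02). No biological explanation was tested.

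Zebrafish values of genes that the paper compares between species. In sorted cells of groups 1 to 4, tgfbi had 39.9, 43.5, 67.9 and 26.1 CPM, txnipa 134.2, 184.0, 901.3 and 753.6 CPM, and amd1 134.0, 136.1, 131.6 and 90.9 CPM. Their log2 ratios of HI over NO were -0.79 (-1.65 to -0.04), 2.34 (2.18 to 2.49) and -1.23 (-1.78 to -0.73). For fcer1gl, which the paper tests after knockdown of cebpb in larvae, adult sorted cells had 742.4, 670.5, 1353 and 2057 CPM and a log2 ratio of 1.31 (1.22 to 1.41).

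Largest and smallest ratios between HI and NO cells. Beside cxcr1, the largest log2 ratios were those of tcnbb (4.83), lgals2a (4.49), grn1 (4.16) and raraa (3.85). For grn1, which is on the marker list of monocytes and macrophages, there were 33 counts in NO, 13 in INT and 61 in HI cells. The smallest were those of dut (-5.38, -10.68 to -2.89, from 1 count in HI cells), zgc:173552.3 (-5.34, from 3 counts), both hemoglobin genes and ckbb (-4.62, from 3 counts).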
